# PIEZO1 mediates mechanical reprogramming of neutrophils for proangiogenic specialization in the lung

**DOI:** 10.1172/JCI183796

**Published:** 2025-06-02

**Authors:** Jin Wang, Wenying Zhao, Wenjuan Bai, Dong Dong, Hui Wang, Xin Qi, Ajitha Thanabalasuriar, Youqiong Ye, Tian-le Xu, Hecheng Li, Paul Kubes, Bin Li, Jing Wang

**Keywords:** Immunology, Pulmonology, Vascular biology, Ion channels, Microcirculation, Neutrophils

## Abstract

Neutrophils are the most abundant immune cells that constantly patrol or marginate inside vascular beds to support immune homeostasis. The extent to which neutrophils undergo reprogramming in response to the changes in vascular architecture and the resultant biological implications of such adaptations remain unclear. Here, we performed intravital imaging and transcriptional profiling to investigate neutrophil behavior across different tissues. Our findings revealed that neutrophils had significant deformability and spontaneous calcium signaling while navigating through the narrow pulmonary vessels. Pulmonary neutrophils exhibited unique transcriptional profiles and were specialized for proangiogenic functions. We found that the mechanosensitive ion channel Piezo-type mechanosensitive ion channel component 1 (PIEZO1) was essential for neutrophil reprogramming. Deletion of *Piezo1* in neutrophils ablated the lung-specific proangiogenic transcriptional signature and impaired capillary angiogenesis in both physiological and pathological conditions. Collectively, these data show that mechanical adaptation of neutrophils within the pulmonary vasculature drives their reprogramming in the lungs and promotes pulmonary vascular homeostasis.

## Abstract 2

Neutrophil fate and function driven by deformation

## Introduction

Neutrophils constitute a significant proportion of circulating leukocytes in both humans and mice, accounting for approximately 50%–70% and 10%–25% of the total leukocyte count, respectively. Known as terminally differentiated and short-lived cells in peripheral blood (PB), neutrophils have been suggested to have limited plasticity and heterogeneity. However, a growing body of research using deep profiling techniques has suggested that distinct neutrophil subpopulations exist in steady state, infectious and inflammatory diseases, tissue repair, and cancer (1). The drivers that generate these neutrophil subpopulations have not been well characterized.

Many tissue-resident immune cells, including macrophages and innate lymphoid cells, reside in distinct niches across organs, contributing to tissue homeostasis and the timely response to local microenvironment perturbations (2). Traditionally, neutrophils are not defined as tissue-resident cells because they continuously circulate in the blood. Nevertheless, under homeostasis, neutrophils can be found in direct contact with endothelial cells (ECs) of certain vascular beds and are retained in the blood vessels of certain tissues for a prolonged time. This population of neutrophils is called the “marginated pool.” The tissues that contain these marginated pools are the lung, liver, and spleen (3). It has been documented that neutrophils can adapt to the tissue environment they infiltrate and acquire specialized phenotypes and functions (4). However, whether and how marginated neutrophils receive “input” from the tissue microenvironment and the physiological environment cues that shape neutrophil phenotype and functions are not well studied.

The tissue microenvironment consists of various biological, chemical, and physical components that are favorable for optimal organ function. Soluble factors, xenobiotic factors, nutrients, and metabolites have long been recognized as essential environmental cues of the local cellular microniches. Conversely, cells are equally sensitive to some physical properties of the environment, including tissue stiffness, physical confinement, and mechanical tension (5). Several studies have revealed mechanisms by which cells perceive mechanical cues from the external microenvironment and transduce them into molecular signals and genetic regulations to coordinate the cellular response (6). Neutrophils display considerable plasticity in shape and migratory behaviors while patrolling across different organs and experiencing different mechanical environments. However, the contribution of mechanical sensing in regulating neutrophil phenotype and functions remains unclear.

Here, we performed intravital imaging and integrative behavior analysis of neutrophils from multiple tissues in physiological states. Through this analysis, we observed unique migratory behavior and intracellular signaling in pulmonary neutrophils. Further analysis revealed that mechanical sensing via the mechanically sensitive ion channel Piezo-type mechanosensitive ion channel component 1 (PIEZO1) drove the phenotypical and functional specialization of pulmonary neutrophils. Through intravital imaging and in vitro microfluidic mimetics, we demonstrated that vascular confinement triggered PIEZO1 activation, leading to the expression of proangiogenic signatures in neutrophils. Moreover, we revealed that neutrophil deficiency of *Piezo1* led to the failure of mounting an effective antibacterial response and resulted in decreased pulmonary angiogenesis in both physiological and pathological conditions. Consequently, we have discovered a process of tissue adaptation and specialization for pulmonary neutrophils that is driven by PIEZO1 and is crucial for maintaining vascular homeostasis.

## Results

### Neutrophil behavioral landscapes across different tissues.

Neutrophils experience varying physical conditions as they travel through the circulatory system. These include changes in vessel diameters, blood flow velocity, and vessel tortuosity. Here, we hypothesized that neutrophils behave differently in tissues with distinct vessel architectures, which may also influence their genetic and protein content. To verify our hypothesis, we performed intravital imaging with lymphocyte antigen 6G tdTomato–transgenic (*Ly6g^tdTomato^*-transgenic) mice, in which only neutrophils were labeled with tdTomato (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI183796DS1). Subsequently, we imaged multiple tissues at a defined time interval and tracked in total approximately 2,500 neutrophils from lung, liver, and spleen (Supplemental Video 1). To gain more insight into the behavior and morphological adaptation of neutrophils during circulation in different tissues, we applied the recently introduced “behavior landscape” approach. This method integrates multiple parameters to comprehensively reflect cellular dynamics and morphology (7) (Figure 1A). A total of 38 parameters describing features of kinetics and morphology of hundreds of cells from each tissue were extracted for further analysis (Supplemental Table 1). Neutrophils imaged from different tissues were then projected into different clusters (Figure 1B). Clustering with uniform manifold approximation and projection (UMAP) revealed distinct subpopulations related to neutrophil dynamics and morphology (Figure 1, C and D). The proportion of these subsets in different organs was consistent between different mice, indicating the conserved nature of these behavioral traits (Figure 1E and Supplemental Figure 1C). The major behavioral traits in each tissue were different, implicating an adaptation of neutrophils to different microvascular environments. These quantitative analyses were largely consistent with our observations (Figure 1F). For example, in the lung, 75% of neutrophils showed a prolonged transition time (Figure 1G and Supplemental Figure 1D, cluster 0). The migration trajectories of these neutrophils were tortuous, and many neutrophils showed dynamic deformation (SD of the cell area, height-to-length [H/L] ratio of the cell, and SD of the oblate ellipticity parameter), which is consistent with the fact that the diameters of lung capillaries are smaller than 5 μm and neutrophils have to deform to squeeze through the capillary (Supplemental Figure 2, A and B). In human lung biopsy tissue, we also observed deformed neutrophils inside capillaries, whereas neutrophils inside larger vasculatures were mostly spherical (Supplemental Figure 2C). On the other hand, the vessel diameters in the liver and spleen were significantly larger than those in the lungs (Supplemental Figure 2D). Approximately 80% of neutrophils in the liver were moving within the vessels with a short transition time and a more straightforward trajectory (cluster 2), whereas a minor subset showed deformation. The spleen harbors an open circulation system (8), which likely explains the observation that a small portion of neutrophils resided within the parenchyma with static behavior and almost spherical cellular morphology (cluster 3). Taken together, we showed that neutrophils could rapidly adapt to different vascular structures and change their behavioral and morphological properties in physiological states. We focused on pulmonary neutrophils, as their abundance and prolonged transition duration suggest that the lung vascular beds may serve as a unique niche for these cells.

### Neutrophils display lung-specific signaling and gene expression patterns at steady state.

Calcium (Ca^2+^) signaling has long been associated with multiple key immunological events, including chemotaxis, phagocytosis, and activation (9). The different migratory behaviors might reflect differences in intracellular signaling dynamics during neutrophil circulation in tissues. To visualize the calcium signaling, we induced expression of the genetically encoded Ca^2+^ indicator Salsa6f (a fusion protein in which tdTomato is linked to the Ca^2+^ indicator GCaMP6f) specifically in neutrophils (*Ly6g^Salsa6f^*) (Figure 2A). We used the GCaMP6f/tdTomato (G/R) ratio to determine the cytosolic Ca^2+^ levels independent of probe concentration or cell movement. Subsequently, we performed simultaneous calcium, kinetics, and morphology imaging of neutrophils in various tissues. Calcium (Ca^2+^) signaling was detected in neutrophils within the lung, characterized by an augmentation in the intensity of green fluorescence (GCaMP6f) overlaid on red fluorescence (tdTomato) (Figure 2B and Supplemental Video 2). Subsequently, we performed the ratiometric analysis of GCaMP6f over tdTomato to subtract out fluctuations in green fluorescence due to cell movement. The representative analysis revealed that neutrophils had frequent, short Ca^2+^ transients (<15 seconds) (Figure 2C), whereas neutrophils over the observed duration exhibited no Ca^2+^ spikes (Figure 2D). Compared with the lung, Ca^2+^ signaling events of neutrophils in liver and spleen were less frequent (Figure 2E and Supplemental Video 3). In the spleen, most stationary neutrophils remained spherical and did not show Ca^2+^ signals over time. Ca^2+^ signaling was prevalent in neutrophils as they circulated through lung capillaries but not in the liver, indicating that the Ca^2+^ signaling observed in the lungs was unlikely to be associated with cell movement (Figure 2E). We performed a correlation analysis of kinetics and morphological characteristics with Ca^2+^ signal intensities. Neutrophils that were less spherical showed stronger Ca^2+^ signals (Figure 2F and Supplemental Figure 3A), whereas there was no direct correlation between Ca^2+^ signal intensity and cell speed or other parameters (Supplemental Figure 3B). This suggests that the Ca^2+^ signal was specifically associated with neutrophil deformation. Spontaneous and evoked Ca^2+^ transients regulate gene expression and functions in neutrophils (10). Therefore, we hypothesize that the calcium influx resulting from neutrophil deformation could initiate downstream signaling cascades, leading to the activation of transcriptional programs.

At steady state, approximately 99% of neutrophils are intravascular (Supplemental Figure 4, A and B). Interestingly, the majority of pulmonary neutrophils remained in the vasculature after a thorough perfusion, whereas RBCs were completely cleared out (Supplemental Figure 4, C and D). We isolated neutrophils from thoroughly perfused lung, PB, and bone marrow (BM) to perform bulk RNA-Seq analysis. 

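Neutrophils sorted as CD45+CD11b+Ly6G+ cells gave 3 WT libraries from each of lung, PB and BM. The paper's methods name the VAHTS Universal V6 kit for library preparation, whereas the deposited sample descriptions name a SMARTER mRNA kit. The authors trimmed the reads with fastp, aligned them with HISAT2, counted them with HTSeq-count and deposited fragments per kilobase and per 1000000 mapped fragments (FPKM) for 21878 genes, listed by symbol and NCBI gene identifier. An FPKM value is a whole number of reads times a factor of the gene and a factor of the library, and the reads on each gene were recovered from the deposited values in every library. The recovered reads per library ranged from 16501572 to 17160875 in lung (median 17142813), from 17703599 to 18590384 in PB (median 18417855) and from 18368214 to 19326814 in BM (median 19180613). The paper states about 45000000 clean reads per sample before assignment to genes, and the values given here use the deposited FPKM. The recovered values count read pairs. Counted as single reads, they come to a mean of 32151520 over the 17 libraries of sorted neutrophils. A count of 0 allows up to 3 reads, or 0.155 to 0.182 reads per 1000000 in these libraries, a limit that covers counting error only. Between 6887 and 6899 genes reached an FPKM of 1 in the lung libraries, against 7452 to 7583 in PB and 8080 to 8110 in BM. The biological coefficient of variation between replicates was 3.23% in lung, 11.9% in PB and 3.37% in BM. Genes with an FPKM of at least 1 in at least 3 of the libraries compared were tested with limma-trend on log2(FPKM + 1), with Benjamini-Hochberg adjustment. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds that the paper's methods give for DESeq2. edgeR and DESeq2 on the recovered reads, a pseudocount of 0.1 and FPKM rescaled by the median ratio between libraries were run as alternatives.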

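PCA of log2(FPKM + 1) over the 8414 genes that passed the filter, centred and not scaled, placed 74.7% of the variance on PC1 and 22.8% on PC2. With each library left out in turn, the share on PC1 stayed between 72.2% and 80.0%. The centroid of lung neutrophils lay 128 log2 units from that of BM neutrophils, and the centroid of PB neutrophils lay 85.6 from it. Lung and PB neutrophils were 91.3 apart. Single lung and BM libraries were 127.9 to 128.5 apart and single PB and BM libraries 86.58 to 87.25, so that the ranges did not meet, while replicates of a tissue were 12.3 to 25.8 apart. The ratio of the lung-BM to the PB-BM distance was 1.49, and the alternative that lowered it most, unit variance per gene, gave 1.40. Between lung and BM neutrophils, 3777 of 8236 genes tested were DEGs, 812 higher and 2965 lower in lung, and between PB and BM neutrophils 1811 of 8237 were, 647 higher and 1164 lower in PB. Dropping the fold change threshold moved the first count most, to 7628. The median log2 fold change of all genes tested was -0.70 between lung and BM and -0.12 between PB and BM, and rescaling the FPKM to a common median ratio changed the lung-BM DEGs to 1371 higher and 1408 lower. *Cxcl3* (NCBI gene 330122, chromosome 5 of GRCm38, 90786101 to 90788093) had the largest rise from BM to lung among DEGs with a mean FPKM of at least 5 in the higher tissue, with a log2 fold change of 9.42 (standard error 0.07, adjusted p = 2.75e-14 from limma), or 10.12 relative to the median gene. *Cxcl2* and *Ccrl2* followed with 8.76 and 8.55. *Camp* (NCBI gene 12796, chromosome 9, 109847377 to 109849456) fell most, from 7097 ± 124 FPKM in BM to 90.4 ± 3.59 in lung (SD, n = 3 each), a log2 fold change of -6.28, or -5.58 relative to the median gene. *Ltf* and *Chil3* followed with -6.06 and -6.02. From BM to PB, *Fosb*, *Ccrl2* and *Cxcl2* rose most, by 5.12, 4.98 and 4.91, and the largest falls were at *Camp*, *Chil3* and *Ltf*, with -5.98, -5.94 and -5.88.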

Principal component analysis (PCA) of gene expression showed that neutrophils clustered according to tissue and lung neutrophils were at a greater distances from BM neutrophils compared with blood neutrophils (Figure 2G). Since neutrophils are generated in the BM before being released into circulation, our subsequent analysis focused exclusively on neutrophils obtained from the blood and lungs. Hundreds of differentially expressed genes (DEGs) were observed in each tissue neutrophil (Figure 2H and Supplemental Figure 5A). 

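Of 7577 genes tested between lung and PB neutrophils, 2063 were DEGs, 587 higher in lung and 1476 higher in PB. The median log2 fold change of all genes tested was -0.54, so that an unchanged rank among genes corresponds to a lower FPKM in lung. After the FPKM were rescaled to a common median ratio, 1411 genes were DEGs, 913 higher in lung and 498 higher in PB. Counts also depended on the test, with 1351 genes higher in lung and 1127 higher in PB from edgeR, and 1586 and 1075 from DESeq2. Without the fold change threshold, limma called 6479 genes, the alternative that moved the count most. With each library left out in turn, between 2059 and 2114 genes were DEGs. *Cxcl3* had the largest rise, from 1.76 ± 1.05 FPKM in PB to 789 ± 15.3 in lung (SD, n = 3 each), a log2 fold change of 8.23 (standard error 0.22, adjusted p = 2.43e-08 from limma), or 8.76 relative to the median gene. *Thbs1* (NCBI gene 21825, chromosome 2 of GRCm38, 118111876 to 118127133) rose from 21.4 ± 3.09 to 2906 ± 30.3 FPKM, a log2 fold change of 7.03 (standard error 0.09), or 7.56 relative to the median gene. *Hilpda* (NCBI gene 69573, chromosome 6, 29272488 to 29275449) rose from 0.446 ± 0.145 to 166 ± 8.87 FPKM, a log2 fold change of 6.86, or 7.40 relative to the median gene. The largest falls were at *AI467606* (NCBI gene 101602, chromosome 7, 127090780 to 127094049), from 230 ± 8.52 to 9.14 ± 0.126 FPKM and a log2 fold change of -4.51, or -3.97 relative to the median gene, and at *Tnfaip8l2* and *Gpr146*, with -3.74 and -3.70.

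**Figure D1:**
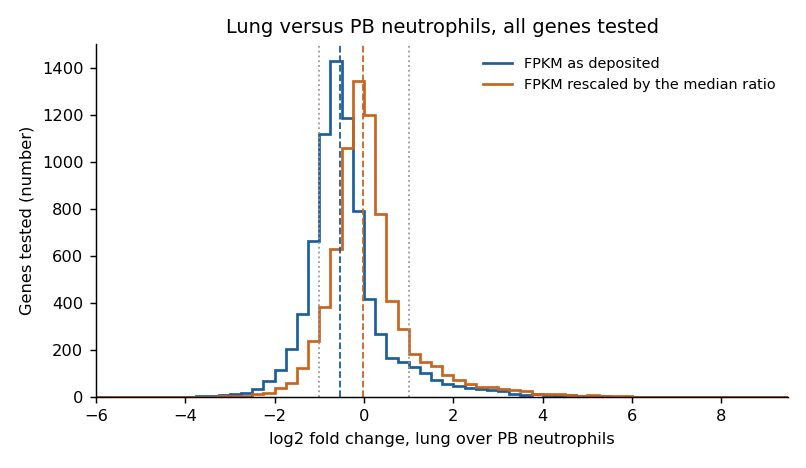
Number of genes tested (y axis) by log2 fold change between lung and PB neutrophils (x axis), with the FPKM as deposited and with the FPKM rescaled by the median ratio; dashed lines mark the medians and dotted lines a log2 fold change of 1 in either direction. The median lies at -0.54 with the deposited values and at -0.03 after rescaling.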

Gene ontology (GO) analysis revealed that the pulmonary neutrophils exhibited positive enrichment in pathways associated with bactericidal function, such as response to bacterial molecules, ROS metabolic processes, and regulation of phagocytosis. Additionally, vasculature development pathways were also enriched in pulmonary neutrophils (Figure 2I). 

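Terms were tested with the GO annotation deposited in the authors' table, which gives at least 1 term for 20677 genes, by a one-sided Fisher exact test among tested genes with an annotation and Benjamini-Hochberg adjustment over 9 terms. A term held only genes annotated with the term itself, and genes of its narrower terms were not added. The paper used clusterProfiler, whose gene sets were not rebuilt here, so that a term not called does not contradict Fig. 2I. Of 7510 tested genes with an annotation, 581 were DEGs higher in lung neutrophils. Response to molecule of bacterial origin held 10 tested genes, of which 6 were among them where 0.774 were due by chance (Fisher exact p = 3.35e-05, adjusted p = 0.000302). As a set, these genes were shifted by 2.52 log2 units relative to the other genes, 7 of 10 higher in lung (camera p = 6.75e-06), with p = 3.37e-06 under fry and p = 0.0393 with the correlation between genes estimated from the data. Reactive oxygen species metabolic process held 1 such DEG among 16 tested genes (Fisher exact adjusted p = 1.0). When every term whose name contains that name was counted, it held 13 among 65 (Fisher exact p = 0.0012, adjusted p = 0.0054). Regulation of phagocytosis held 0 DEGs higher in lung among 6 tested genes and calcium ion homeostasis 1 among 6 (Fisher exact adjusted p = 0.69). Among the 1459 annotated DEGs higher in PB neutrophils, definitive hemopoiesis held 7 of 11 tested genes (Fisher exact p = 0.00163, adjusted p = 0.0147), while autophagy held 23 of 122, DNA repair 37 of 196, myeloid cell differentiation 5 of 16 and myeloid cell homeostasis 1 of 7. All 11 genes of definitive hemopoiesis were lower in lung, but by camera over all tested genes the term was at an adjusted p of 0.0687.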

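The term regulation of vasculature development was itself annotated on 1 tested gene, which was not a DEG higher in lung neutrophils. A set of 1 gene cannot decide the enrichment that the paper reports. A further 4 broader terms were tested beside this term. Angiogenesis held 11 DEGs higher in lung among 97 tested genes where 7.50 were due by chance (Fisher exact p = 0.128, adjusted p = 0.384). Positive regulation of angiogenesis held 8 of 61 (p = 0.0963 in the same Fisher exact test), positive regulation of endothelial cell proliferation 3 of 28 and endothelial cell proliferation 0 of 8. With the DEGs of DESeq2 in place of those of limma, a choice of set made after seeing the data, angiogenesis held 39 of 153 (Fisher exact p = 3.05e-05, adjusted p = 0.000137) and positive regulation of angiogenesis 25 of 96 (adjusted p = 0.00165). From the GO analysis in Fig. 2I, the paper states that bactericidal and vasculature development pathways were both enriched in pulmonary neutrophils.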

We have selected several genes with potential functional relevance for further validation. Comparing neutrophils isolated from PB and lung in the same mouse revealed that these tissue-specific signatures were consistently different across individual mice, as measured by quantitative PCR (qPCR) (Supplemental Figure 5B). Similarly, neutrophil isolated from human lung tissue showed higher expression of genes such as *VEGFA*, *IL1B*, *CXCL1*, *CXCL2*, *CCL3*, and *IL6* compared with those from matched PB (Supplemental Figure 5C). At the protein level, we also detected a higher level of VEGFA, IL-6, IL-1B, and CD274 in mouse lung neutrophils than in BM or PB neutrophils (Supplemental Figure 5D). The transcriptional heterogeneity of neutrophils among different tissues prompted us to further explore neutrophil diversity in PB and lung using single-cell transcriptome profiling. We used previously reported signature genes to distinguish each subpopulation and found that polymorphonuclear neutrophils (PMNs) in circulating blood and lung could be classified into 5 cell subgroups, including the less mature G3 and G4 subsets and the mature G5a–c subsets (11). This finding highlights the conserved nature of these neutrophil subpopulations (Figure 2J). However, the proportions of G4 and G5c were higher in the lung compared with blood, whereas the G5a proportion was higher in the blood (Figure 2K). Although the neutrophil subpopulations were conserved, many genes underwent profound changes in the lung (Figure 2L). Nonetheless, most of these lung-specific signatures were evenly found in each G5 subpopulation and slightly lower in the G4 subset (Supplemental Figure 6). The G4 subset was previously described as newly mature neutrophils in the BM, indicating that the G4 subset may be less mature than the peripheral G5 subsets. However, it is unlikely that lung-specific gene signatures are restricted to any subpopulation. Consequently, in the subsequent experiments, we studied lung neutrophils as a whole population. Collectively, we demonstrated that calcium signaling was linked to neutrophil deformation as these cells circulated through lung capillaries, which potentially contributed to tissue-specific transcriptional signatures in lung neutrophils.

### PIEZO1 regulates pulmonary neutrophil behaviors and transcriptional profile.

Our imaging data revealed that neutrophils undergo frequent deformations as they move through the pulmonary circulation, repeatedly experiencing physical strain in numerous small vessels. The observed phenomenon prompted us to explore whether mechanical sensing by neutrophils might play a role in shaping lung-specialized neutrophil characteristics. Consequently, we examined the expression levels of known mechanosensitive ion channels in neutrophils. 

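In lung neutrophils of the tissue comparison, *Piezo1* (NCBI gene 234839, chromosome 8 of GRCm38, 122481698 to 122551329) had 0.291 ± 0.0849 FPKM (SD, n = 3), resting on 34 to 61 reads per library. It had 0.335 ± 0.0742 FPKM in PB neutrophils (44 to 71 reads) and 1.21 ± 0.0539 in BM neutrophils (200 to 227 reads). Lung and PB differed by less than the SD, and every BM library lay above every lung and PB library. With FPKM rescaled by the median ratio, the means were 0.393 in lung, 0.296 in PB and 1.035 in BM. *Trpv4* (chromosome 5, 114622152 to 114658435) had 0.108 ± 0.0793 FPKM in lung (1 to 9 reads), 0.254 ± 0.0526 in PB (12 to 19 reads) and 0.0538 ± 0.0262 in BM (2 to 5 reads). *Stoml3* had 0 to 3 reads per library and *Kcnk4* 0 to 2, which is not more than a count of 0 allows. *Piezo2*, *Trpa1*, *Kcnk2* and *Kcnk10* had no reads in the 9 libraries and were not detectable at this depth.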

*Piezo1*, and to a lesser extent, *Trpv4* were abundantly expressed in neutrophils (Supplemental Figure 7A). The expression of PIEZO1 in lung neutrophils was confirmed using *Piezo1-tdTomato* mice, in which a PIEZO1-tdTomato fusion protein is expressed (Supplemental Figure 7B). In an attempt to generate conditional *Piezo1*-deficient animals, mice expressing Cre recombinase directed by the *Vav1*, *Lyz2*, or *S100a8* promoters were crossed with mice expressing homozygous loxP sites around exons 20–23 of *Piezo1*. However, only with *Vav1-Cre*, *Piezo1* was efficiently deleted from neutrophils at the transcription and protein levels (Supplemental Figure 7, C and D). This may be due to the differential kinetics of gene expression during neutrophil development. Analysis of available datasets revealed that both *Vav1* and *Piezo1* reached their peak expression levels in early progenitors, whereas *Ly6g*, *S100a8*, and *Lyz2* were all expressed at late stages (Supplemental Figure 7E). Live-cell imaging revealed that PIEZO1 agonist Yoda1 stimulation triggered a transient calcium influx in WT neutrophils but not *Piezo1*^DVav1^ conditional-KO (*Piezo1*-cKO) neutrophils (Figure 3A). The whole-cell patch-clamp recording revealed the neutrophil response to pressure, which was completely abolished in the absence of Piezo1 (Supplemental Figure 7, F and G). To determine whether PIEZO1-mediated mechanical sensing contributes to neutrophil dynamics in vivo, we performed intravital imaging to compare migratory behaviors, morphology, and Ca^2+^ signaling of pulmonary neutrophils in WT and *Piezo1*-cKO mice that also express Gcamp (Supplemental Video 4). Both WT and *Piezo1*-cKO neutrophils had similar morphology features, indicating that the deformability of neutrophil was not affected by PIEZO1 (Supplemental Figure 8A). *Piezo1*-deficient neutrophils displayed a reduced frequency of Ca^2+^ signaling during their transit through the lung (Figure 3B). Analysis of the migration trajectory indicated that WT neutrophils persisted in the lung for a longer duration when compared with the *Piezo1*-cKO neutrophils (Figure 3C). The distribution of neutrophil transit durations revealed a higher frequency of brief transit times in *Piezo1*-cKO mice. Correspondingly, a larger proportion of neutrophils in WT mice traversed at slower speeds compared with those in *Piezo1*-cKO mice (Figure 3D). We further performed an adoptive transfer experiment to rule out the possibility that other cell types may influence neutrophil behavior. The migration patterns of the transferred WT and *Piezo1*-cKO neutrophils were similar to those seen in the original WT and *Piezo1*-cKO mice (Supplemental Figure 8, B–D). The changes in these dynamic features and intracellular signaling events highlight the essential role of mechanical sensing via PIEZO1 in regulating neutrophil behaviors in the lung. However, WT and *Piezo1*-cKO neutrophils exhibited similar dynamics and morphological characteristics in the liver and spleen (Supplemental Figure 8, E and F). To further explore whether PIEZO1-mediated mechanical sensing influences lung-specific transcriptional signatures in neutrophils, we performed bulk RNA-Seq in lung and blood neutrophils isolated from WT and *Piezo1*-cKO mice. 

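The Piezo1 experiment comprised 2 WT and 2 *Piezo1*-cKO libraries of lung neutrophils and as many of PB neutrophils, where *Piezo1*-cKO mice carry *Vav1-Cre* and loxP sites around *Piezo1* exons 20 to 23. In the transcript *Piezo1*-201, whose 51 exons lie on the minus strand, these exons span chromosome 8 from 122492607 to 122495859 of GRCm38 and have 126, 201, 205 and 105 bases. The authors deposited FPKM for the same 21878 genes in 1 table per tissue, together with their own fold changes and q values. Recovered reads per library were 14893708 and 15034817 in WT lung, 14722749 and 14262343 in *Piezo1*-cKO lung, 13183370 and 15015766 in WT PB, and 9621120 and 14161311 in *Piezo1*-cKO PB. Replicates varied with a biological coefficient of variation of 2.11% in WT lung, 2.58% in *Piezo1*-cKO lung, 2.20% in WT PB and 5.41% in *Piezo1*-cKO PB. Their variance was 1.95, 2.15, 1.9 and 4.77 times that of counting alone, in the same order. The labels do not say whether the replicates were separate mice. The p values between genotypes may therefore not measure variation between mice. A further 837 genes detected in the tissue comparison, the highest at 5.94 FPKM, were listed at 0 in the 8 libraries. Genes with an FPKM of at least 1 in at least 2 libraries were compared between genotypes within each tissue by limma-trend as for the tissues, and all fold changes are WT over *Piezo1*-cKO. *Piezo1* had 0.0577 and 0.0571 FPKM (8 and 8 reads) in WT lung and 0.0510 and 0.0301 FPKM (7 and 4 reads) in *Piezo1*-cKO lung. In PB neutrophils it had 0.0407 and 0.0357 FPKM (5 and 5 reads) in WT and 0.0335 and 0.0758 FPKM (3 and 10 reads) in *Piezo1*-cKO. Its log2 fold change was 0.02 in lung (adjusted p = 0.481) and -0.02 in PB (adjusted p = 0.558) from limma without the filter, where the pseudocount of 1 exceeds these FPKM. edgeR on the recovered reads without a filter gave 0.60 in lung (adjusted p = 0.531) and -0.57 in PB (adjusted p = 0.563), so that a difference was not detectable at this depth. FPKM over the whole gene do not separate exons 20 to 23 from the rest.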

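In PCA of the 8 libraries over 7560 genes, PC1 held 86.5% of the variance, PC2 7.38% and PC3 4.22%. The centroids of WT and *Piezo1*-cKO neutrophils were 29.99 log2 units apart in lung and 38.95 apart in PB. Single WT and *Piezo1*-cKO libraries were 31.39 to 31.60 apart in lung and 39.41 to 41.10 in PB, whereas replicates were 12.8 to 15.8 apart. The lung distance was 0.770 of the PB distance, and the alternative that moved this ratio most, rescaled FPKM, gave 0.854. Between WT and *Piezo1*-cKO lung neutrophils, 64 of 6434 genes tested were DEGs, 13 higher and 51 lower in WT, and in PB neutrophils 265 of 7256 were, 143 higher and 122 lower in WT. Rescaling changed the lung DEGs to 17 higher and 36 lower. The numbers moved with the test: DESeq2 called 821 genes in lung and 1732 in PB, and edgeR with no filter 1781 and 3282. They moved further without the fold change threshold, where limma called 3265 and 3607. In the authors' deposited table, 398 genes were over 2-fold higher in WT lung with q below 0.05 and 567 over 2-fold higher in *Piezo1*-cKO lung, against 992 and 622 in PB, and 12 of the 13 limma DEGs higher in WT lung were among the 398. The difference between the genotype effects in the 2 tissues, tested by limma's interaction term in all 8 libraries, had an adjusted p below 0.05 at 3647 of 7560 genes, 518 of them with an absolute difference above 1. In lung, *Sirpb1b* (NCBI gene 668101, chromosome 3 of GRCm38, 15495754 to 15575067) rose most, from 57.7 ± 4.07 FPKM in *Piezo1*-cKO to 168 ± 4.19 in WT (SD, n = 2 each), a log2 fold change of 1.53 (standard error 0.05, adjusted p = 1.15e-05 from limma), and *Tex12* and *Rgs1* followed with 1.34 and 1.22. *Commd10* (NCBI gene 69456, chromosome 18, 46958819 to 47087995) fell most, from 42.8 ± 2.31 FPKM in *Piezo1*-cKO to 1.37 ± 0.108 in WT, a log2 fold change of -4.21 (standard error 0.07, adjusted p = 4.93e-07 from limma), and *Arl6ip5* and *Gm13157* followed with -1.62 and -1.37. In PB, *Pibf1*, *Cdkn1a* and *Mrpl13* rose most in WT, by 2.28, 1.66 and 1.61. The largest falls on log2(FPKM + 1) were at *Hbb-bt* with -5.73, *Commd10* with -5.59 and *Hba-a1* with -5.32, of which *Hbb-bt* and *Hba-a1* are erythroid genes. *Alas2*, with no reads in WT and 6.08 FPKM in *Piezo1*-cKO, was at -2.82 on this scale. With WT set at the 3 reads that a count of 0 allows, its log2 fold change was -5.72 or lower.

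**Figure D2:**
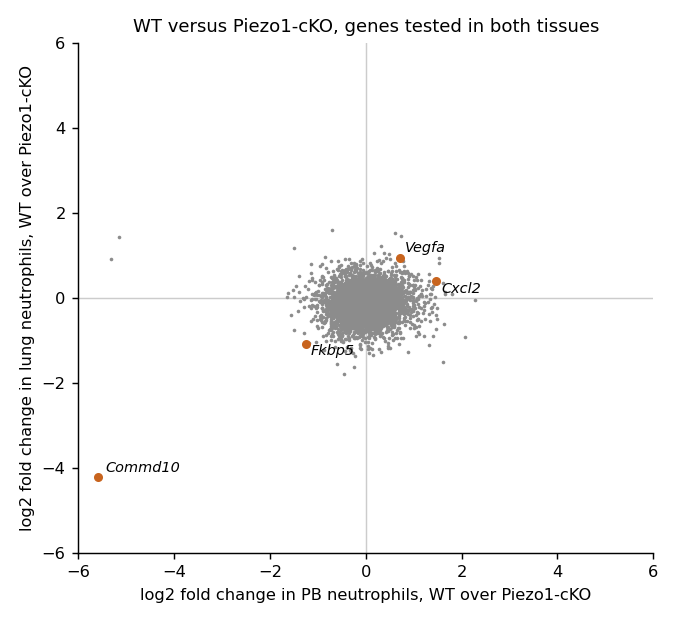
Log2 fold change of WT over *Piezo1*-cKO in lung neutrophils (y axis) against that in PB neutrophils (x axis) for the 6153 genes tested in both tissues, 1 point per gene. *Commd10* lies at -4.21 in lung and -5.59 in PB, *Fkbp5* at -1.09 and -1.25, *Vegfa* at 0.93 and 0.72, and *Cxcl2* at 0.40 and 1.47.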

The PCA analysis revealed a profound transcriptional difference between WT and *Piezo1*-cKO neutrophils in the lung compared with those in the blood (Figure 3E). 

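Genes tested in both comparisons numbered 6231, of which 552 were DEGs higher in lung than in PB neutrophils of the tissue comparison and 7 were DEGs higher in WT than in *Piezo1*-cKO lung neutrophils. *Rgs1* (NCBI gene 50778, chromosome 1 of GRCm38, 144244669 to 144249104) was the 1 gene in both sets, where 0.62 were due by chance (one-sided Fisher exact p = 0.478). With the lung and PB libraries of the WT mice in the Piezo1 experiment in place of the tissue comparison, 5 of 536 and 13 genes were shared (Fisher exact p = 0.0031), although this comparison uses the WT lung libraries on both sides. With DESeq2 calls on recovered reads, 55 genes were shared where 43.8 were due by chance (Fisher exact p = 0.0408). DESeq2 calls with the WT libraries of the Piezo1 experiment shared 165 where 57.4 were due (Fisher exact p = 5.39e-43). This setting was chosen after seeing the data and uses the WT lung libraries on both sides. With an adjusted p below 0.05 alone 312 were shared where 174 were due (p = 4.55e-32 in the same exact test). As a set, the 552 genes higher in lung were shifted upwards by 0.17 log2 units in WT lung neutrophils relative to the other genes, with 335 higher and 217 lower in WT (camera p = 3.12e-08, fry p = 0.014, estimated correlation p = 0.0559). The call thus held under fry and not with an estimated correlation, although over the alternatives the p with an estimated correlation ran from 0.0244 to 0.0537 and was below 0.05 in 5 of 6. With rescaled FPKM 398 genes were higher and 154 lower. Without 1 library at a time, it stayed between 0.168 and 0.179. The 1138 DEGs lower in lung were shifted by -0.14 in the same comparison, a call that held under both (fry p = 6.5e-05, estimated correlation p = 0.0053). Across the 1690 DEGs of lung against PB, where genes are not independent replicates, the slope of the genotype log2 fold change on the tissue log2 fold change was 0.0719 and Pearson's r was 0.376. In PB neutrophils, 436 of the genes higher in lung were tested and shifted by 0.14 (camera p = 0.00165, fry p = 0.00323, estimated correlation p = 0.0739). The slope was 0.0493 and Pearson's r 0.203 across the DEGs of lung against PB tested there. The camera p with an estimated correlation ran from 0.0225 to 0.2 over the alternatives. It was below 0.05 with rescaled FPKM (0.0225), edgeR and RLE (0.0402) and edgeR and TMM (0.0327), and above 0.05 in the others. The 1386 genes lower in lung were shifted by -0.03 in PB (camera p = 0.307, fry p = 0.00199, estimated correlation p = 0.147). With the sets from the WT libraries of the Piezo1 experiment, the shifts were 0.080 for genes higher and 0.13 for genes lower in lung. Those sets use the WT PB libraries on both sides.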

Notably, there were 116 shared upregulated genes between upregulated genes in lung versus PB neutrophils and those in WT versus *Piezo1*-cKO pulmonary neutrophils. Several lung-specific neutrophil genes with potential functional relevance were highly expressed in WT neutrophils compared with those in *Piezo1*-cKO neutrophils (Figure 3F). 

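The 7 genes of the heatmap were higher in WT than in *Piezo1*-cKO lung neutrophils in both libraries of each genotype, with log2 fold changes from 0.17 to 0.93 and a median of 0.40, below the DEG threshold of 1 in every case. All 7 had an adjusted p from limma below 0.05 over all genes tested, from 2.84e-05 to 0.00345, and adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. *Vegfa* (NCBI gene 22339, chromosome 17 of GRCm38, 46016993 to 46032377) had 91.7 ± 0.905 FPKM in WT and 47.7 ± 1.77 in *Piezo1*-cKO lung neutrophils (SD, n = 2 each), a log2 fold change of 0.93 (standard error 0.04, adjusted p = 2.84e-05 from limma). Its log2 fold change was 1.02 with rescaled FPKM, 1.06 with edgeR and 1.06 with DESeq2, past the DEG threshold in each. *Cxcl1* had 171 and 116 FPKM (log2 fold change 0.56), *Hilpda* 559 and 394 (0.50), *Cxcl2* 13860 and 10470 (0.40), *Ccl3* 491 and 374 (0.39), *Cd274* 146 and 128 (0.19) and *Il1b* 9770 and 8655 (0.17). In the authors' deposited table, the fold change of *Vegfa* in lung, *Piezo1*-cKO over WT, was 0.481 with q = 6.19e-127. In PB neutrophils, 6 of the 7 genes were tested, 4 were higher in WT, and *Cxcl2* was the 1 DEG, with 934 ± 13.2 FPKM in WT and 337 ± 1.88 in *Piezo1*-cKO (SD, n = 2 each), a log2 fold change of 1.47 (standard error 0.04, adjusted p = 3.08e-06 from limma). By the interaction term, the genotype effect was smaller in lung than in PB at *Cxcl2* (difference -1.07, adjusted p = 1.46e-06 from limma) and at *Il1b* (-0.21, adjusted p = 3.76e-04), and larger in lung at *Hilpda* (0.56, adjusted p = 0.00117) and *Ccl3* (0.43, adjusted p = 0.00778). It did not differ between the tissues by the same limma test at *Vegfa* (0.21, adjusted p = 0.151) or *Cd274* (0.11, adjusted p = 0.175). On the recovered reads the call at *Hilpda* was lost (adjusted p = 0.0915 from edgeR and 0.119 from DESeq2), and *Cd274* was called (adjusted p = 0.00722 from edgeR and 0.0264 from DESeq2). With rescaled FPKM, *Vegfa* (0.33) and *Cd274* (0.19) were called as larger in lung. At *Cxcl1*, which had 6 and 5 reads in the WT PB libraries and none in the *Piezo1*-cKO PB libraries, the difference was 0.06 (adjusted p = 0.628 from limma). It was called as a smaller genotype effect in lung with the pseudocount of 0.1 (-1.79) and on the recovered reads (-4.50, adjusted p = 0.00603 from edgeR, and -3.95, adjusted p = 0.0354 from DESeq2), and as a larger one with rescaled FPKM (0.25, adjusted p = 0.0481), so that its sign depends on the setting; the pseudocount, edgeR with TMM and rescaled FPKM were chosen after seeing the data. *Il6*, measured by quantitative PCR in Fig. 4B, did not pass the filter and had a log2 fold change of -0.08 in lung (adjusted p = 0.371 from limma without the filter).

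**Figure D3:**
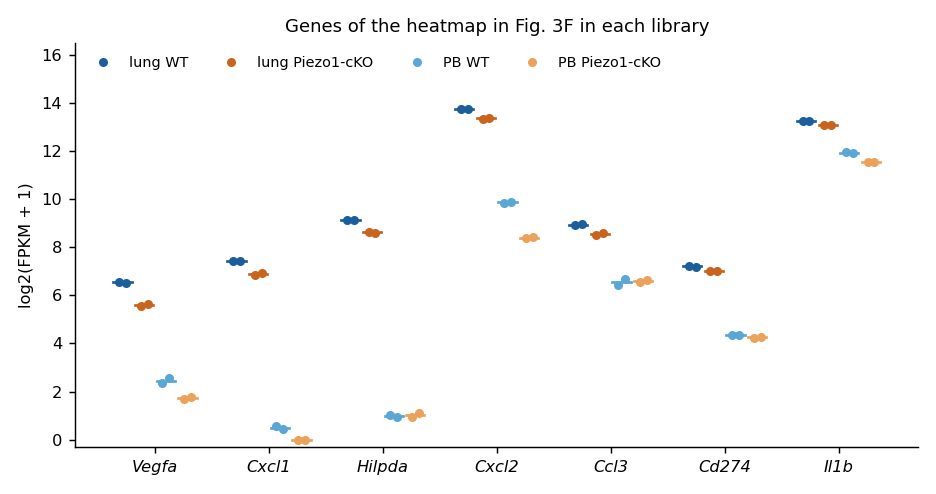
log2(FPKM + 1) of the 7 genes (y axis) in each library of lung and PB neutrophils from WT and *Piezo1*-cKO mice, 1 point per library, with a line at the mean of each pair. *Vegfa* sits at 91.0 to 92.3 FPKM in WT lung and at 46.4 to 48.9 FPKM in *Piezo1*-cKO lung.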

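Of the 13 DEGs higher in WT than in *Piezo1*-cKO lung neutrophils, 12 had a GO annotation among 6378 annotated genes tested. None of the terms of Fig. 3G, counted by genes annotated with the term itself, held any of them. The terms held 34 tested genes for neutrophil chemotaxis, 30 for I-kappaB kinase/NF-kappaB signaling, 11 for prostaglandin metabolic process, 10 for regulation of ERK1 and ERK2 cascade, 4 for cellular response to molecule of bacterial origin and 0 for granulocyte migration. With the 1009 annotated genes that were higher in WT at an adjusted p below 0.05 whatever their fold change, a set chosen after seeing the data, neutrophil chemotaxis held 12 of its 34 genes (Fisher exact p = 0.00428, adjusted p = 0.0321) and response to molecule of bacterial origin, which was enriched between lung and PB, held 6 of 11 (adjusted p = 0.0321). Cellular response to molecule of bacterial origin then held 3 of 4 (Fisher exact adjusted p = 0.0696). No term was at an adjusted p below 0.05 by camera over all tested genes.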

GO analysis revealed that PIEZO1 influenced several biological pathways, many of which were also enriched in lung neutrophils compared with blood neutrophils (Figure 3G). 

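Endothelial cell proliferation involved in sprouting angiogenesis was itself annotated on 2 tested genes, too few to decide the enrichment in Fig. 3G. Neither of the 2 genes was a DEG between WT and *Piezo1*-cKO lung neutrophils. Their mean shift in WT was 0.29 log2 units relative to the other genes (camera p = 0.506, adjusted p = 0.882, fry p = 0.0149, estimated correlation p = 0.572), 1 of them higher. With rescaled FPKM, a set chosen after seeing the data, 1 of the 2 genes was among 16 annotated DEGs higher in WT (Fisher exact p = 0.00502, adjusted p = 0.0753). The 82 genes of angiogenesis were shifted by -0.08 (camera p = 0.0914, adjusted p = 0.348, fry p = 0.00409, estimated correlation p = 0.385), 25 of them higher in WT. From the enrichment of endothelial cell (EC) proliferation and angiogenesis among genes higher in WT lung neutrophils, the paper proposes that PIEZO1 has a key part in the proangiogenic specialization of lung neutrophils.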

The most enriched pathway was related to EC proliferation and angiogenesis, suggesting that PIEZO1 plays a key role in the proangiogenic specialization of lung neutrophils.

### Rapid neutrophil reprogramming driven by PIEZO1 activation.

The above results suggest that neutrophils were able to reprogram when circulating into different tissues and that neutrophil reprogramming in lung is likely to be driven by PIEZO1 signaling. To get a broader understanding of how PIEZO1 activation drives lung-specific neutrophil signatures at the transcriptional level, we stimulated neutrophils purified from BM with Yoda1. Bulk RNA-Seq analysis demonstrated the global transcriptional changes of BM-derived neutrophils upon stimulation with Yoda1 toward pulmonary neutrophils (Figure 4A). We chose the expression of a subset of the lung-associated genes as an indicator of neutrophil reprogramming. We observed the expression of these genes to be profoundly upregulated upon Yoda1 stimulation, as measured by qPCR (Figure 4B). Similarly, the expression of lung-associated signatures was also increased in neutrophils from human PB upon stimulation with Yoda1 (Supplemental Figure 9). The upregulation of most genes peaked at 2 hours and gradually decreased or remained unchanged over time (Figure 4C). Yoda1 stimulation induced rapid phosphorylation of ERK, which has been reported to play a critical role in mechanotransduction in different cell types (Figure 4D). NF-κB is an important transcription factor that can be activated by ERK. Indeed, phosphorylation of NF-κB was also induced upon Yoda1 stimulation (Figure 4D). Pharmacological inhibition of ERK or NF-κB resulted in reduced expression of lung-associated genes in neutrophils (Figure 4E). The upregulation of lung-associated neutrophil genes in response to Yoda1 stimulation was specific to PIEZO1. In the absence of *Piezo1*, the expression of these genes was significantly reduced upon Yoda1 stimulation (Figure 4F). To further validate the PIEZO1-dependent acquisition of lung-specific signatures in vivo, BM neutrophils from WT or *Piezo1*-cKO mice were transferred into naive CD45.1 recipient mice (Figure 4G). The exogenous neutrophils in the lungs rapidly acquired lung-associated signatures as early as 2 hours after transfer, which were significantly decreased in the absence of PIEZO1 (Figure 4H). As revealed by live-cell imaging, PIEZO1 activation elicited transient Ca^2+^ influx upon Yoda1 stimulation, whereas lung neutrophils displayed multiple Ca^2+^ transients in vivo, suggesting that PIEZO1 was repeatedly activated. Therefore, we developed a pulsed stimulation system by repetitively adding Yoda1 to neutrophil culture (Figure 4I). The pulse stimulation resulted in significantly higher expression of lung-associated genes such as *Vegfa*, *Il1b*, *Cxcl1*, and *Cxcl2* (Figure 4J). Together, these data demonstrated that activation of PIEZO1 directly reprogrammed neutrophils to express proangiogenic genes.

### Confinement recapitulates the pulmonary signature in neutrophils.

To mimic the repeated confinement that neutrophils encounter in the lung, we used a microfluidic microvasculature mimetic to test whether neutrophil trafficking through known pore diameters could induce changes in gene expression (Figure 5A). In particular, we examined the proangiogenic genes that were upregulated in pulmonary neutrophils (*Vegfa*, *Ccl3*, *Il1b*, and *Il6*). The minimum gaps (5 μm) were smaller than the diameter of cells but matched the size of the pulmonary capillaries. Neutrophils that were perfused to migrate through microfluidic channels exhibited significant deformation and were notably retained within the channels (Supplemental Video 5 and Figure 5B). We found that neutrophils passing through the microfluidic device showed higher expression of *Vegfa*, as well as other genes such as *Ccl3*, *Il1b*, and *Il6* compared with neutrophils that did not pass through the microfluid device (Figure 5C). Interestingly, when neutrophils were allowed to spontaneously migrate through a single 5 μm porous membrane using the Transwell system, only *Il6* showed a moderate upregulation, whereas the expression of *Vegfa*, *Ccl3*, and *Il1b* remained unchanged (Figure 5, D and E). The above data suggested that neutrophils only upregulated these genes when experiencing repetitive constriction, similar to what happens in the lung when neutrophils migrate through the capillaries. To determine whether PIEZO1 activation contributes to the upregulation of the selected genes, we perfused neutrophils from WT or *Piezo1*-cKO mice through a microfluidic microvasculature mimetic. The data suggested that the upregulation of these genes was only seen in WT but not *Piezo1*-cKO neutrophils after multiple constriction (Figure 5F). Taken together, our data indicate that repeated activation of PIEZO1 when passing through capillary constrictions resulted in the expression of proangiogenic signatures in neutrophils.

### PIEZO1-mediated mechanical sensing enhances bactericidal capacity.

PIEZO1 activation has been shown to enhance phagocytosis and ROS production in macrophages through a Ca^2+^-dependent manner (12, 13). Indeed, in vitro stimulation of neutrophils isolated from lung, PB, and BM revealed higher phagocytic capability and more ROS generation in lung neutrophils (Figure 6, A and B). The above results indicated that, while in the vasculature, the neutrophils were already predisposed for a more effective antibacterial response in the lungs. We therefore investigated the role of PIEZO1 in the modulation of the above functions. We use intravital imaging to evaluate phagocytosis and ROS generation in WT and *Piezo1*-cKO mice in vivo. *Streptococcus pneumoniae* (D39-GFP) was i.v. injected to visualize their capture by pulmonary neutrophils. We observed more neutrophils capturing bacteria in WT mice than in *Piezo1*-cKO mice (Figure 6C). To visualize ROS generation in vivo, ROS probe DHR123-labeled neutrophils were transferred to D39-infected mice. Intravital imaging revealed a stronger DHR123 signal in WT neutrophils than in *Piezo1*-cKO neutrophils (Figure 6D). The aforementioned findings indicate that pulmonary neutrophils had a predisposition for host defense function, a process mediated by Piezo1 signaling.

### Intravascular activation of PIEZO1 induces VEGFA in neutrophils to sustain vascular homeostasis.

An important function previously documented to be specialized for lung neutrophils is their contribution to pulmonary vascularization (4). Similar to the previous report, neutrophil depletion at an early age resulted in a significant loss of the proliferative capacity of ECs (Figure 7, A and B). To investigate whether neutrophil depletion may have a broader influence in the lung tissue, we performed bulk RNA-Seq of the entire lung tissue in neutrophil-depleted mice (Figure 7, C and D). 

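RNA-Seq of whole lung compared 3 mice given the anti-Ly6G antibody, which depletes neutrophils, with 3 mice given an isotype control, and the lungs were taken 24 hours later. The dose is 100 µg in the paper's methods and 10 µg per g in the figure, and the deposited labels call the control mice wild type. The authors deposited FPKM for 55335 genes listed by Ensembl identifier, of which 28886 were above 0 in at least 1 library and 3225 have no symbol. FPKM summed to between 345075.1 and 391908.1 per library. Reads could not be recovered from these values, so that the depth is unknown and no limit for a value of 0 can be given. Between 13564 and 14045 genes per library reached 1 FPKM, and the most abundant gene was *Scgb1a1* in every library. The 13990 genes with an FPKM of at least 1 in at least 3 libraries were compared by limma-trend on log2(FPKM + 1), neutrophil-depleted over isotype control. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 0.5, the threshold in the legend of Fig. 7D. In PCA, 32.0% of the variance lay on PC1 and 21.1% on PC2. Neutrophil-depleted and control libraries were 34.9 to 44.2 log2 units apart, control libraries 34.3 to 38.1 and neutrophil-depleted libraries 34.5 to 36.7, so that the ranges overlapped.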

Antibody treatment efficiently depleted neutrophils without affecting monocytes in the PB and lung (Supplemental Figure 10, A and B). The analysis of transcriptomics data revealed that neutrophil depletion affected many genes that could be classified into specific pathways, including regulation of ECs (Figure 7E). 

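Between neutrophil-depleted and control lungs, 1 of 13990 genes was a DEG, and 1570 had an unadjusted p below 0.05. The DEG was *Aqp5* (ENSMUSG00000044217, chromosome 15 of GRCm38, 99591028 to 99594829), with 26.2 ± 2.77 FPKM in neutrophil-depleted and 76.5 ± 7.15 in control lungs (SD, n = 3 each), a log2 fold change of -1.51 (standard error 0.10, adjusted p = 0.0211 from limma). Leaving out 1 library at a time gave between 0 and 12 DEGs, with 12 without the first neutrophil-depleted library and 0 without the third of either group, where 1485 and 1274 genes had an unadjusted p below 0.05. With a pseudocount of 0.1, 4 genes were DEGs. Of the 7 genes labelled as lower after depletion in Fig. 7D, *Il1b* and *Nr4a1* passed the filter, with log2 fold changes of -1.79 (adjusted p = 0.0762 from limma) and -1.47 (adjusted p = 0.0976). Both had an adjusted p below 0.05 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Without the filter, all 7 were lower in neutrophil-depleted lungs and the 4 labelled as higher were higher, none with an adjusted p below 0.05 over all genes and 6 and 1 of them adjusted over the list alone. Their log2 fold changes were then -0.60 at *Egr3*, -0.47 at *Ccl2*, -0.46 at *Lep*, -0.40 at *Tnf* and -0.15 at *Cxcl3*, and 0.44 at *Ubd*, 0.36 at *Neu2*, 0.36 at *S100a7a* and 0.35 at *Gpr17*. Without the second neutrophil-depleted library, *Ubd* was at 0.04 and *Neu2* at 0.16, and without the third control library *Lep* was at -0.30. Abundant neutrophil transcripts, a list of 16 genes, were lower at 12 of the 13 tested, by a mean log2 fold change of -0.84 (camera p = 2.97e-07, fry p = 0.0107, estimated correlation p = 0.0504), and 8 of them had an adjusted p below 0.05 adjusted over the list alone. *Ly6g* itself had 0.0642 ± 0.0596 FPKM in neutrophil-depleted and 0.239 ± 0.293 in control lungs, a difference that rests on the second control library, at 0.577 FPKM, without which the control mean was 0.0696. No term of Fig. 7E was at an adjusted p below 0.05 by camera over all tested genes. Regulation of endothelial cell proliferation held 5 tested genes, all lower in neutrophil-depleted lungs, with a mean shift of -0.22 (camera p = 0.0118, adjusted p = 0.0708, fry p = 0.0085, estimated correlation p = 0.0621). Regulation of circadian rhythm was shifted by 0.16 (camera adjusted p = 0.0662, fry p = 0.235, estimated correlation p = 0.133), with an adjusted p of 0.0350 without the first control library and 0.0248 without the third neutrophil-depleted library, and neutrophil chemotaxis by -0.17 (camera adjusted p = 0.202). From the pathways that neutrophil depletion affected, the paper states that these include the regulation of ECs.

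**Figure D4:**
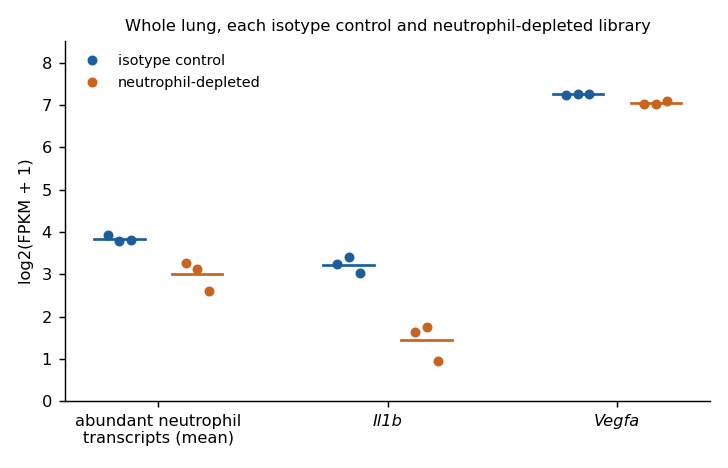
log2(FPKM + 1) (y axis) in each of the 3 isotype control and 3 neutrophil-depleted lungs for the mean of the abundant neutrophil transcripts, *Il1b* and *Vegfa*, with a line at each group's mean. *Vegfa* sits at 150 to 153 FPKM in control and at 129 to 136 FPKM in neutrophil-depleted lungs, and the third neutrophil-depleted lung has the lowest *Il1b*, 0.928 FPKM.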

To explore the role of PIEZO1 in mediating angiogenic function, we focused on VEGFA, which was highly expressed in lung neutrophils but was downregulated in the absence of *Piezo1*. 

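In the tissue comparison, *Vegfa* had 151 ± 2.46 FPKM in lung neutrophils and 11.9 ± 2.46 in PB neutrophils (SD, n = 3 each), a log2 fold change of 3.58 (standard error 0.13, adjusted p = 1.13e-07 from limma), or 4.12 relative to the median gene. Leaving out 1 library at a time gave log2 fold changes from 3.41 to 3.68. The 3 BM libraries had 10.8, 11.2 and 12.1 FPKM. In PB neutrophils of the Piezo1 experiment it had 4.51 ± 0.595 FPKM in WT and 2.33 ± 0.126 in *Piezo1*-cKO (SD, n = 2 each), a log2 fold change of 0.72 (standard error 0.11, adjusted p = 0.00214 from limma), whereas in lung neutrophils, with 1 library left out at a time, the fold change stayed between 0.89 and 0.97. In whole lung, *Vegfa* had 131 ± 3.91 FPKM after neutrophil depletion and 152 ± 1.484 in controls (SD, n = 3 each), a log2 fold change of -0.21 (standard error 0.06, adjusted p = 0.295 from limma).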

At the protein level, VEGFA levels in lung and PB neutrophils from *Piezo1*-cKO mice were notably lower than those in WT neutrophils (Figure 7F). Consequently, compared with young WT mice, *Piezo1*-cKO mice showed impaired proliferation in lung ECs (Figure 7, G and H). In addition, mice with *Vegfa* deleted in neutrophils phenocopied the proliferation defect of lung ECs as observed in *Piezo1*-cKO mice (Supplemental Figure 10, C–F), suggesting that VEGFA was the primary target of PIEZO1-mediated proangiogenic function. To rule out the possibility that PIEZO1 in non-neutrophil cells might also influence pulmonary physiology, we conducted an adoptive transfer experiment. Using *Ly6g-DTR* mice, we administered diphtheria toxin to mice at an early age to achieve complete neutrophil depletion. Neutrophils from WT and *Piezo1*-cKO mice were transferred into these neutrophil-depleted animals for 48 hours, and pulmonary EC proliferation was assessed. Neutrophil depletion led to reduced EC proliferation, which was rescued by the transfer of WT neutrophils but not by *Piezo1*-cKO neutrophils (Supplemental Figure 10G). To test whether PIEZO1-mediated VEGFA production in neutrophils also plays a role in diseases characterized by disordered vascular homeostasis, we examine EC proliferation in WT and *Piezo1*-cKO mice exposed to LPS-induced acute lung injury or chronic hypoxia–induced pulmonary hypertension. Previous studies have characterized an important role of VEGFA in mediating vascular remodeling in both models (14, 15). Ten days after LPS-induced acute lung injury, *Piezo1*-cKO mice showed impaired proliferation in lung ECs (Supplemental Figure 10H). After 3 weeks’ exposure to hypoxia, both WT and *Piezo1*-cKO mice exhibited elevated right ventricular systolic pressure (RVSP). Compared with WT mice, we found that RVSP was significantly greater in *Piezo1*-cKO mice (Figure 7I). Immunofluorescence staining for α–smooth muscle actin (α-SMA) in the medial area of the arterioles revealed increased α-SMA staining in the *Piezo1*-cKO compared with WT mice (Figure 7J). Hypoxia exposure resulted in proliferation of ECs, and there were fewer proliferating ECs in *Piezo1*-cKO mice than in WT mice (Figure 7K). Taken together, a decreased angiogenic response due to *Piezo1* deficiency in neutrophils impaired EC proliferation in both acute and chronic pulmonary vascular dysfunction. Overall, these findings indicate that PIEZO1-mediated proangiogenic function in neutrophils was essential for pulmonary vascular homeostasis.

## Discussion

Neutrophil heterogeneity and plasticity have recently gained attention (16). Emerging technology, including single-cell sequencing and CyToF, has been used to demonstrate different subsets of neutrophils in mice and humans based on differences in transcript and protein levels (4, 11, 17). Although a vast degree of heterogeneity between neutrophils from different tissues has been recognized, how tissues instruct their specific reprogramming is poorly defined. Neutrophils are characterized by a high degree of dynamism and are exposed to diverse tissue environments while circulating. The majority of neutrophils remain in a state of equilibrium within the bloodstream, with the exception of those located in the spleen, lymph nodes, and intestinal tissue (18). It is unlikely that neutrophils will receive as many “imprinting” signals as other resident cells, such as macrophages from the local parenchyma, because the blood vessel barrier physically separates them.

On the other hand, vascular architectures and hemodynamics might be critical in determining neutrophil identity. Here, we performed high-throughput intravital imaging studies to compare neutrophil migration behavior in different organs. To this end, we identified different neutrophil behaviors in the lung on the basis of their kinetics and morphology. This “behavior landscape” approach, originally introduced by Crainiciuc et al. (7), enabled an unbiased analysis of movement and shape from thousands of individual cells. While the previous study concentrated on inflammation, our study focused on comparing cellular behaviors across different tissues in a steady-state condition. The unique behavioral features of neutrophils in the lung further encouraged us to characterize the specific transcriptional features of neutrophils in the lungs using bulk RNA-Seq and single-cell RNA-Seq (scRNA-Seq). These complementary assays provided consistent results and further confirmed the specific signatures of neutrophils in the lung. Thus, there is an intense interest in integrating data from different layers to gain better insight into the heterogeneity and plasticity of neutrophils in the future.

Large numbers of neutrophils in healthy lung tissue suggest that they perform physiological functions and can adapt to the local environment. Our data showed that neutrophils profoundly changed their transcriptome profiles from the BM to the blood and lungs, indicating that neutrophils underwent tissue adaptation. A previous study suggested that the CXCR4/CXCL12 axis may form instructing regions or niches, where neutrophils receive tissue-derived signals (4). Here, we focused on the unique anatomic structure of lung. The alveoli are the basic working unit for respiratory function in the lungs. A single alveolus is surrounded by approximately 1,000 interconnected short, tubular capillary segments arranged in spheroidal mesh (19). This unique structure guarantees efficient gas exchange. A neutrophil is estimated to pass through approximately 40–100 capillary segments during a single transit from an arteriole to a venule (20). Because of the size mismatch, in at least half of these segments, neutrophils are required to deform to get through. The phenomenon of neutrophil deformation during transit through the pulmonary vasculature has been observed and documented over several decades. However, to our knowledge, a comprehensive investigation into the biological implications of these observed behaviors has yet to be conducted (21, 22). Our study demonstrates the critical role of these changing mechanical properties in shaping neutrophil identities. Several families of mechanically sensitive receptors have been reported to transduce mechanical stimuli into ion currents, thereby regulating physiological processes (23). PIEZO1 has been identified as a component of mechanically activated cation channels in both vertebrates and nonvertebrates (24). *Piezo1* is expressed in a wide range of cell types, where it responds to various biomechanical stimuli and initiates diverse functional outcomes. Previous studies have demonstrated that PIEZO1 in neutrophils can be activated by shear stress– and deformation-induced membrane tension, leading to calcium influx that drives calcium-dependent biological processes. However, the outcomes of these processes differ: shear stress triggers NETosis, whereas deformation promotes NOX4 expression and increases ROS generation (25, 26). In our study, we demonstrated that PIEZO1 activation occurred intravascularly due to the size mismatch between neutrophils and pulmonary capillaries and that this activation enhanced the expression of proangiogenic signatures at steady state. Our study differs from the work by Mukhopadhyay et al. (26), which focused on neutrophil deformation during transmigration under inflammatory conditions. Therefore, these varying outcomes of calcium-dependent processes may result from differences in the duration and amplitude of the calcium signal, as well as the potential influence of other external stimuli acting synergistically on neutrophils. The development of tools and mathematical models capable of estimating in vivo forces will advance our understanding of how various types of forces influence calcium signaling, thereby regulating different biological processes. Our data also suggest that PIEZO1 activation induces pulmonary-specific neutrophils via the ERK and NF-κB pathways, indicating the presence of tonic ERK and NF-κB signaling in neutrophils in the lung. Further study of the role of these tonic signals in regulating neutrophil functions under steady-state conditions will provide a more comprehensive understanding of the contribution of neutrophils to tissue homeostasis and disease.

The function of PIEZO1 in innate immune cells has recently been documented (27). Activation of PIEZO1 in monocytes has been related to increased proinflammatory gene expression in lung infection, sepsis, pulmonary fibrosis, and renal fibrosis (13, 28). PIEZO1-mediated silencing of the retinoblastoma gene *Rb1* drives immunosuppressive myelopoiesis in cancer and infectious disease (10). PIEZO1 can augment CD8^+^ T cell exhaustion via activation of the transcription factor OSR2 in the tumor microenvironment (29). Here, we demonstrated that the lack of *Piezo1* in hematopoietic cells resulted in impaired capillary angiogenesis in vivo and suggest that *Piezo1* on neutrophils was essential in regulating proangiogenic reprogramming to sustain vascular homeostasis. It is important to note that angiogenesis involves multiple processes, with EC proliferation being one critical component. To gain a more comprehensive understanding of the role of PIEZO1-mediated neutrophil reprogramming in this process, further analysis of additional mechanisms, such as tube formation, is essential. In addition, PIEZO1 on other immune cells may also contribute to maintaining vascular homeostasis in the lungs. It is worth noting that the commonly used neutrophil-specific Cre drivers were not effective in depleting *Piezo1* in our experiments, probably because of differences in the expression stages of the genes driving Cre expression and the target genes. Therefore, careful consideration is needed when targeting genes specifically in neutrophils.

Collectively, we show that neutrophils display unique behavioral, transcriptional, and functional signatures in the lungs. These specialized signatures of neutrophils are instructed by local mechanical signals generated when neutrophils migrate through small capillaries, a concept with major possible implications in understanding the local adaptations of the immune adaptations across organs and pathological scenarios.

## Methods

### Sex as a biological variable

All animal studies included equal representations of male and female mice. Both male and female patients were involved for sample collection.

### Animals

*Ly6g-Cre-2A-tdTomato* and *Ly6g-DTR* were purchased from Shanghai Model Organisms. *Piezo1-tdTomato* (strain no. 029214), *Salsa6f* (strain no. 031968), *S100A8-Cre* (strain no. 021614), and *Lyz2-Cre* (strain no. 004781) were purchased from The Jackson Laboratory. *Vegfa^fl/fl^* was purchased from Cyagen Biosciences. The *Piezo1^fl/fl^* (0292143) and *Vav1-iCre* (008610) were from The Jackson Laboratory and were provided by Jianwei Wang from Tsinghua University (Beijing, China) and Zhaoyuan Liu from Shanghai Jiao Tong University School of Medicine (Shanghai, China), respectively. For *Vav1-iCre*, Cre^+^ female mice were mated with Cre^–^ males to avoid nonhematopoietic expression of Cre. The C57BL/6J mice involved in this study were all purchased from SLAC ANIMAL. The mice used in the study were 7- to 12-week-old females or males (no sex difference was observed). The mice were housed under specific pathogen–free conditions at approximately 22°C with humidity set at 40%–70% and a 12-hour light/12-hour dark cycle. It is generally recognized that neutrophils have intrinsic circadian oscillations and that they manifest different phenotypes at varying times. As a result, animal experiments typically started in the morning (around 10 am) except for intravital imaging.

### Human specimens

Paired, noncancerous adjacent lung tissues and PB samples were obtained from 6 patients with lung adenocarcinoma (LUAD) at a very early stage (Supplemental Table 2). Noncancerous adjacent lung tissues (>3 cm from the tumor’s edge) were surgically resected and transferred to RPMI 1640 medium supplemented with 2% FBS and stored at 4°C less than 30 minutes before performing experiments. PB was collected prior to surgery by venipuncture and preserved in EDTA-coated tubes. For human PB–derived neutrophil stimulation, PB samples were obtained from healthy volunteers.

### Intravital imaging and data processing

All procedures were performed on mice anesthetized with 37.5 mg/kg Zoletil (Virbac) combined with 5 mg/kg xylazine hydrochloride (MilliporeSigma). The body temperature was maintained throughout surgery and imaging by placing mice on a heating pad at 37°C. The mice were injected i.v. with 10 μL Qtracker 705 vascular tracker (Invitrogen, Thermo Fisher Scientific) or 30 μL 1% FITC-Dextran 70 (TdB Labs) to visualize vasculature and 7 μL APC-Ly6G (BioLegend) antibody to label neutrophils 30 minutes before imaging. For visualization of transferred WT or *Piezo1*-cKO neutrophils, mice were injected with fluorescence-labeled antibodies 1 hour before imaging.

#### Lung.

The mice were taped to a custom microscope stage, and a small tracheal cannula was inserted and fixed with a suture and attached to a mouse ventilator (RWD Life Science). After cannulation, the mice were placed in the right lateral decubitus position, and a small surgical incision was made to expose the rib cage. A second incision was made by removing 3 ribs to expose the left lung lobe. A flanged 3D-printing thoracal window with a coverslip was placed above the exposed lung surface, and 20 mmHg suction was applied (Yuyan Instruments) to gently immobilize the lung.

#### Spleen and kidney.

To expose the spleen and liver, mice were placed in a right lateral position, and a skin incision was made on the left flank. The same window used for lung imaging was used to facilitate imaging of the spleen and kidney.

#### Liver.

A midline incision was performed, followed by a lateral incision along the costal margin to the midaxillary line to expose the liver. Mice were placed in a right lateral position, and the ligaments that connect the liver to the diaphragm and the stomach were cut, allowing the liver to externalize onto a glass coverslip. Exposed abdominal tissues were covered with saline-soaked gauze, and the liver was draped with saline-soaked gauze to prevent dehydration. Finally, the mice were placed on a plate with a coverslip for imaging.

#### Brain and meninge.

The skin on the parietal skull bone was surgically removed. The membrane above the skull bone was carefully removed, and a homemade iron imaging plate was glued to the skull bone using dental cement. The skull bone over the barrel cortex was thinned using an electrical micro-drill (RWD, 800-003777-00) to a thickness of approximately 30–40 μm. Second-harmonic signals (SHGs) were used to identify meninge, and the shape and size of vasculature were used to discriminate pia mater from the parenchyma.

Time-lapse images were acquired with an upright microscope (Olympus FluoView FVMPE-RS equipped with an XLPlan N ×25/1.05 objective) for lung, spleen, kidney, brain, and meninge imaging or an inverted microscope (Olympus FluoView FV3000 equipped with a UplanSApo ×20/0.75 objective) for liver imaging. Acquisitions were performed at the following excitation wavelengths: 920 nm for FITC and tdTomato; 1,150 nm for APC; and 800 nm for SHGs. The images were acquired with the following settings: 640 × 640 pixels every 5 seconds for 10 minutes. To exclude artificial results (autofluorescence and potential tissue damage caused by surgery), a single *z* at least 15 μm below the tissue surface was acquired, and all videos were acquired within 1 hour of surgery for each tissue. For the behavioral landscape, all videos were acquired with a single *z*; for in vivo Ca^2+^ imaging, a full *Z*-stack for 6 μm at a 3 μm interval every 5 seconds was captured to generate a 4D image.

### Intravital Ca^2+^ imaging

*Ly6g^Salsa6f^*, WT *Salsa6f*^,^, and *Piezo1*-cKO-*Salsa6f* mice were used to measure intracellular Ca^2+^ levels in vivo. The G/R ratio was determined to generate additional traces showing single-cell and average changes in cytosolic Ca^2+^ over time. For in vivo Ca^2+^ imaging, we generated a new channel specifically for the tracked cells with the “Coloc” function of Imaris to avoid the influence of lung autofluorescence. Average intensities in the green and red channels were calculated for each tracked neutrophil at each time point and exported as a data matrix. Further analysis and visualization were performed in R. The heatmap was plotted with pheatmap, whereas the scatter plot and correlation maps were generated by corrplot and ggplot2, respectively. Furthermore, Spearman’s rank-order correlation analysis was performed and plotted in R.

### Intravital imaging for bacteria catching and ROS production

The S. pneumoniae strain D39 and D39-GFP were provided by Jingren Zhang (Tsinghua University, Beijing, China). The bacteria were cultured in Todd Hewitt Broth (THB) (Hopebio) containing 0.5% yeast extract (Oxoid) at 37°C with 5% CO2 until they reached a mid-logarithmic growth phase (OD600 of 0.6). D39 was i.v. injected into mice. Image acquisition was performed 30 minutes after injection. Phycoerythrin (PE) anti-Ly6G was i.v. injected to label neutrophils right before image acquisition. To detect ROS production in vivo, WT and Piezo1-cKO neutrophils were isolated from BM and were labeled with CellTracker Orange CMRA Dye (Invitrogen, Thermo Fisher Scientific) and the ROS probe DHR123 (Invitrogen, Thermo Fisher Scientific). WT or Pieao1-cKO neutrophils were i.v. injected into mice that had been injected with bacteria 30 minutes before. Image acquisition was performed 30 minutes after injection.

### Image analysis

Image data were analyzed with FIJI and Bitplane Imaris (9.9.1). Imaris was used to detect cells, make masks, and generate tracks with Labkit and its built-in algorithm. Automated generated tracks by Imaris were reviewed and corrected manually. Subsequently, an area filter was added to filter cells less than 75 μm^2^ in size.

### Behavioral landscape

For the behavioral landscape analysis, 118 parameters calculated by Imaris for each track were exported from Imaris and further selected and analyzed in R (3.6.0) using the Seurat (3.2.1) package. According to a published report (7), the input matrix consists of 38 selected parameters (Supplemental Table 1) of 2,584 tracks (1,296 from the lung, 867 from the spleen, and 421 from the liver). PCA was performed, and cells were clustered on the basis of *k*–nearest neighbor graphs using the Louvain algorithm. Finally, a UMAP was generated to visualize the data in a low-dimensional space and displayed through the Seurat built-in function Dimplot. To identify the parameters differentially scored between the 2 clusters, those that showed at least a 0.25-fold difference (log scale) between the 2 groups were selected. The Seurat built-in functions vlnPlot and Doheatmap were used to visualize each subset and plot the parameter value distribution for each group.

### Intravascular staining for CD45

The same mAb clone was used for both intravascular and ex vivo staining (anti-CD45 mAb, clone 30-F11). PE-Cy7 CD45 antibody dilution (8 mg) was injected i.v. through the retro-orbital vein. PB was collected 7 minutes after injection, followed by thorough lung perfusion and collection. The time from antibody injection to PB and lung harvesting in each mouse was 7 minutes and 15 minutes, respectively.

### Tissue processing and flow cytometry

Liver, lung, kidney, and brain were cut into small pieces (<2 mm^2^) and incubated in 3 mL digestion solution (0.5 mg/mL collagenase IV and 50 units/mL DNaseI) for 40 minutes at 37°C with 5% CO_2_. To obtain a single-cell suspension, digested tissues were disrupted by mincing through a 70 μm cell strainer, centrifuged, and resuspended with 1 mL FACS buffer (2% FBS with 1 mM EDTA). The brain cell suspension was pipetted with a Pasteur tube 10 times and was separated by a single-layer 37% Percoll gradient. The dura mater was peeled from the top of skull with fine tweezers and cut into small pieces and incubated in 1 mL digestion solution, followed by mincing through a 70 μm cell strainer. The spleen was mechanically dissociated using a Dounce homogenizer (MilliporeSigma). BM was collected from the tibias and femurs. BALF was collected by 3 × 1 mL lung lavages with PBS via a cannula inserted into the trachea. Total PB was collected at a volume of 1 mL per mouse before perfusion via the retro-orbital sinus with an anticoagulant tube containing 7 μL of 5 mM EDTA. RBCs were removed with ACK lysis buffer. Cell suspensions were washed in PBS for all tissues, followed by live/dead staining (Zombie Aqua, BioLegend) at 1:500 dilution for 10 minutes at room temperature. Nonspecific antibody binding to cells was blocked by incubation with an anti-CD16/32 antibody at 4°C for 15 minutes. Cells were stained by antibody cocktails at 4°C for 25 minutes. Cells were analyzed on a BD LSRFortessa X20 (BD Biosciences) or BD FACSCanto II (BD Biosciences). For intracellular staining, a Foxp3 Transcription Factor Staining Buffer Set (eBioscience) was used to fix and permeabilize cells followed by intracellular staining with antibodies against VEGFA (BioLegend, 512901), IL-1b (BioLegend, 503501), IL-6 (BioLegend, 504501), and Ki67 (BioLegend, 151211) for 1 hour at 4°C prior to staining and flow cytometric analysis. Flow data were further analyzed in FlowJo (10.8.1).

### Neutrophil in vitro stimulation

Mouse neutrophils were isolated from the BM using the Neutrophil Isolation Kit (Miltenyi Biotec) according to the manufacturer’s protocols. Human neutrophils were isolated from PB using the EasySep Direct Human Isolation Kit (STEMCELL Technologies) according to the manufacturer’s protocols. Cells with greater than 95% purity as determined by flow cytometry were used for further experiments. Isolated cells were stimulated with 10 mM Yoda1 in medium containing 30 nm prostaglandin E2 (PGE2). For pulse treatment, neutrophils were precultured for 2 hours to sediment. Following that, half of the volume of the culture medium was gently removed immediately before adding the corresponding volume medium with Yoda1, to reach a final concentration of 10 μM. The pulse treatment was continued for 5 cycles with Yoda1 (10 minutes) and normal medium (10 minutes). Cells were collected for RNA extraction or Western blot analysis at the indicated time points.

### ROS and phagocytosis assay

Neutrophils were sorted from PB, BM, and lung. To avoid activation during digestion, lung tissues were processed as mentioned above without enzyme incubation. For phagocytosis, 5 × 10^3^ neutrophils were incubated with 5 μg/mL Green *E. coli* particles (Invitrogen, Thermo Fisher Scientific) in a 96-well plate for 30 minutes at 37°C. For ROS production, 5 × 10^3^ neutrophils were incubated with 1.25 nM dihydrorhodamine 123 (Invitrogen, Thermo Fisher Scientific) and 10 nM PMA (MilliporeSigma) in a 96-well plate for 30 minutes at 37°C. Fluorescence of the samples was measured by flow cytometry.

### Fabrication of the microfluidic microcirculation mimetic

To mimic cell trafficking in pulmonary vasculatures, a microfluidic microcirculation mimetic was developed. A Cr photomask of the designs was printed commercially (Maxmicro Co.). Using the photomask, the master molds were fabricated at the Soft Material Lab of Maxmicro Co. following standard photolithographic techniques. Briefly, Max 8 2010 Negative photoresist was deposited on silicone wafer substrates using a spin-coater, prebaked, patterned using the masks and a SUSS MA-6 mask aligner, postexposure baked, and finally developed. To increase durability, the master molds were hard-baked at 150°C for 1 minute, after which they were treated with a vapor of tridecafluoro-1,1,2,2-tetrahydrooctyl-1-trichlorosilane (Tokyo Chemical Industry) in a vacuum desiccator overnight, washed with ethanol, and dried with nitrogen perfusion. For soft lithography, polydimethylsiloxane (PDMS) (Sylgard 184, Dow Corning) was combined in a 10:1 w/w ratio of base to curing agent by vigorous mixing and then poured into the master molds, degassed under vacuum for 30 minutes, and baked for 60 minutes at 80°C. After demolding the cured PDMS and cutting out the device, inlet and outlet holes were punched (Maxmicro, 1.5 mm punch). The PDMS devices were cleaned with tape and bonded to glass coverslips using oxygen plasma (PVA TePla IoN40). For the microfluid experiment, BM neutrophils were labeled with CellTracker Green CMFDA Dye (CM-FDA) (Invitrogen, Thermo Fisher Scientific) and were suspended at 5 × 10^5^ cells/mL and pumped into the microfluidic channel by an infusion pump (Pump 11 Elite, Harvard Apparatus) at a speed of 5 mL/minute. The cells that passed through the channels were collected for RNA extraction.

### Transwell

To mimic neutrophil migration through single constriction, a Transwell with a 5 mm pore diameter was used. BM-derived neutrophils were suspended at 5 × 10^5^ cells/mL. A 300 mL cell suspension was added on top of the hanging cell insert and allowed to spontaneously migrate for 30 minutes. Cells were collected from both the insert and the lower well of the plate for further qPCR analysis.

### Western blotting

Neutrophils were treated as indicated and lysed with ice-cold 1× SDS Protein Loading Buffer (Sharebio) containing the 1× Halt Protease and Phosphatase Inhibitor Cocktail (Invitrogen, Thermo Fisher Scientific) with gentle pipetting. Protein lysates were resolved on FuturePAGE 4%–20% Bis-Tris Protein Gels (ACE) and transferred to PVDF membranes (MilliporeSigma). Membranes were incubated with primary antibodies and then HRP-conjugated secondary antibodies (Beyotime) and were detected using the LumiBest ECL substrate solution kit (Sharebio) and the ChemiDoc MP Imaging System (Bio-Rad).

### Adoptive transfer

Neutrophils were isolated from the BM using the Neutrophil Isolation Kit (Miltenyi Biotec). Neutrophils (8 × 10^6^) were transferred into recipient mice by tail-vein injection. Tissues were harvested 2 hours after transfer and then processed for cell sorting. Donor neutrophils were discriminated from recipient neutrophils on the basis of tdTomato expression by flow cytometry. For each tissue, 2 × 10^3^ neutrophils were sorted to lysis/binding buffer (Invitrogen, Thermo Fisher Scientific) for further RNA extraction and qPCR.

### RNA extraction and qPCR

RNA extraction was performed using the Dynabeads mRNA DIRECT Purification Kit (Invitrogen, Thermo Fisher Scientific) following the manufacturer’s instructions. cDNA was generated with PrimeScript RT Master Mix (Takara) according to the manufacturer’s protocols. Reverse transcription qPCR was performed using AceQ Universal SYBR qPCR Master Mix (Vazyme) in 384-well plates and conducted with the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). The PCR protocol started with 1 cycle at 95°C (5 minutes) and continued with 40 cycles at 95°C (10 seconds) and 60°C (30 minutes). The 2^–Ct^ method was used to calculate the relative gene expression level, with *Actb* as the housekeeping gene. Detailed primer information is listed in Supplemental Table 3.

### Neutrophil isolation

For bulk and scRNA-Seq, cell suspensions from PB and lung were first isolated using a neutrophil negative selection kit (Miltenyi Biotec) according to the manufacturer’s protocol. For bulk RNA-Seq, FACS was applied to all samples (BM, lung, PB) using the BD FACSAria III (BD Biosciences), and CD45^+^CD11b^+^Ly6G^+^ cells were sorted for sequencing. For human samples, neutrophils were identified as CD45^+^CD11b^+^CD66b^+^ cells. Neutrophils were at a purity of greater than 99% for bulk sequencing and a purity of 90% for single-cell sequencing.

### Neutrophil depletion

For neutrophil depletion, 100 μg anti–mouse Ly6G antibody (Bio X Cell) was i.p. injected at 24 hours or twice at 24 hours and 48 hours prior to analysis, each time resulting in a greater than 85% reduction in circulating neutrophil counts compared with isotype controls (Bio X Cell). In this condition, neutrophils were gated by CD45^+^CD11b^+^Ly6C^int^ cells. For neutrophil depletion in *Ly6g-DTR* mice, 3-week-old mice were i.p. injected with diphtheria toxin (List Biological, 20 ng/g).

### RNA isolation and library preparation for bulk RNA-Seq

Total RNA was extracted using TRIzol reagent (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s protocol. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). The RNA integrity number (RIN) was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies). Only samples with a RIN of greater than 7 were adopted to prepare the library. The libraries were constructed using the VAHTS Universal V6 RNA-Seq Library Prep Kit according to the manufacturer’s instructions. Transcriptome sequencing and analysis were conducted by OE Biotech Co.

### Bulk RNA-Seq process and analysis

The libraries were sequenced on an Illumina NovaSeq 6000 platform, generating 150 bp paired-end reads. Approximately 48,000,000 raw reads were generated for each sample. Raw reads of the fastq format were first processed using fastp, and the low-quality reads were removed to obtain clean reads. Approximately 45,000,000 clean reads for each sample were retained for subsequent analyses. The clean reads were mapped to the reference genome using HISAT2. The fragments per kilobase of transcript per million mapped reads (FPKM) of each gene was calculated, and read counts for each gene were obtained by HTSeq count. PCA analysis was performed using R (version 3.6.0) to evaluate the biological duplication of samples. Differential expression analysis was performed using DESeq2. A *Q* value of less than 0.05 and a log_2_(fold change) of greater than 1 was set as the threshold for significantly DEGs. GO analysis was performed according to DEGs using the R package clusterProfiler.

### Single-cell library construction and sequencing

The scRNA-Seq libraries were generated using the 10X Genomics Chromium Controller Instrument and Chromium Single Cell 3′ V3.1 Reagent Kits (10X Genomics). Briefly, cells were concentrated to approximately 1,000 cells/μL and loaded into each channel to generate single-cell gel beads in emulsions (GEMs). After the RT step, the GEMs were broken, and barcoded cDNA was purified and amplified. The amplified barcoded cDNA was fragmented, A-tailed, and ligated with adapters, and the index PCR was amplified. The final libraries were quantified using the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific), and the size distribution of the libraries was determined using a High Sensitivity DNA chip on a Bioanalyzer 2200 (Agilent Technologies). All libraries were sequenced by the Illumina sequencer (Illumina) on a 150 bp paired-end run.

### scRNA-Seq data processing and filtering

The quality of sequencing reads was evaluated using FastQC and MultiQC. Cell Ranger version 2.2.0 was used to align the sequencing reads (fastq) with the mouse mm10 mouse transcriptome and quantify the expression of transcripts in each cell. This pipeline resulted in a gene expression matrix for each sample, which recorded the number of uniqe molecular identifiers (UMIs) for each gene associated with each cell barcode. The cellular specimens obtained from 2 distinct individuals were combined and subjected to combined analysis. Following the exclusion of low-quality cells and identification of neutrophils, a total of 20,941 cells were obtained, with 9,118 cells originating from PB and 11,823 cells from lung tissue.

### Data integration

The single-cell sequencing data from lung and PB neutrophils were integrated using Canonical Correlation Analysis and the standard workflow from Seurat developers (https://satijalab.org/seurat/v3.2/integration.html). Integrated data were only used for PCA, and all steps relied on PCA (clustering and UMAP visualization). All other analyses (for example, differential expression analysis) were based on the normalized data without integration. A total of 15 principal components were used to perform clustering and UMAP dimensional reduction. We performed the “FindClusters” function (resolution: 0.3) to cluster cells using the Louvain algorithm based on the same principal components as for the “RunUMAP” function. We used the “FindAllMarkers” function [log fold change × threshold = log(1.4)] based on normalized data to identify DEGs. Differential expression was determined on the basis of the nonparametric Wilcoxon rank-sum test. DEGs with adjusted *P* values of greater than 0.05 were excluded. Subsequently, we identified each neutrophil subcluster according to their DEGs regarding former neutrophil nomination by Xie et al. (11) and further confirmed their identification by correlation analysis.

### Electrophysiology

Whole-cell patch-clamp recordings were performed at room temperature using the Molecular Devices system (Axoclamp 200B, Digidata 1440, pCalmp 10). The membrane voltage was maintained at 60 mV. The pipette solution contained the following: 120 mM KCl, 30 mM NaCl, 1 mM MgCl_2_, 0.5 mM CaCl_2_, 5 mM EGTA, 4 mM Mg-ATP, and 10 mM HEPES, pH 7.4, osmolarity kept at 280–300 mOsm/L. The standard external solution (SS) contained the following: 150 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, 2 mM CaCl_2_, 10 mM glucose, and 10 mM HEPES buffered to various pH values with Tris base or HCl. The osmolarity of SS was kept at 300–330 mOsm/L. Mechanical stimulation was applied to cells using a fire-polished glass pipette with a 3–5 μm tip diameter. Experiments were performed with dissociated single cells.

### Live-cell imaging

Ratiometric imaging using Fluo-8 and CMRA dyes measured Ca^2+^ signals in WT and *Piezo1*^Vav1^ neutrophils. The selected BM neutrophils were suspended with 2 μM CMRA (Invitrogen, Thermo Fisher Scientific, C34551) and 5 μM Fluo-8 (Abcam, 1345980-40-6) in HBSS (Solarbio, H1045) and seeded in a glass-bottomed cell culture plate coated with 0.0001% poly-d-lysine (PDL) (Beyotime, ST508) in a glass-bottomed cell culture dish (NEST, 801002) and cultured at 37°C, 5% CO_2_ for 30 minutes. The culture medium was changed to HBSS with calcium and magnesium before imaging. To stimulate a Piezo1-induced calcium influx, 30 μM Yoda1 (MilliporeSigma, SML1558) was topically added to the imaging field during live-cell imaging. An Olympus FluoView FV3000 microscope equipped with an Olympus UplanSApo ×20/0.75 objective was used. We acquired a time-lapse video to record the calcium influx every 3 seconds for 3 minutes at a single *z*.

### Immunofluorescence and confocal imaging

Lungs were infused with 600 μL UltraPure low-melting-point agarose (Invitrogen, Thermo Fisher Scientific, 16520-050; 1.5% in PBS and prewarmed at 40°C) through the trachea. Tissues were harvested and fixed overnight in 4% paraformaldehyde (PFA) (ServiceBio, G1101) and sequentially dehydrated in 15% and 30% sucrose before embedding in the OCT compound (Sakura Finetek, 4583). The sections were cut into 30 μm pieces on a Leica cryostat and permeabilized with 0.1% Triton X-100 for 2 hours, followed by blocking with 0.1% Fc block and 2% BSA (Kingmorn, KS1090) for 1 hour at room temperature. Antibodies were diluted in 0.2% Tween-20 in PBS, and the sections were stained at 4°C in a dark, humidified chamber. The immunofluorescence antibodies used in this study are listed in Supplemental Table 4. After staining, the slides were mounted with an antifade mounting medium (Yeasen) and examined on an Olympus FluoView FV3000 microscope equipped with a UplanSApo ×20/0.75 objective (Olympus).

### LPS-induced acute lung injury

The mice were anesthetized and fixed in a supine position on a sloped intubating platform. The mouse was intratracheally instilled with 50 mL saline or saline containing LPS (2 mg/kg) to induce lung injury. The mice were euthanized after 10 days, and their lungs were collected for flow cytometric analysis of EC proliferation.

### Pulmonary hypertension model

The mice were exposed to hypoxia (10% O_2_) for 3 weeks in a ventilated chamber. The hypoxic environment was maintained as a mixture of air and nitrogen. The chamber was kept closed and was only opened to supply food and water as well as for cleaning twice a week.

### Measurement of RV pressure

RV pressure was measured using an open-chest invasive method (30). Briefly, the mouse was anesthetized and then connected to a small animal ventilator. The thoracic cavity was exposed, and a pressure transducer catheter was inserted into the right ventricle to measure RV pressure. The waveform was displayed on the monitor (GE Healthcare, B105) to ensure correct positioning and data recording.

### Statistics

For most experiments, comparisons between 2 groups were made using a 2-tailed, unpaired Student’s *t* test. Paired, 2-sided Student’s *t* tests were used to compare gene expression between lung and PB–derived neutrophils. The values in each figure represent the means ± SEM. A 1-way ANOVA with Tukey’s multiple-comparisons test, 2-way ANOVA with Šidák’s multiple-comparisons test, or multiple 2-tailed *t* Student’s tests were used for multiple-group comparisons. A *P* value of less than 0.05 was considered statistically significant. All experiments were repeated at least 3 times unless stated otherwise. All statistical analyses and graphics were made using GraphPad Prism (GraphPad Software) and R (The R Project for Statistical Computing). The *n* values in the figure legends indicate the number of biologically independent replicates. The results of Western blotting and immunofluorescent staining are representative of at least 3 biologically independent replicates. Unless otherwise specified, all outcomes were replicated independently more than 3 separate times, producing similar results.

### Study approval

This study complies with all relevant ethical regulations and was approved by the Ruijin Hospital Ethics Committee, Shanghai Jiao Tong University, School of Medicine (2021-376).

### Data availability

All sequencing data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) (GSE297134) repository. The published data used in this study were retrieved from the GEO (accession numbers GSE137540). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Jin Wang performed most of the experiments, analyzed data, and interpreted results. WYZ, HW, WJB, TLX, XQ, BL, and YQY helped with the experiments. DD and HCL provided human samples. AT and PK helped write the manuscript. Jing Wang designed and supervised the study. Jing Wang wrote the manuscript with input from Jin Wang and WYZ.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

Supporting data values

## Figures and Tables

**Figure 1:**
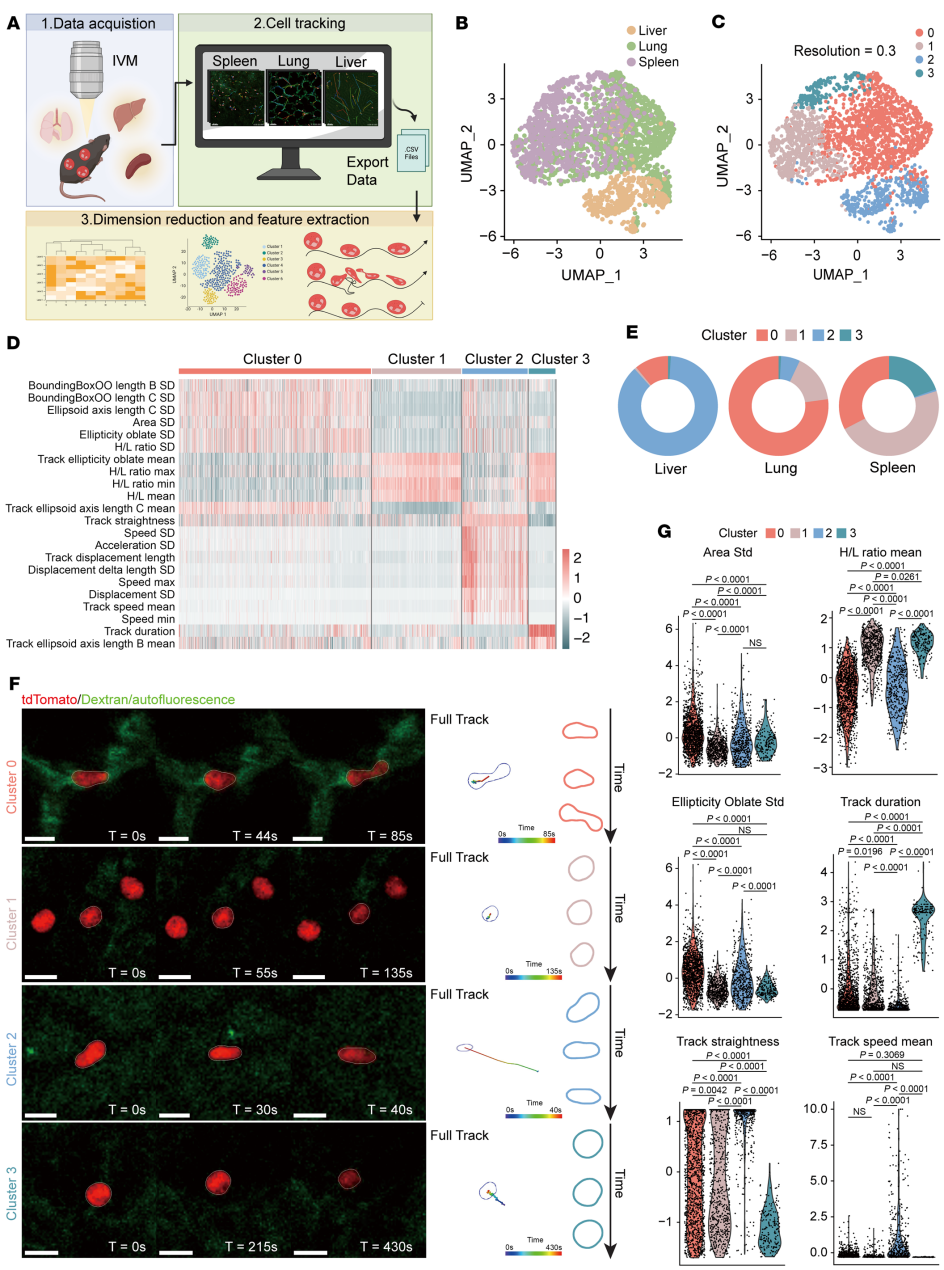
Neutrophil behavior landscapes in different tissues. (**A**) Schematic of experiment workflow. Parameters describing the motion and shape of hundreds of cells were extracted from intravital microscopy (IVM) imaging data analysis. A nonlinear reduction technique (UMAP) was performed to visualize the data in a low-dimensional space. (**B** and **C**) UMAP of behavioral traits of 2,500 neutrophils from liver, lung, and spleen. Each dot corresponds to a single cell, colored by sample origin (**B**) or cell type (**C**). (**D**) Heatmap showing the morphology and kinetics parameters for different neutrophil subsets. (**E**) Proportions of the 4 neutrophil clusters in 3 tissues. (**F**) Examples of neutrophil snapshots from intravital imaging for each cluster (left panel), their trajectory (middle panel), and their shapes (right panel). Scale bars: 15 μm. (**G**) Violin plots for the indicated parameters across the 4 behavioral groups; each dot corresponds to a single cell. Data were analyzed using a univariate multinomial model. Statistical significance was determined by 1-way ANOVA with Dunnett’s post hoc test.

**Figure 2:**
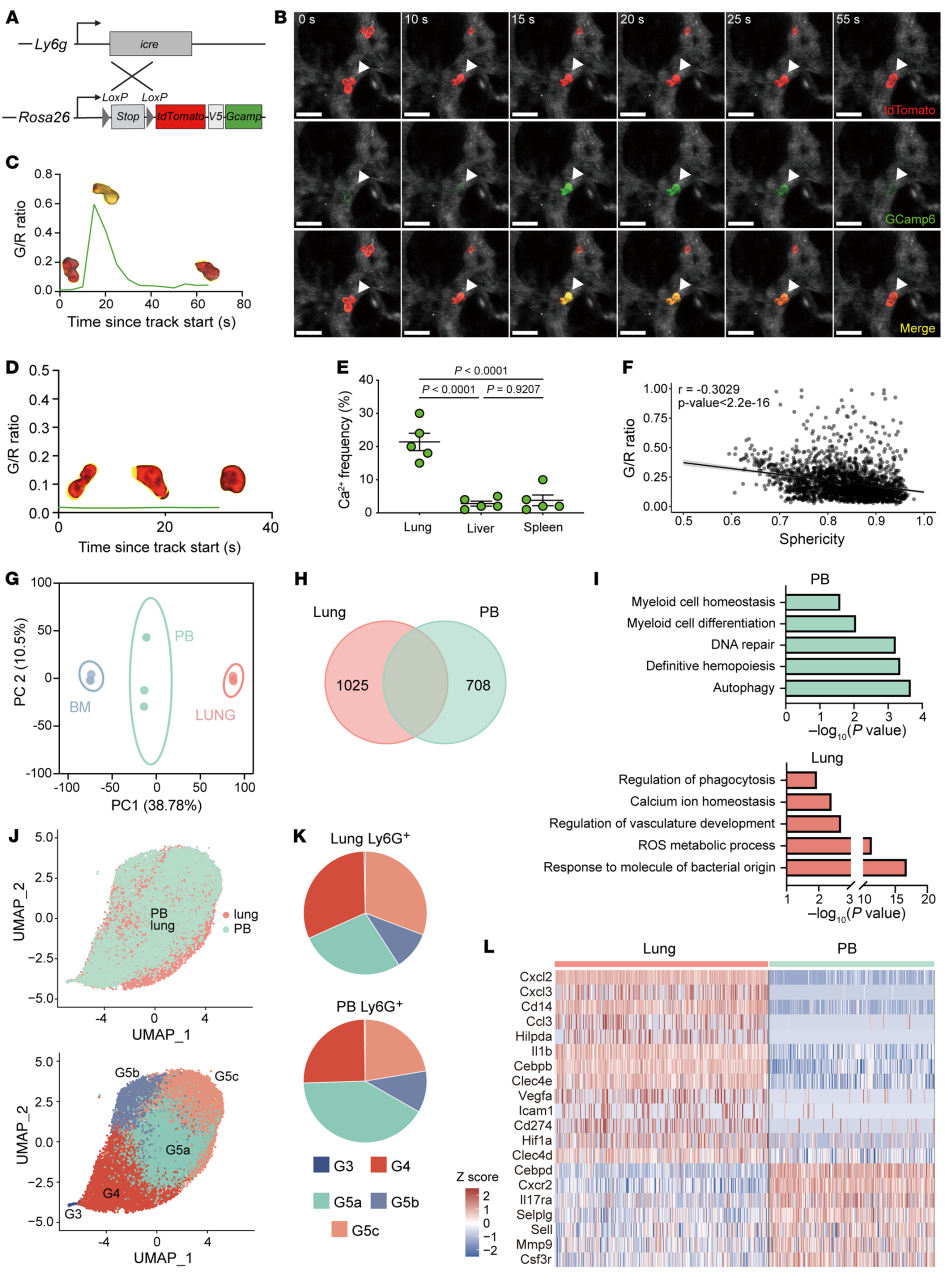
Neutrophils display lung-specific signaling and transcriptome under normal conditions. (**A**) Construction strategy of neutrophil calcium reporter mice. (**B**) Time-lapse images showing a single calcium event in neutrophils in the lung. Scale bars: 30 μm. (**C**) MFI time plot of neutrophil displaying a short Ca^2+^ transient. Images of the Ca^2+^ signals of the cells are transposed onto the plots. (**D**) MFI time plot of neutrophil displaying no Ca^2+^ signal. (**E**) Frequency of Ca^2+^ signals in neutrophils from different tissues. Data were calculated as the percentage of neutrophils displaying Ca^2+^ in total neutrophils during the same recording time. *n* = 5 mice. (**F**) Correlation between the G/R ratio and sphericity of neutrophils in vivo. (**G**) Total transcripts of sorted BM, lung, and PB neutrophils are presented in a PCA plot. *n* = 3 mice. (**H**) Venn diagram representing DEGs between lung and PB neutrophils. (**I**) Pathway analysis of DEGs between lung and PB neutrophils. (**J**) UMAP of 20,941 neutrophils from PB (9,118 neutrophils) and lung (11,823 neutrophils), colored by sample origin (upper panel) or cell type (lower panel). (**K**) Proportions of the 5 neutrophil clusters in lung and PB samples. (**L**) Heatmap showing row-scaled expression of top DEGs from scRNA-Seq data for each averaged tissue profile. Data in **E** indicate the mean ± SEM. Statistical significance was determined by 1-way ANOVA with Tukey’s multiple-comparison test.

**Figure 3:**
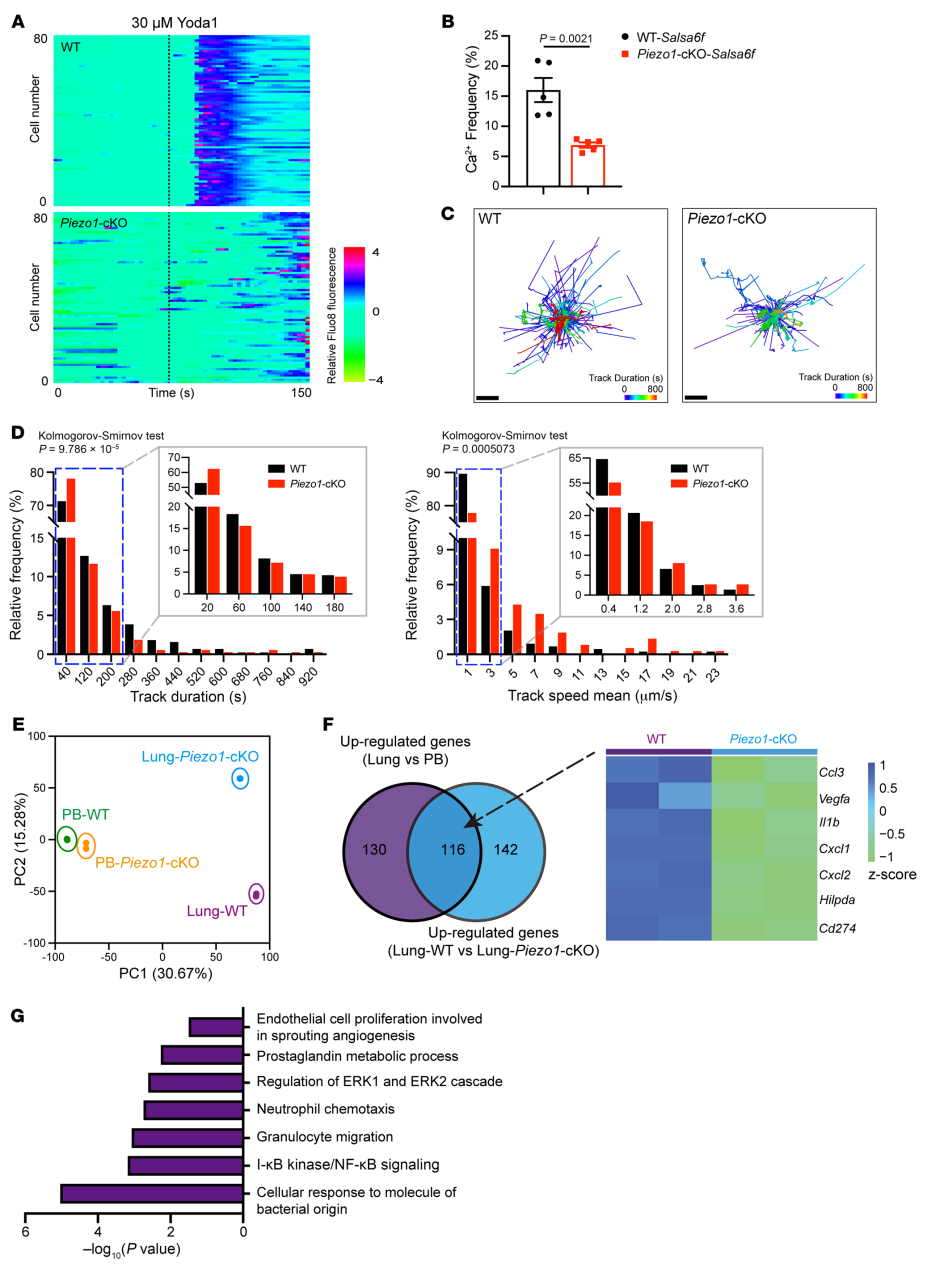
PIEZO1 regulates pulmonary-specific neutrophil behavior and the transcriptome. (**A**) Heatmap of normalized calcium fluorescence versus time for each BM neutrophil isolated from WT and *Piezo1*-cKO mice. (**B**) Frequency of Ca^2+^ signals in neutrophils, as assessed by intravital imaging of lungs from WT *Salsa6f* and *Piezo1*-cKO-*Salsa6f* mice. *n* = 5. (**C**) Migration trajectory of WT and *Piezo1*-cKO neutrophils in the lungs. Bars indicate track duration. (**D**) Distribution frequency of track duration and average track velocity of WT and *Piezo1*-cKO neutrophils in the lung. (**E**) PCA of gene expression data of neutrophils isolated from the blood and the lungs of WT and *Piezo1*-cKO mice. (**F**) Venn diagram showing the commonly upregulated genes across the specified comparisons. Genes with potential functional significance were selected, and their expression levels are presented in a heatmap. The value is *z* score calculated from scaling log_2_ (transcripts per million [TPM]) values. (**G**) Pathway analysis of DEGs between WT and *Piezo1*-cKO neutrophils in lung. Data in **B** indicate the mean ± SEM. Statistical significance was determined by unpaired, 2-tailed Student’s *t* test (**B**) and 2-sample Kolmogorov-Smirnov test (**D**).

**Figure 4:**
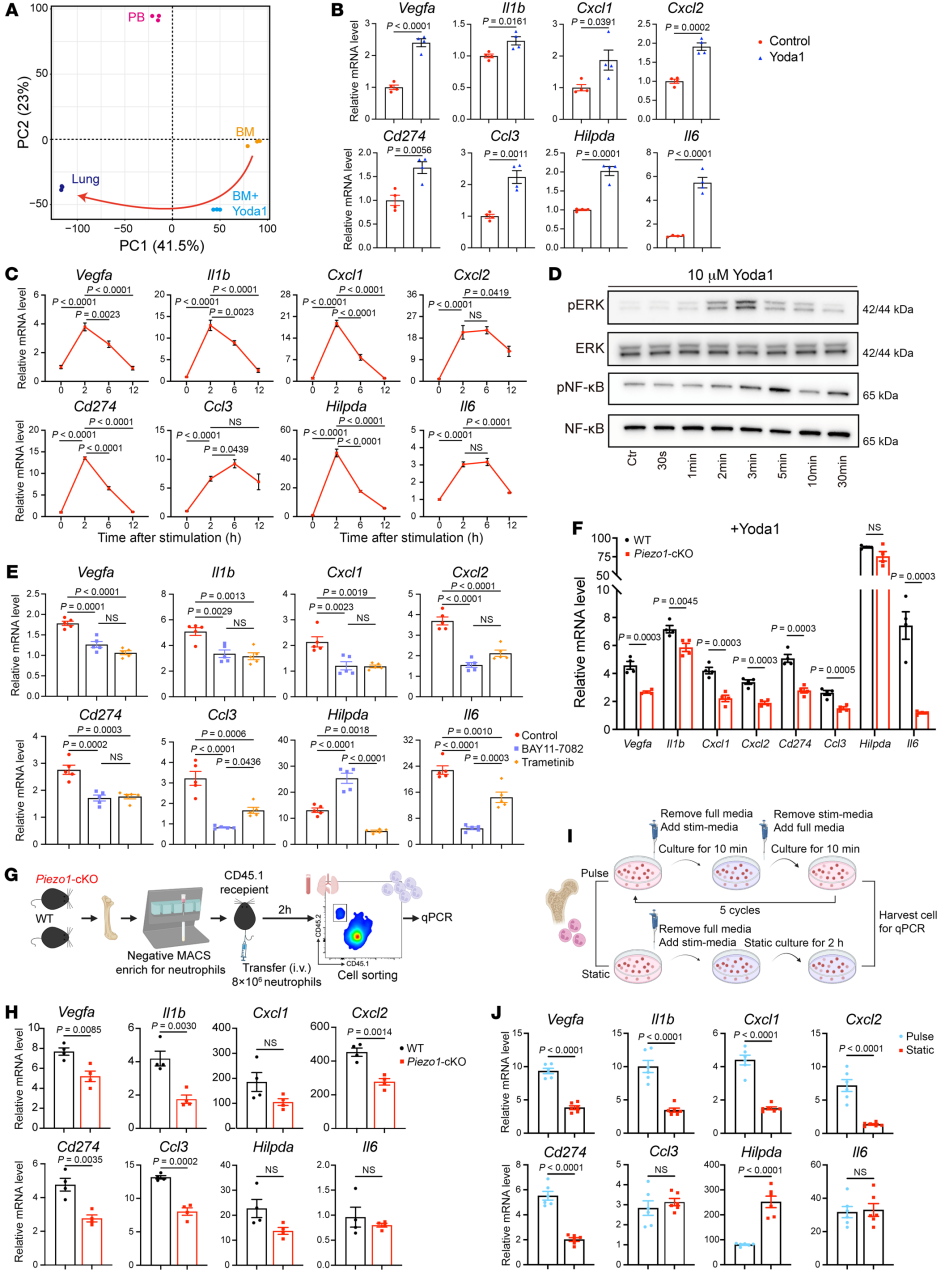
PIEZO1 activation reprograms neutrophils to acquire the lung signature. (**A**) Total transcripts of sorted BM, BM stimulated with Yoda1 for 2 hours (BM+Yoda1), lung, and PB neutrophils are presented in a PCA plot. *n* = 3. (**B**) BM-derived neutrophils were stimulated with Yoda1 for 2 hours. Relative mRNA expression of the indicated genes in neutrophils was determined by qPCR. *n* = 4. (**C**) BM-derived neutrophils were stimulated with Yoda1 for the indicated durations. Relative mRNA expression of the indicated genes in neutrophils was determined. *n* = 3–6. (**D**) Immunoblot analysis of phosphorylated ERK (pERK), pNF-κB, total ERK, and total NF-κB in BM-derived neutrophils treated with Yoda1 for indicated durations. Blots are representative of 3 independent experiments. (**E**) BM-derived neutrophils were pretreated with either trametinib (ERK inhibitor) or BAY 11-7082 (NF-κB inhibitor) for 30 minutes before stimulation with Yoda1 for 2 hours. Relative mRNA expression of the indicated genes in neutrophils was determined. *n* = 5. (**F**) BM-derived neutrophils from WT and *Piezo1*-cKO mice were treated with Yoda1 for 2 hours. Relative mRNA expression of the indicated genes in neutrophils was determined *n* = 4. (**G**) Schematic of experimental workflow. MACS, magnetic-activated cell sorting. (**H**) BM-derived neutrophils from the indicated mice were i.v. injected into CD45.1 recipient mice. Two hours later, the transferred neutrophils were sorted from the indicated tissue and subjected to qPCR analysis. Relative mRNA expression of the indicated genes in neutrophils was determined. *n* = 4. (**I**) Schematic of experimental workflow. stim-media, stimulated media.(**J**) BM-derived neutrophils were pulse treated as indicated in **I**. Relative mRNA expression of the indicated genes in neutrophils was determined. *n* = 6. Data in **B**, **C**, **E**, **F**, **H**, and **J** indicate the mean ± SEM. Statistical significance was determined by 1-way ANOVA with Tukey’s multiple-comparison test (**C** and **E**), multiple Student’s *t* test (**F**), and unpaired, 2-tailed Student’s *t* test (**B**, **H**, and **J**).

**Figure 5:**
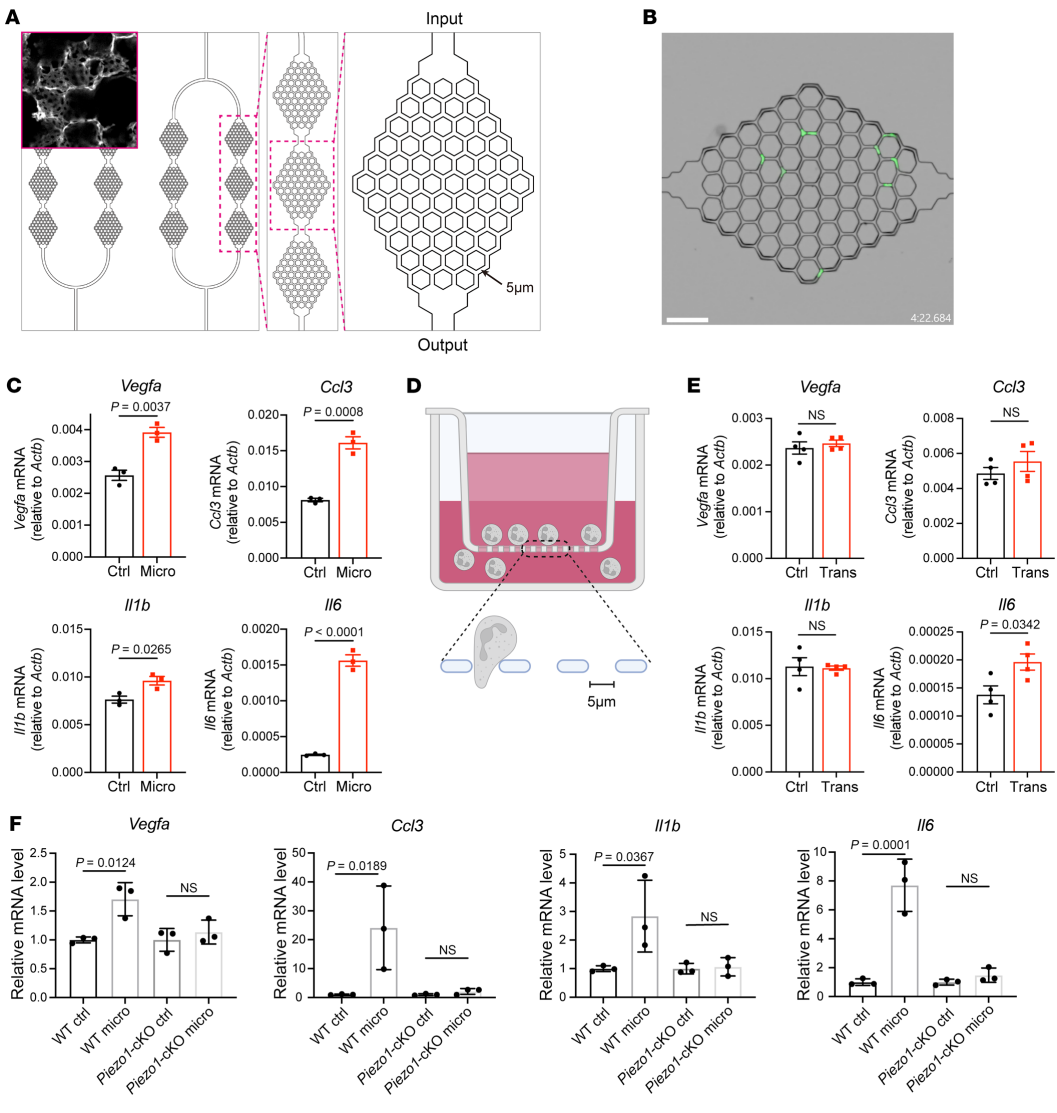
Repetitive neutrophil constriction is sufficient to instruct lung-associated signatures via PIEZO1. (**A**) Design of the branching microfluid mimetic of the pulmonary vasculature. Inset in the left panel is the confocal image of lung capillary network stained with CD31. Original magnification, ×20. (**B**) Image of CM-FDA–labeled neutrophils (green) perfused through a microfluid device. Scale bar: 50 μm. (**C**) Expression of the indicated genes in neutrophils that passed through microfluid (Micro) and in neutrophils kept in the same buffer for the same duration (Ctrl). *n* = 3. (**D**) Illustration showing spontaneous migration of neutrophils through a Transwell with a pore diameter of 5 μm. (**E**) Expression of the indicated genes in neutrophils that passed through the Transwell (Trans) and in neutrophils remaining in the upper chamber (Ctrl). *n* = 4. (**F**) Expression of the indicated genes in WT and *Piezo1*-cKO neutrophils that passed through microfluid (micro) and in neutrophils kept in the same buffer for the same duration (Ctrl). *n* = 3. Data in **B**, **D**, and **E** indicate the mean ± SEM. Statistical significance was determined by unpaired, 2-tailed Student’s *t* test.

**Figure 6:**
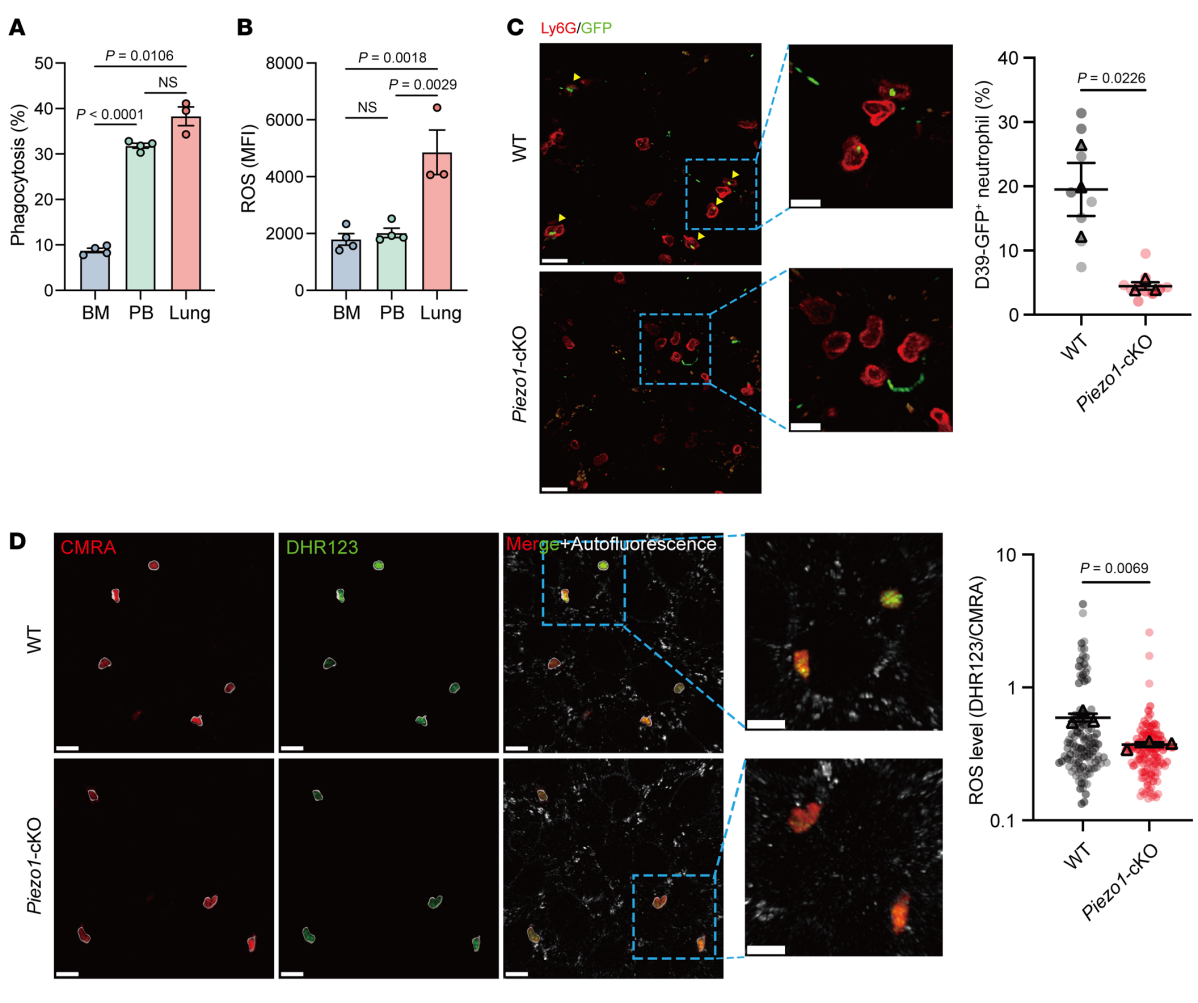
PIEZO1-mediated mechanical sensing prepares neutrophils for host defense. (**A** and **B**) Phagocytosis of pHrodo-labeled *E. coli* bioparticles (**A**) and ROS production (**B**) by sorted neutrophils from the indicated tissues. *n* = 3–4 mice. (**C**) Representative images from intravital imaging and quantification of bacteria phagocytosis by neutrophils in vivo. Scale bars: 20 μm. *n* = 3 mice. (**D**) Representative images from intravital imaging and quantification of ROS generation by neutrophils in vivo. Scale bars: 20 μm. *n* = 4 mice. The *y*-axis is plotted on a logarithmic scale. Data are indicate the mean ± SEM. Statistical significance was determined by 1-way ANOVA with Tukey’s multiple-comparison test (**A** and **B**) and unpaired, 2-tailed Student’s *t* test (**C** and **D**).

**Figure 7:**
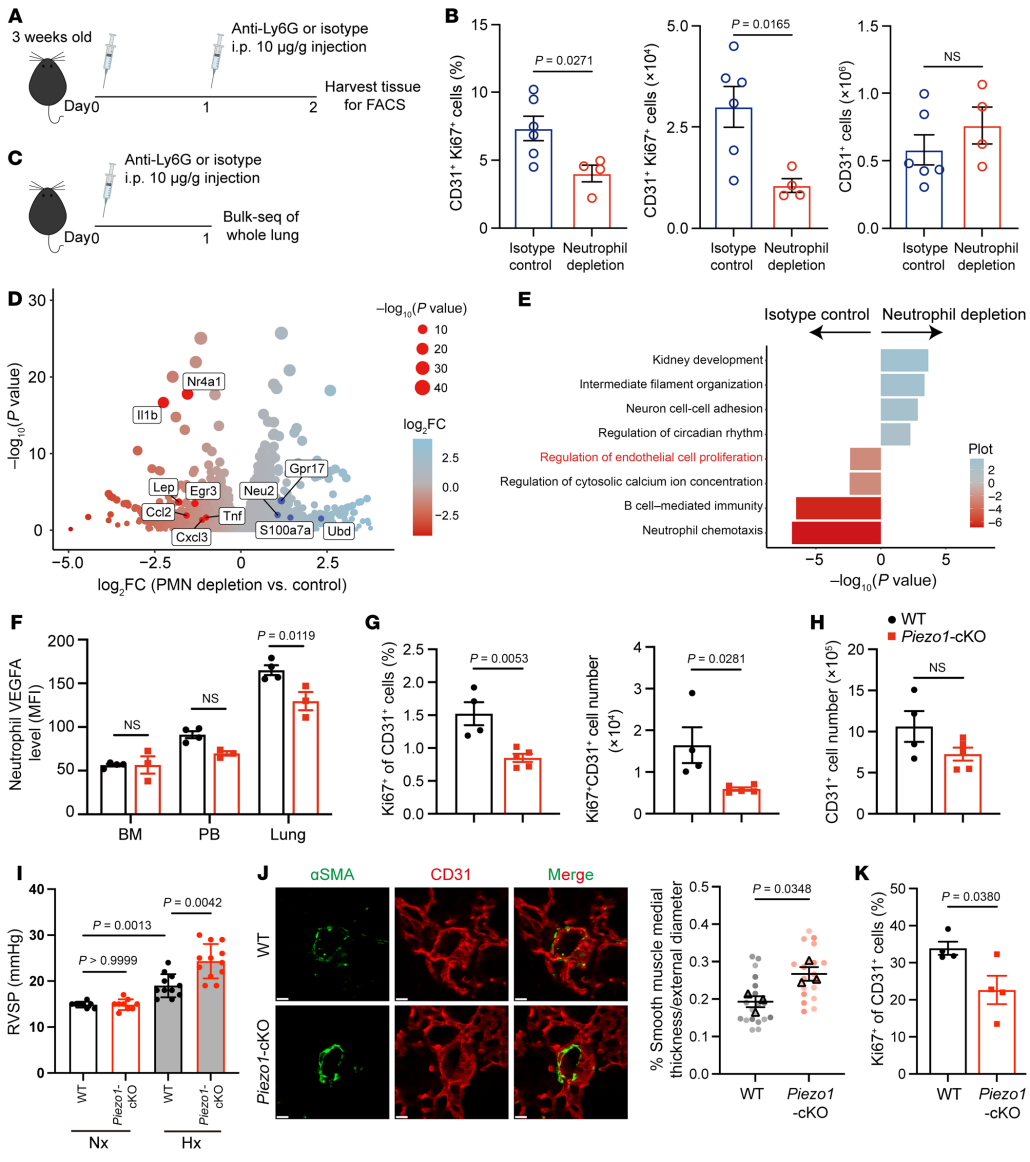
Intravascular activation of PIEZO1 induces VEGFA in neutrophils to sustain vascular homeostasis. (**A**) Schematic of the experimental workflow. (**B**) Flow cytometric analysis of the percentage and number of CD31^+^Ki67^+^ cells and the total number of CD31^+^ cells in control and neutrophil-depleted lungs. *n* = 4 (neutrophil depletion); *n* = 6 (isotype control). (**C**) Schematic of the experimental workflow. (**D**) Volcano plot showing DEGs between control and neutrophil-depleted lungs. Transcripts significantly upregulated in either PMN-depleted or control lungs are colored in blue and red, respectively (log_2_ fold change ± 0.5 and adjusted *P* < 0.05). (**E**) GO enrichment analysis was performed on the DEGs. Blue indicates enrichment in lungs from neutrophil-depleted mice, while red indicates enrichment in lungs from control mice. (**F**) Intracellular VEGFA levels in neutrophils from the indicated tissues. *n* = 3–4 mice. (**G**) Percentage and absolute count of proliferating ECs in lungs from 3-week-old mice. *n* = 4 WT mice; *n* = 5 *Piezo1*-cKO mice. (**H**) Absolute count of total ECs in lung from 3-week-old mice. *n* = 4 WT mice; *n* = 5 *Piezo1*-cKO mice. (**I**) RVSP in normoxia (Nx) and hypoxia (Hx) for 3 weeks. *n* = 9 (Nx), *n* = 11 (Hx, WT); *n* = 12 (Hx, *Piezo1*-cKO). (**J**) Representative images and quantification of α-SMA–stained arterioles. Scale bars: 10 μm. *n* = 3. (**K**) Flow cytometric analysis of proliferating ECs in lung after 3 weeks of hypoxia. *n* = 4. Data in **B** and **F**–**K** are shown as the mean ± SEM. Statistical significance was determined by 1-way ANOVA with Tukey’s multiple-comparison test (**I**) and unpaired, 2-tailed Student’s *t* test (**B**, **F**, **G**, **H**, **J**, and **K**).

# Supplementary material for: PIEZO1 mediates mechanical reprogramming of neutrophils for proangiogenic specialization in the lung
**Source:** J Clin Invest. 2025 Jun 2;135(11):e183796. doi: 10.1172/JCI183796
**Supplement:** Supplemental data

# **PIEZO1 mediates mechanical reprogramming of neutrophils for pro-angiogenic specialization in the lung**

**Authors:** Jin Wang<sup>1†</sup>, Wenying Zhao<sup>1†</sup>, Wenjuan Bai<sup>1†</sup>, Dong Dong<sup>2</sup>, Hui Wang<sup>1</sup>, Xin Qi<sup>3</sup>, Ajitha Thanabalasuriar<sup>4</sup>, Youqiong Ye<sup>1</sup>, Tian-le Xu<sup>3</sup>, Hecheng Li<sup>2</sup>, Paul Kubes<sup>5</sup>, Bin Li<sup>1\*</sup>, Jing Wang<sup>1\*</sup>

**Affiliations:** <sup>1</sup>Shanghai Institute of Immunology, Shanghai Jiao Tong University School of Medicine, Shanghai, China. <sup>2</sup>Department of Thoracic Surgery, Ruijin Hospital, Shanghai Jiao Tong University School of Medicine, Shanghai, China. <sup>3</sup>Department of Anatomy and Physiology, Shanghai Jiao Tong University School of Medicine, Shanghai, China. <sup>4</sup>Department of Pharmacology and Therapeutics, McGill University, Montreal QC, Canada. <sup>5</sup>Snyder Institute for Chronic Diseases, Cumming School of Medicine, University of Calgary, Calgary, Alberta, Canada

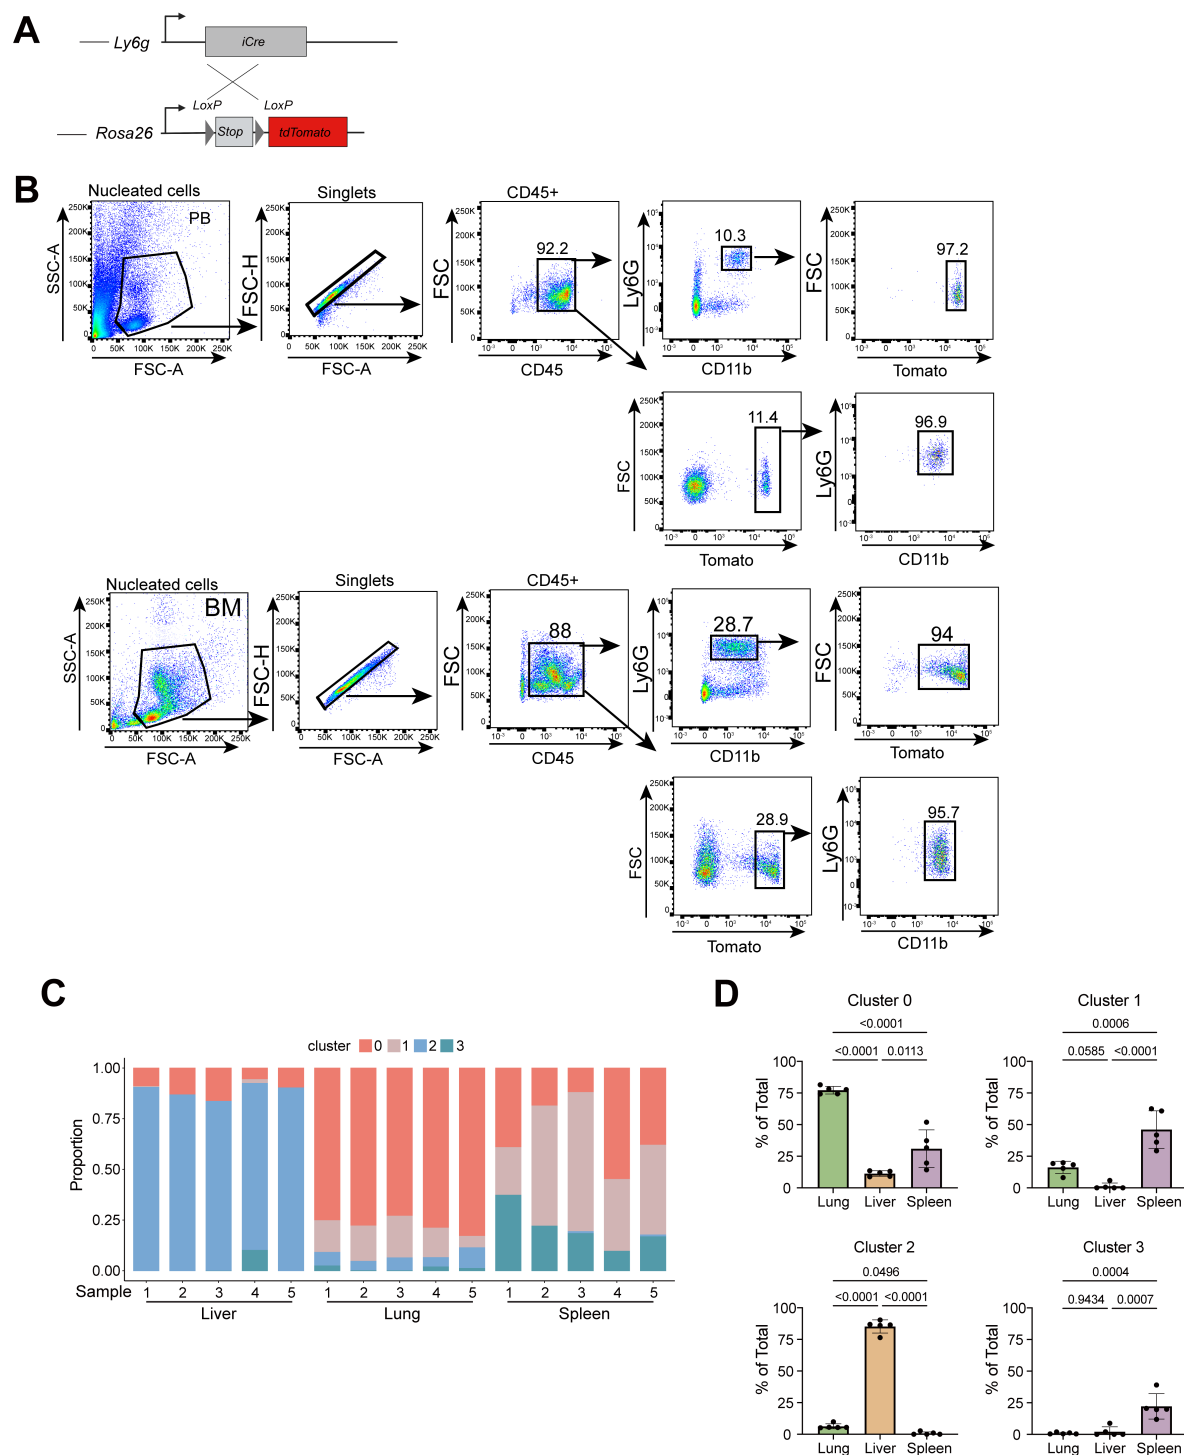

**Supplemental Figure 1. Intravital imaging analysis of neutrophil dynamics in different tissues.** (A) Construction strategy of *Ly6g-tdTomato* reporter mice. (B) Gating strategy and Flow cytometry analysis of tdTomato expression in PB and BM neutrophils in *Ly6g-tdTomato* reporter mice. (C) Proportions of the four neutrophil clusters in different tissues across individual mouse. (D) Percentage of different neutrophil subpopulations in different tissues.  $n = 5$ . Data in D are shown as mean  $\pm$  s.e.m; one-way ANOVA with Tukey's multiple comparisons test.

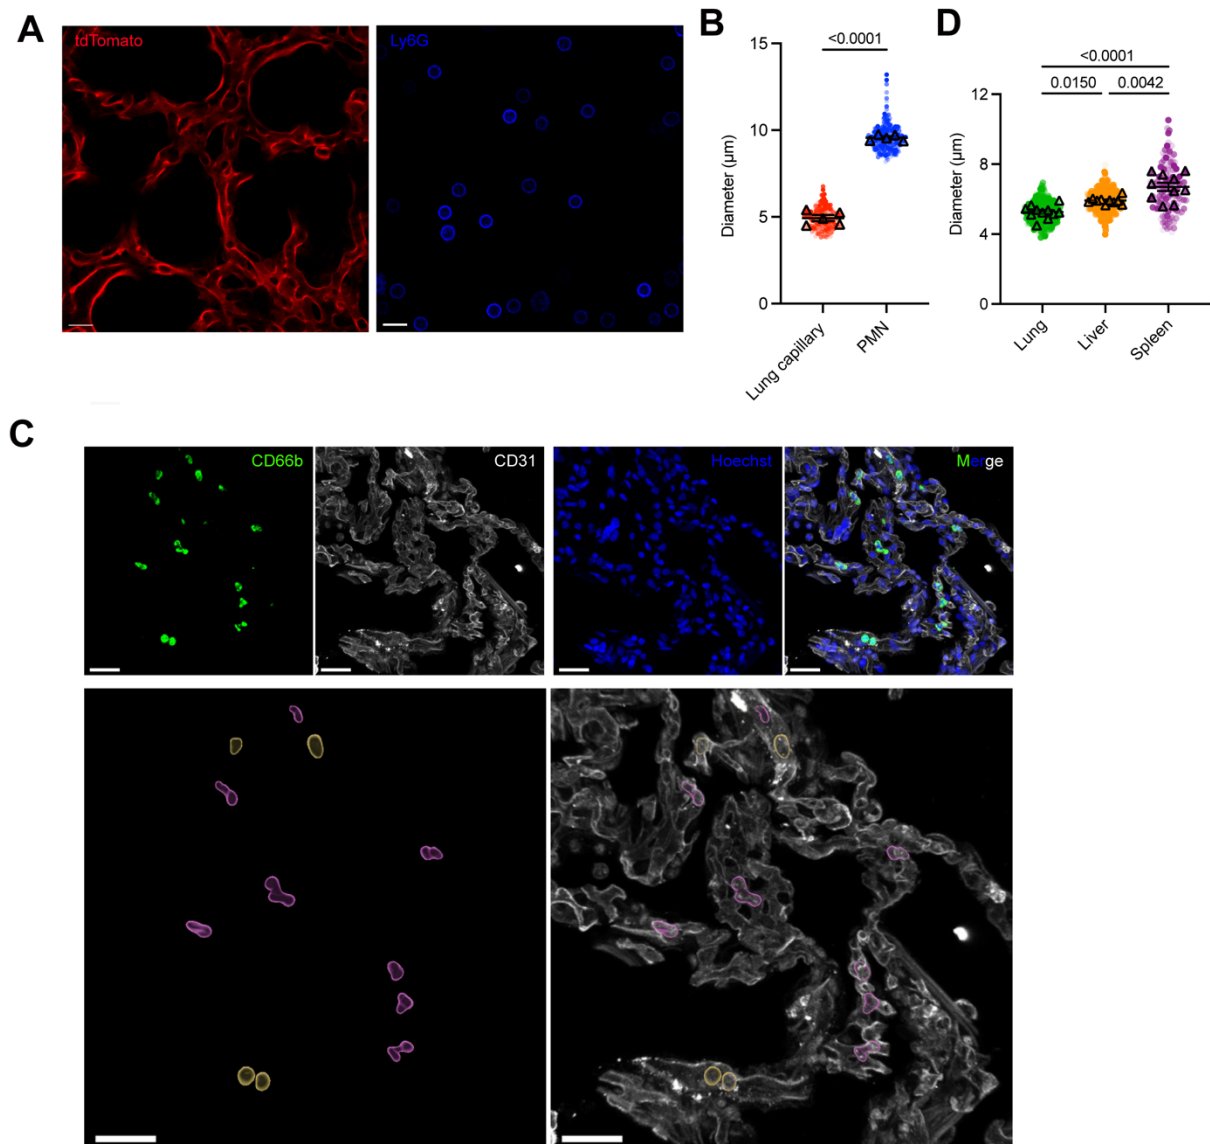

**Supplemental Figure 2. Comparison of diameters of neutrophil and pulmonary capillaries.** (A) Representative images from intravital imaging of lung vasculature (left panel) and confocal images of neutrophils (right panel). Scale bar, 15  $\mu$ m. (B) Quantification of diameters of lung capillaries and neutrophils. n = 5. (C) Representative immunostaining of CD31 and the human neutrophil marker CD66b from human lung. Hoechst was used for staining the nucleus. In the lower panel, neutrophils in the capillaries were masked with purple color and neutrophils in the larger vessels were masked with yellow color. Scale bar, 30  $\mu$ m. (D) Quantification of diameters of blood vessels in lung, liver and spleen. n = 10. Data in B, D are shown as mean  $\pm$  s.e.m.; one-way ANOVA with Tukey's multiple comparisons (D).

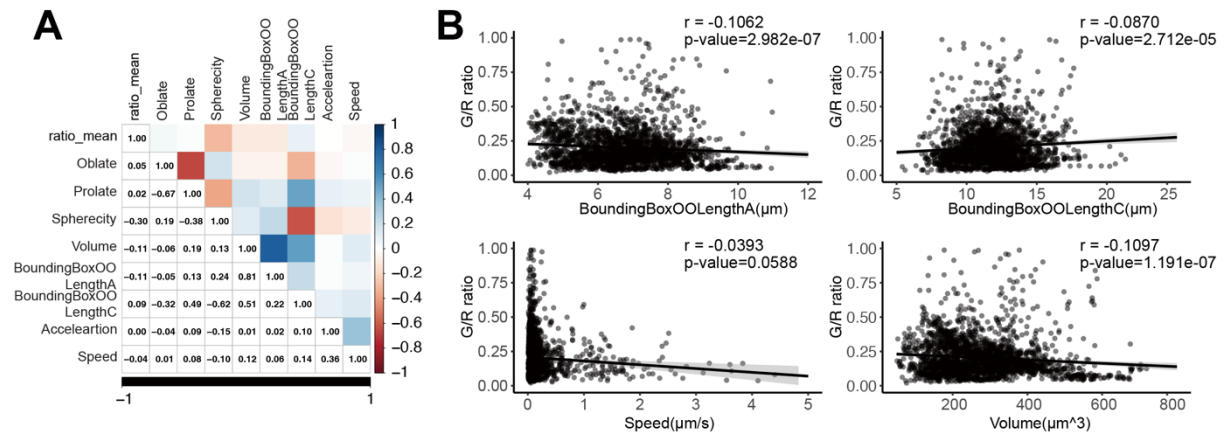

**Supplemental Figure 3. Correlation analysis of neutrophil  $\text{Ca}^{2+}$  with other behavior features.** (A) Correlation matrix of paired variables assessed in the cellular behavior and  $\text{Ca}^{2+}$  analysis from intravital imaging experiments.  $P$  values are given, and the correlation coefficients are color-coded. (B) Correlation between GCaMP6f/tdTomato intensity ratio (G/R ratio) and indicated parameters describing neutrophil kinetics and morphology traits in vivo. Spearman's rank correlation test (B).

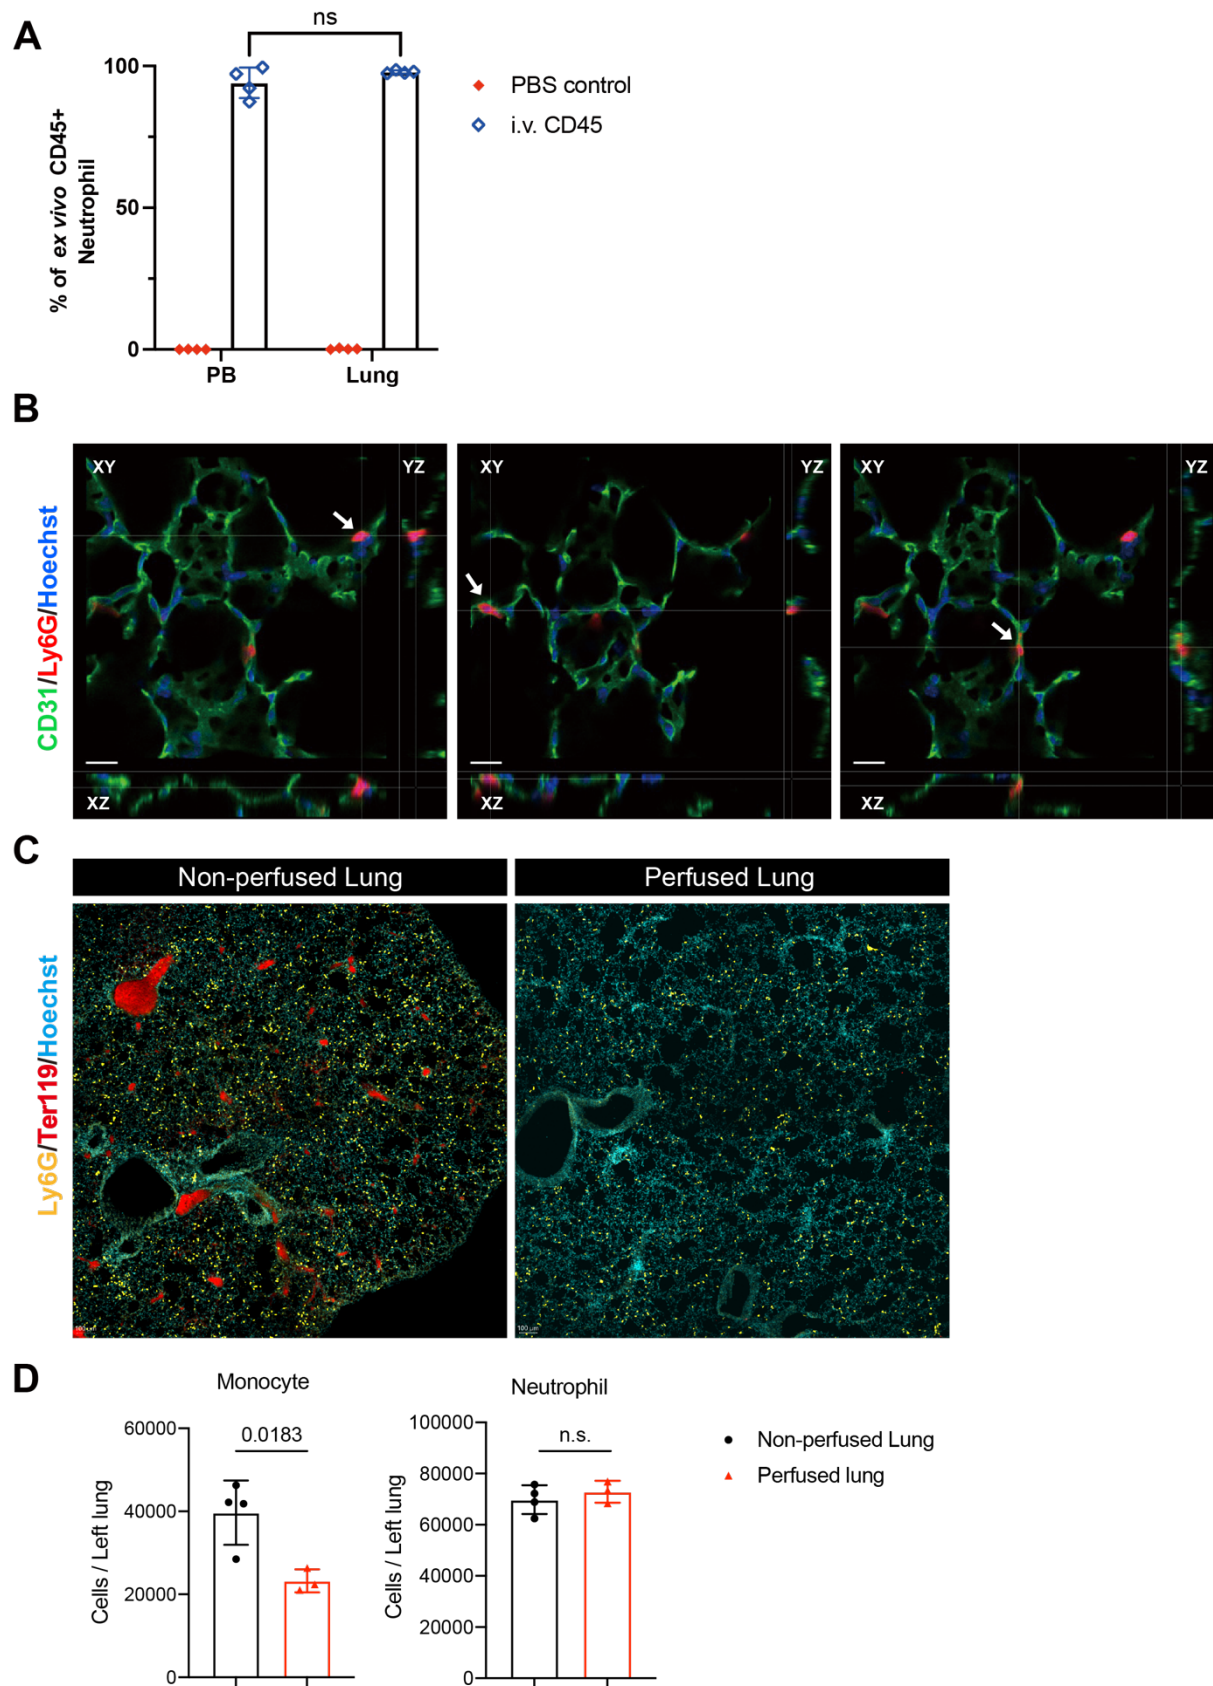

**Supplemental Figure 4. Neutrophils are located intravascularly in the lung at steady state.** (A) Flow cytometry analysis of cell localization in naïve mice. i.v. CD45 are indicative of cells that are intravascular. n = 4 mice. (B) Representative confocal images of lung

sections showing the relationship between neutrophils and the vasculatures. Scale bar, 15  $\mu\text{m}$ . (C) Representative images of lung sections with or without perfusion. Scale bar, 300  $\mu\text{m}$ . (D) Flow cytometry analysis of monocyte and neutrophil numbers in lungs with or without perfusion.  $n = 3\text{-}4$  mice. Data in A and D are shown as mean  $\pm$  s.e.m.; unpaired two-tailed  $t$ -test.

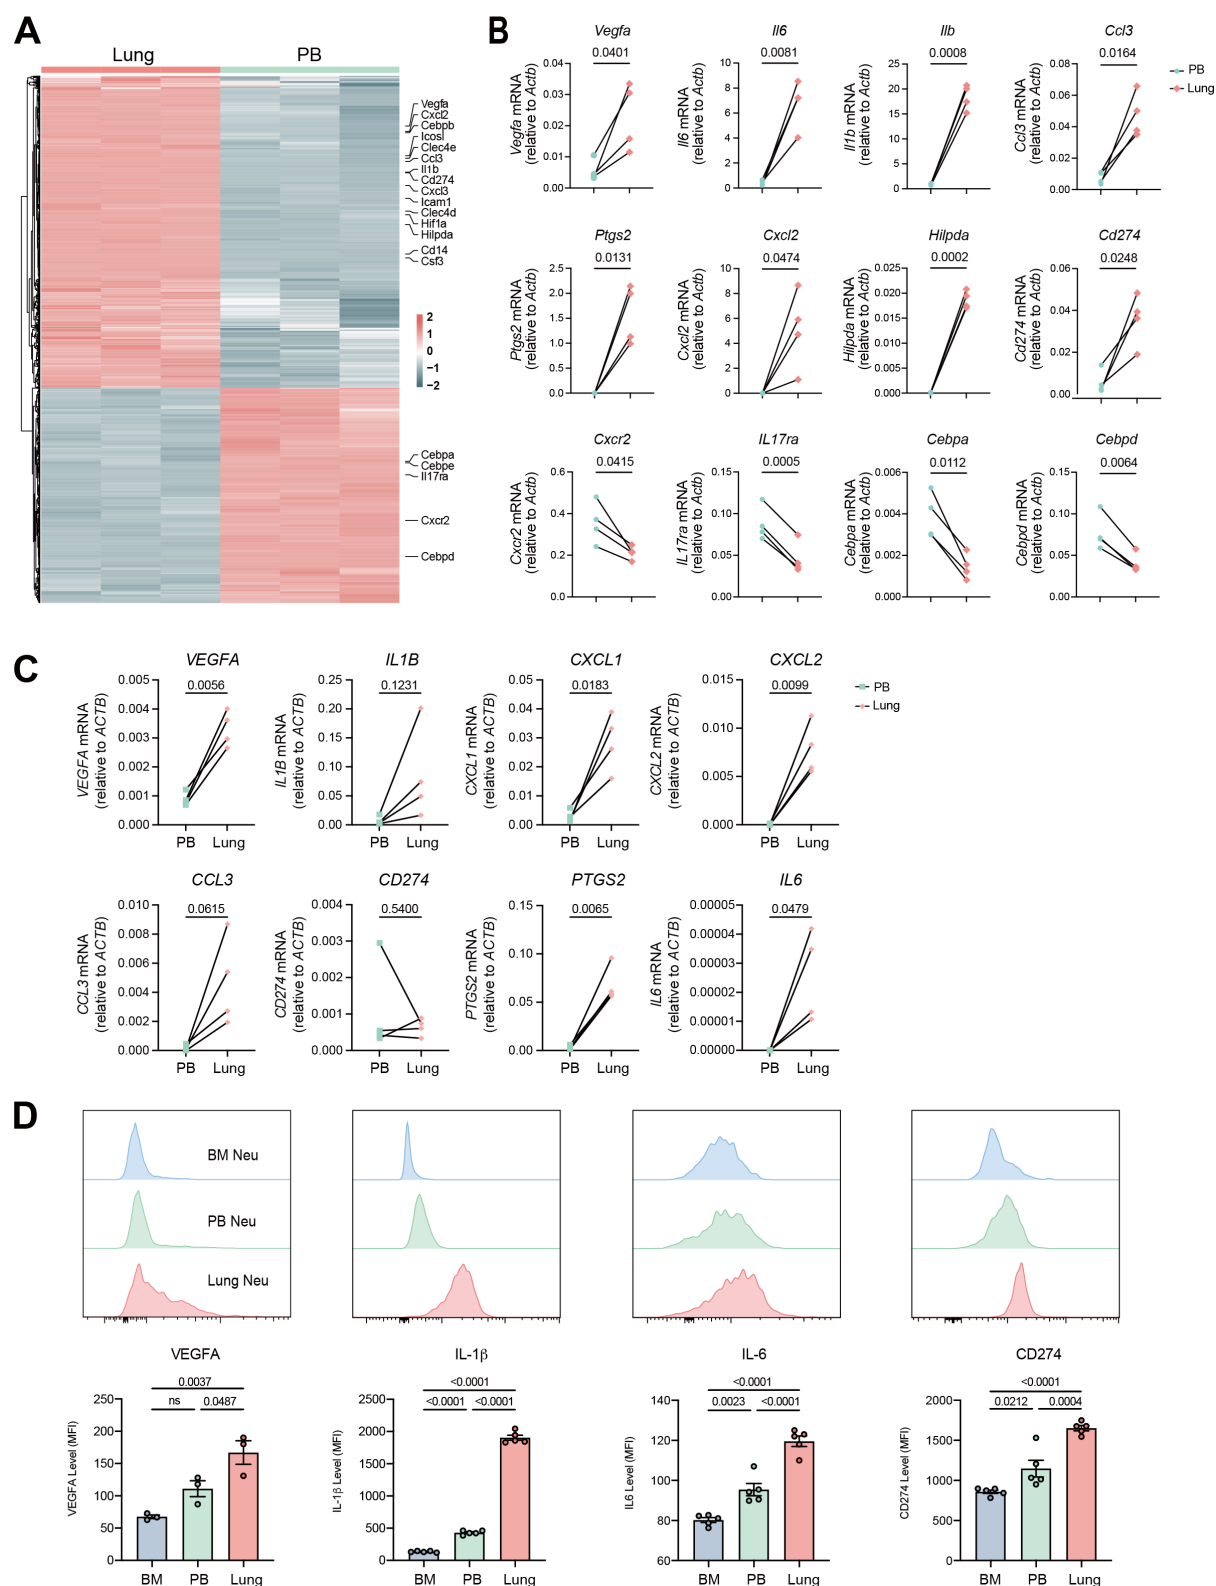

**Supplemental Figure 5. Tissue specific signatures in neutrophils.** (A) Heatmap of DEGs between lung and PB neutrophils, with several representative genes, indicated at right. (B) mRNA expression of indicated genes in lung and PB neutrophils from the same mouse.  $n = 4$ . (C) mRNA expression of indicated genes in neutrophils from human lung tissues and matched peripheral blood.  $n = 4$ . (D) Profile of intracellular protein (VEGFA, IL-1 $\beta$  and IL-6) or surface

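The heatmap labels 15 genes beside the lung libraries and 5 beside the PB libraries, chosen by the study from these same samples. All 15 were higher in lung neutrophils and all 5 were higher in PB neutrophils, each with an adjusted p from limma below 0.05 both over all genes tested and adjusted over the list alone, which for a list chosen on these samples is not independent evidence. Of the 15 genes, 13 were DEGs, with log2 fold changes from 0.76 at *Icosl* to 8.23 at *Cxcl3* and a median of 3.58. The remaining pair, *Icosl* and *Clec4d*, had log2 fold changes of 0.76 and 0.93 and reached 1.35 and 1.53 with rescaled FPKM. *Cd14* rose from 160 ± 11.9 FPKM in PB to 3899 ± 71.3 in lung (SD, n = 3 each) and *Icam1* from 11.5 ± 0.594 to 214 ± 4.93. *Csf3* had no reads in the PB libraries and 17.6 ± 0.304 FPKM in lung, which is at least 285-fold higher, with PB set at the 3 reads that a count of 0 allows. The log2 fold changes of the others were 4.05 at *Ccl3*, 3.85 at *Cxcl2*, 2.93 at *Cd274*, 2.35 at *Clec4e*, 1.70 at *Cebpb*, 1.46 at *Hif1a* and 1.31 at *Il1b*. The 5 genes higher in PB had log2 fold changes from -3.00 at *Cebpd* to -1.78 at *Il17ra*, with *Cebpa* at -2.72 and *Cxcr2* at -1.95 between them. *Cebpe* fell from 15.4 ± 0.873 FPKM in PB to 3.73 ± 0.503 in lung. *Cebpd* fell from 272 ± 13.3 FPKM in PB to 33.3 ± 1.98 in lung. Of further genes in Fig. 2L, *Mmp9*, *Selplg* and *Csf3r* had log2 fold changes of -1.04, -0.89 and -0.64, all with an adjusted p from limma below 0.05, but *Csf3r* was at -0.05 with rescaled FPKM (adjusted p = 0.689 from limma). In all, 13 of 13 genes on the lung side of Fig. 2L were higher in lung, 12 of them DEGs. The genes measured by quantitative PCR in Supplemental Figure 5B were in the stated direction at 7 of 7 tested for lung and 4 of 4 for PB. They include *Ptgs2*, with 1100.0 ± 3.885 FPKM in lung and 166 ± 22.1 in PB, and *Il6*, which did not pass the filter and had 0.311 ± 0.0583 FPKM in lung and no reads in PB. *Ly6g* had a log2 fold change of -0.87, with 54.6 FPKM in lung and 101 in PB.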

marker (CD274) in neutrophils from bone marrow, PB and lung neutrophils.  $n = 3$  or  $5$ . Data in D are shown as mean  $\pm$  s.e.m.; paired two-tailed  $t$ -test (B, C); one-way ANOVA with Tukey's multiple comparisons test (D). n.s., not significant.

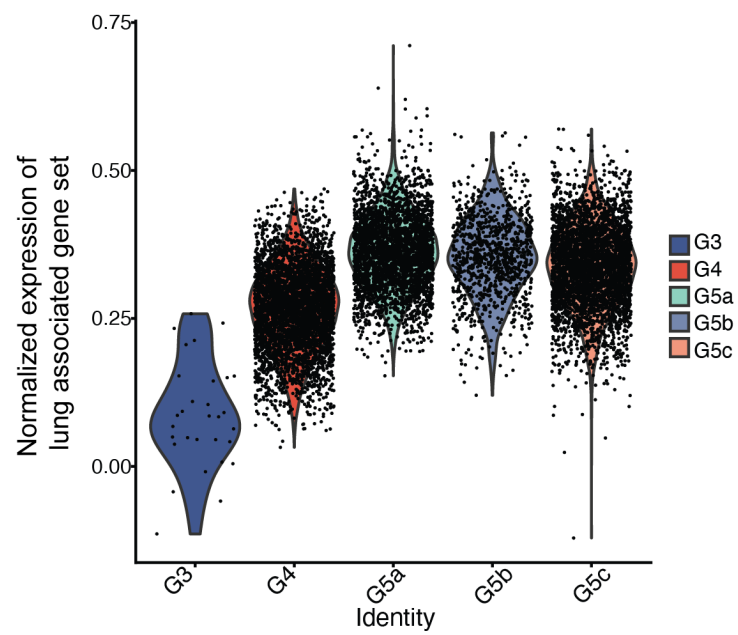

**Supplemental Figure 6. Lung specific signature score across neutrophil subpopulations.**

Lung associated gene set score was calculated and normalized for each neutrophil cluster.

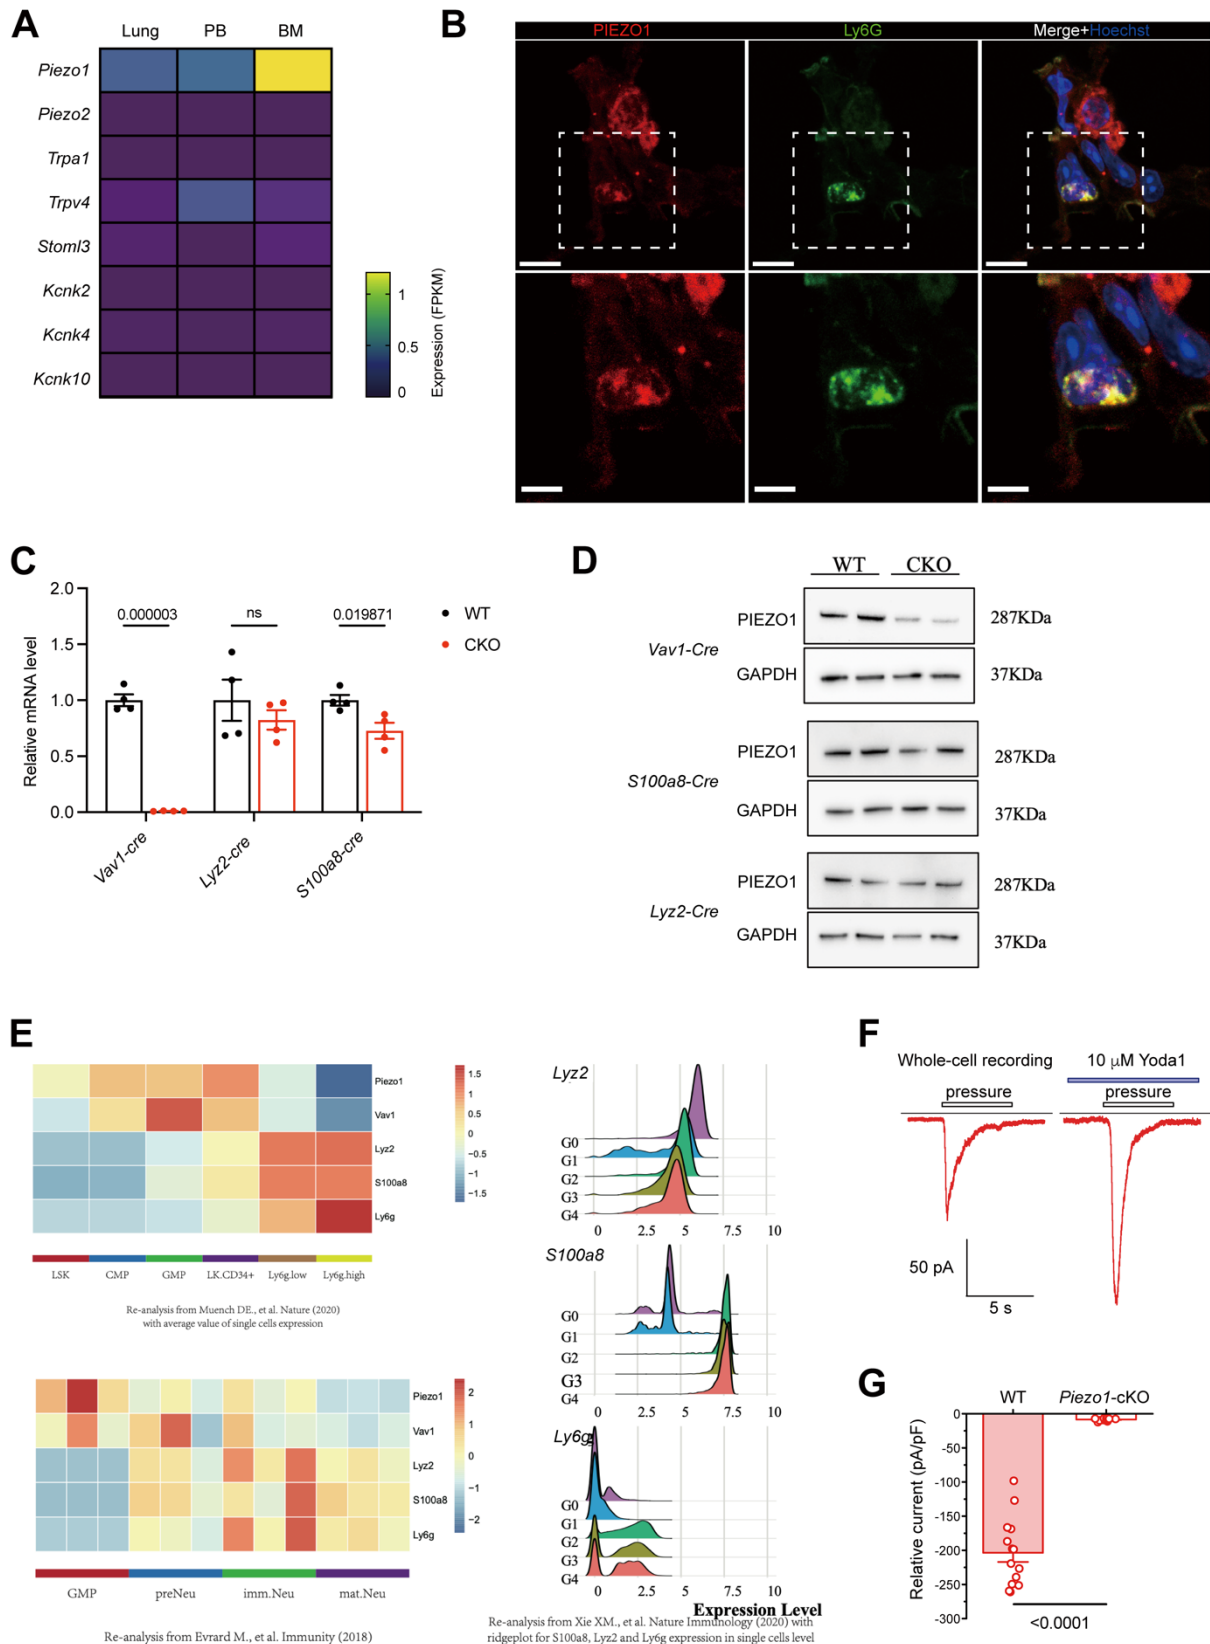

**Supplemental Figure 7. Neutrophils in the lung respond to mechanical cues via PIEZO1.**

(A) Heatmap of different mechanical sensing receptors in neutrophils from different tissues. Data were generated from the  $\log_2$ FPKM of the mean value of replicates from RNA-seq data.

(B) Representative confocal images of neutrophil staining in lung sections of Piezo1 reporter mice. Scale bar, 10  $\mu\text{m}$  (upper panel), 5  $\mu\text{m}$  (lower panel). (C) mRNA analysis of *Piezo1* expression in purified bone marrow neutrophils from indicated mice.  $n = 4$ . (D) Western blot of PIEZO1 in purified bone marrow neutrophils from indicated mice. (E) Comparison of the expression of indicated genes at different stages during neutrophil development. Public data were reanalyzed using R. (F) Representative whole-cell currents of neutrophils in response to poking pressure and adding Yoda1. (G) Whole-cell currents from neutrophils in response to poking pressure. Data in C, G are shown as mean  $\pm$  s.e.m.; unpaired two-tailed  $t$ -test.

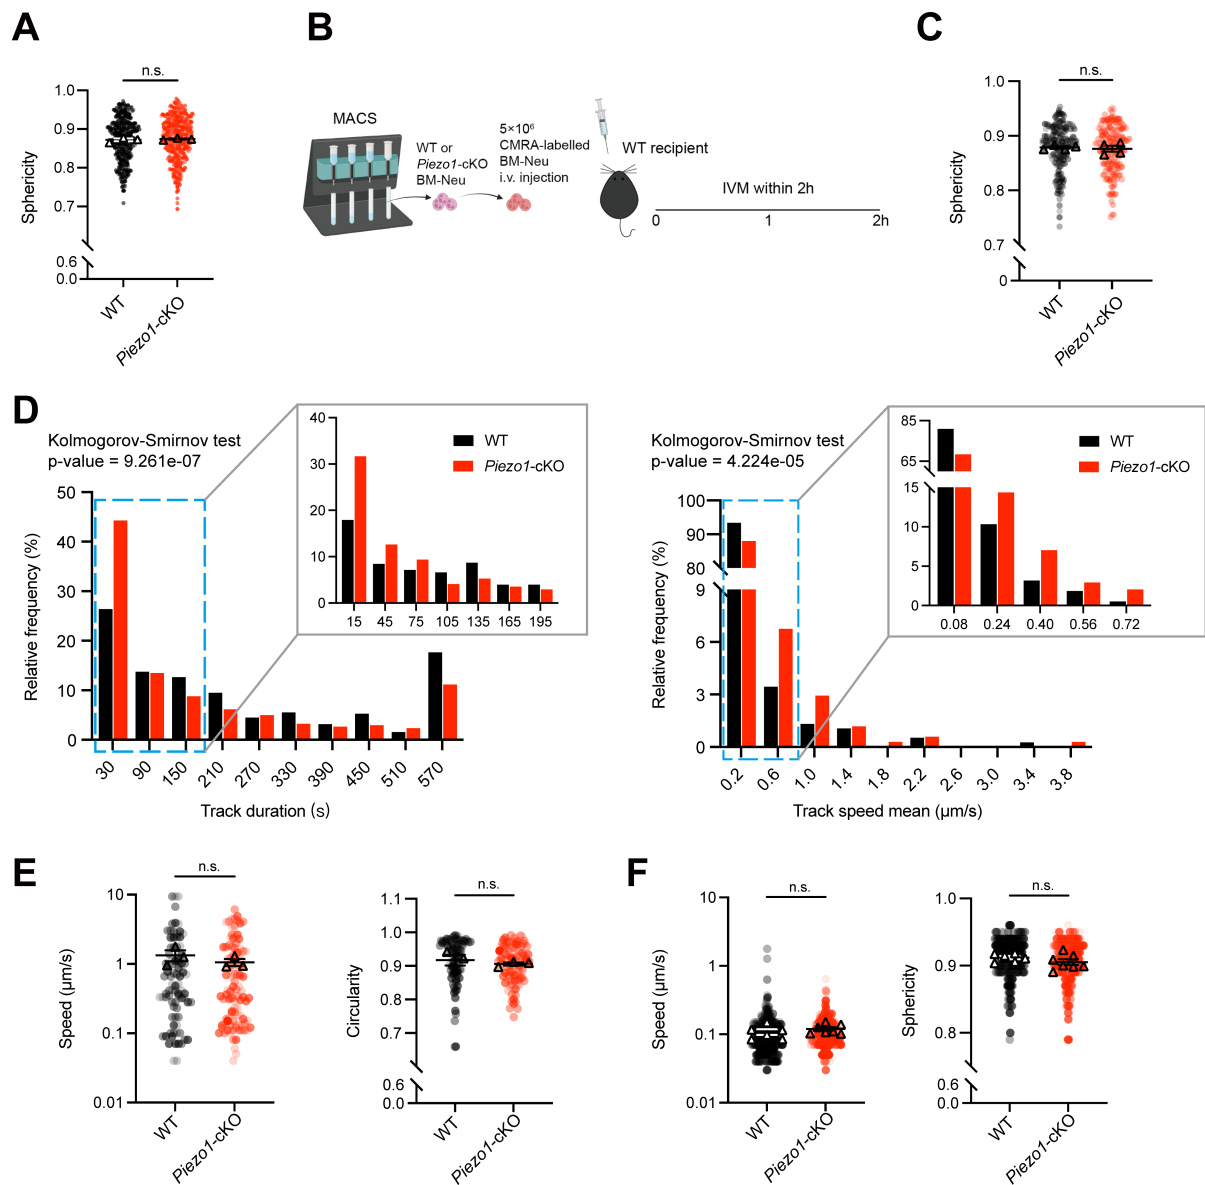

**Supplemental Figure 8. Comparison of neutrophil morphology in lung in WT and *Piezo1*-cKO mice.** (A) Intravital imaging assessment of neutrophil morphology during their transition in the lung. The degree of cell roundness (sphericity) was quantified using Imaris.  $n = 3$ . (B) Schematic of the experimental workflow. (C) Comparison of sphericity between WT and *Piezo1*-cKO neutrophils in the lung.  $n = 4$ . (D) Distribution frequency of track duration and average track velocity of WT and *Piezo1*-cKO neutrophils in the lung. (E and F) Intravital imaging analysis of morphological characteristics and dynamics of WT and *Piezo1*-cKO neutrophils in the liver (E) and spleen (F).  $n = 3$  (E).  $n = 7$  (F). Data are shown as mean  $\pm$  s.e.m.; unpaired two-tailed  $t$ -test (C, E, F). Two-sample Kolmogorov-Smirnov test (D).

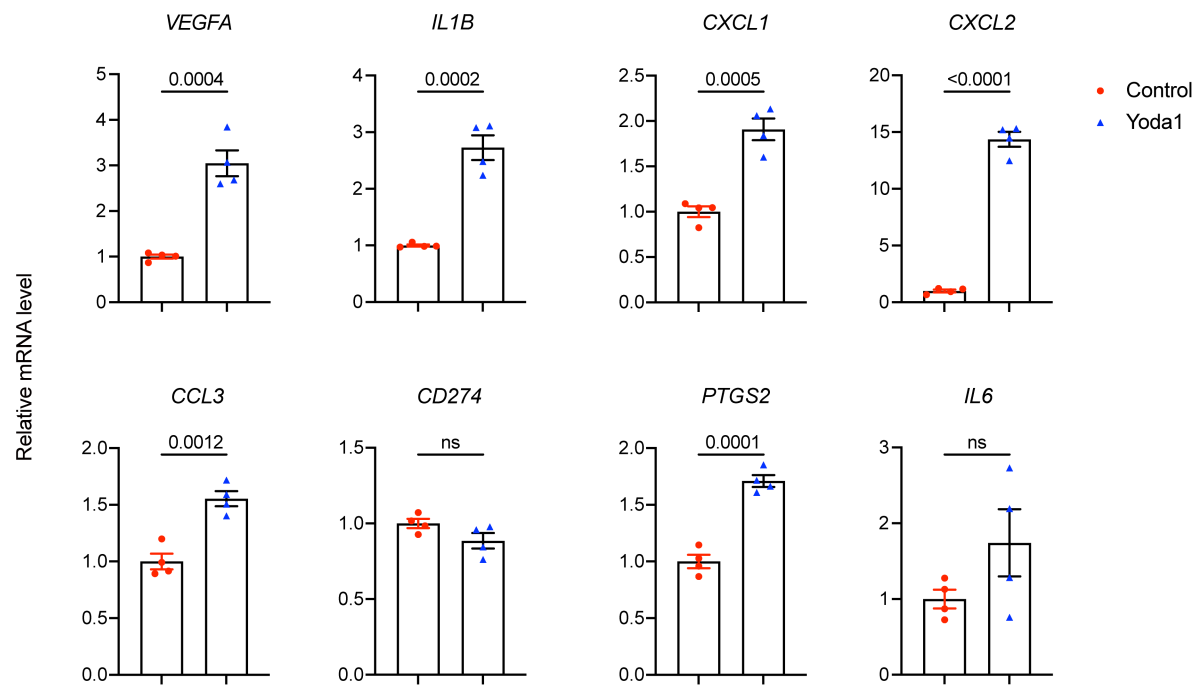

**Supplemental Figure 9. Piezo1 activation directly reprograms human neutrophils to express lung associated signatures.** Neutrophils from peripheral blood of healthy donors were stimulated with Yoda1 for 2 hours. Relative mRNA expression of the indicated genes in neutrophils was determined.  $n = 4$ . Data are mean  $\pm$  s.e.m.; unpaired two-tailed  $t$ -test.

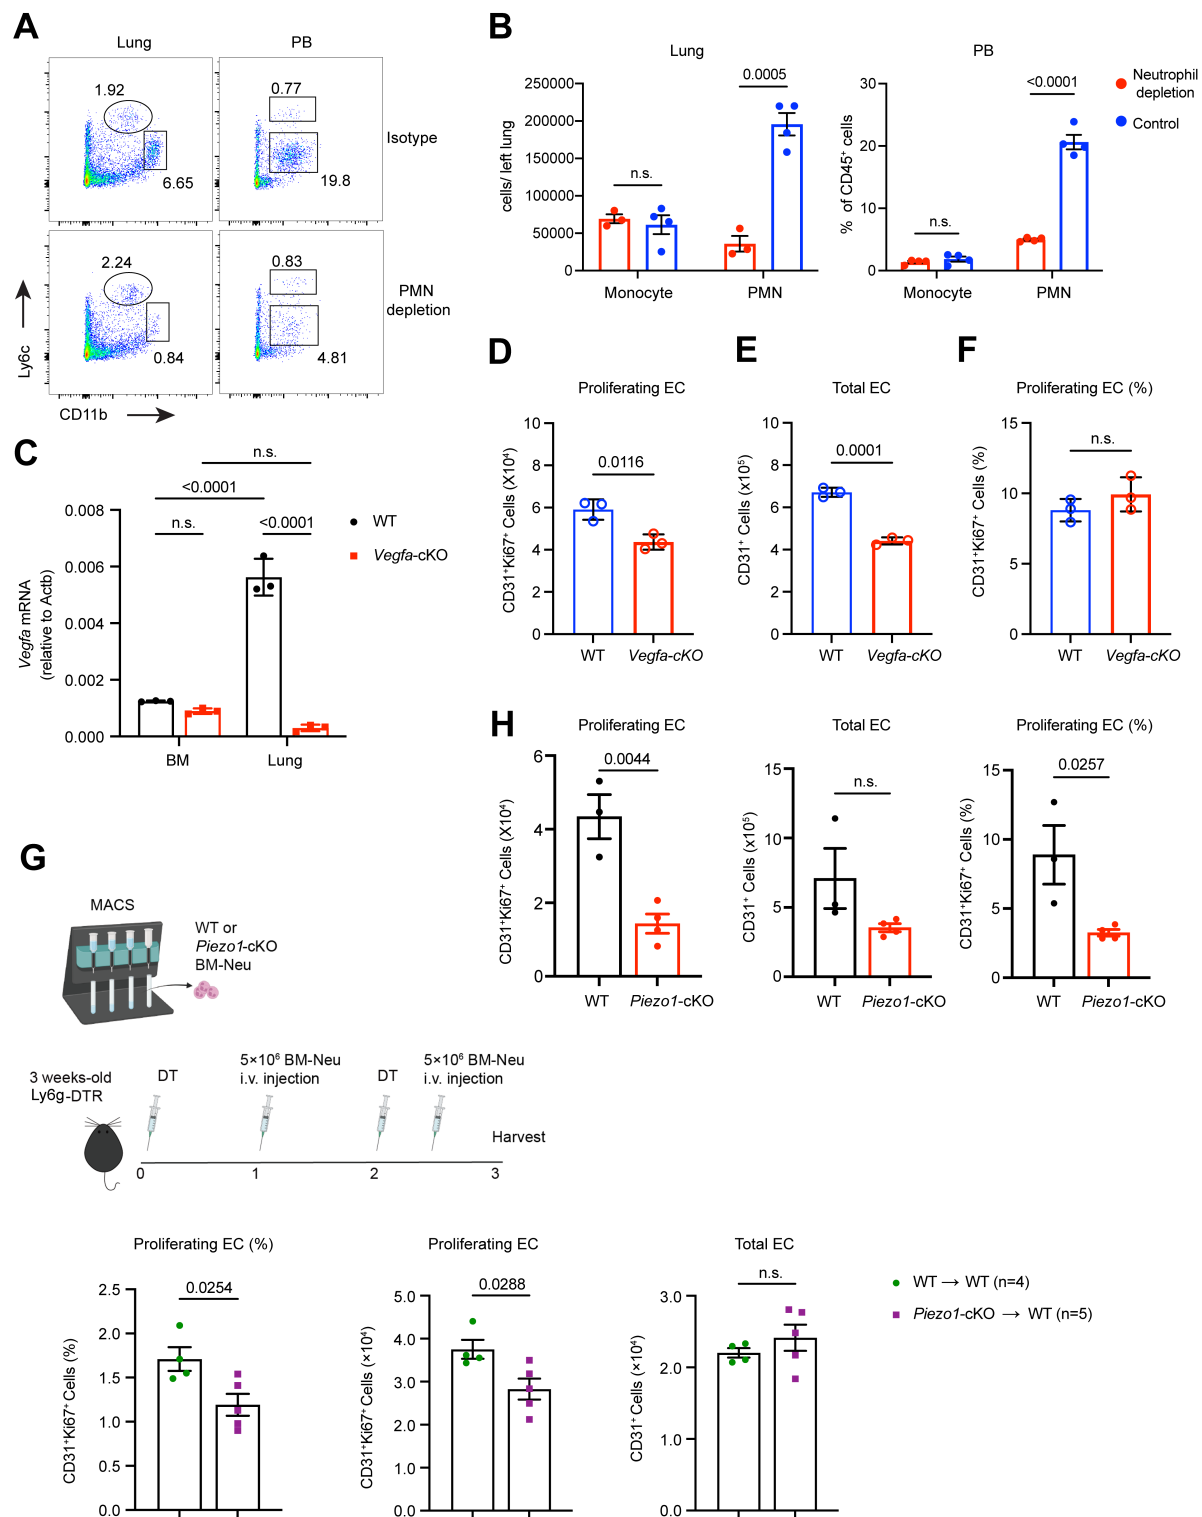

**Supplemental Figure 10. Neutrophils sustain angiogenesis via VEGFA.** (A) Representative flow cytometry analysis of neutrophils in lung and PB in isotype control (Isotype) and 1A8 antibody (PMN depletion) treated mice. (B) Absolute count (lung) or percentage (PB) of monocyte and neutrophil in isotype control-treated or 1A8 antibody-treated mice.  $n = 4$ . (C) mRNA analysis of *Vegfa* expression in indicated tissues from WT and *Vegfa*-cKO mice.  $n = 3$ .

(D and E) Flow cytometry assessment of number of CD31<sup>+</sup>Ki67<sup>+</sup> and CD31<sup>+</sup> endothelial cells in lungs from indicated mice. n = 3. (F) Flow cytometry analysis of percentage of CD31<sup>+</sup>Ki67<sup>+</sup> endothelial cells in lungs from indicated mice. n = 3. (G) Percentage and absolute count of proliferating endothelial cells, as well as the absolute count of total endothelial cells in the lungs of three-week-old *Ly6g-DTR* mice treated as described in the schematic of the experimental workflow. n = 4 or 5 mice per group. (H) Flow cytometry analysis of the percentage and number of CD31<sup>+</sup>Ki67<sup>+</sup> endothelial cells, along with the total endothelial cell number, in WT and *Piezol*-cko mice 10 days following LPS-induced lung injury. n = 3 or 4 mice per group. Data in B to H are shown as mean  $\pm$  s.e.m.; unpaired two-tailed *t*-test (B, D to H); one-way ANOVA with Tukey's multiple comparisons test (C)

**Supplemental Table 1. Summary of imaging parameters**

| <b>Morphology</b>              |                                              |                             |                             |                              |
|--------------------------------|----------------------------------------------|-----------------------------|-----------------------------|------------------------------|
| <b>Track Area Mean</b>         | Track Area Mean                              | Area max                    | Area min                    | Area std                     |
| <b>Ellipsoid Axis Length B</b> | Track Ellipsoid Axis Length B Mean           |                             |                             |                              |
| <b>Ellipsoid Axis Length A</b> | Track Ellipsoid Axis Length A Mean           |                             |                             |                              |
| <b>Ellipsoid Axis Length C</b> | Track Ellipsoid Axis Length C Mean           | Ellipsoid Axis Length C max | Ellipsoid Axis Length C min | Ellipsoid Axis Length C std  |
| <b>Ellipticity oblate</b>      | Track Ellipticity Oblate Mean                | Ellipticity oblate max      | Ellipticity oblate min      | Ellipticity oblate std       |
| <b>BoundingBoxOOLength B</b>   | BoundingBox OO Length B max                  | BoundingBox OO Length B min | BoundingBox OO Length B std | BoundingBox OO Length B mean |
| <b>BoundingBoxOOLength C</b>   | BoundingBox OO Length C min                  | BoundingBox OO Length C max | BoundingBox OO Length C std | BoundingBox OO Length B mean |
| <b>H/L ratio</b>               | H/L ratio mean                               | H/L ratio max               | H/L ratio min               | H/L ratio std                |
| <b>Kinetic</b>                 |                                              |                             |                             |                              |
| <b>Acceleration</b>            | Acceleration max                             | Acceleration std            |                             |                              |
| <b>Displacement</b>            | Track Displacement Length (Displacement max) | Displacement std            |                             |                              |
| <b>Speed</b>                   | Track Speed Mean                             | Speed max                   | Speed min                   | Speed std                    |

|                           |                                     |                                     |  |  |
|---------------------------|-------------------------------------|-------------------------------------|--|--|
| <b>Displacement Delta</b> | Displacement<br>Delta Length<br>max | Displacement<br>Delta Length<br>std |  |  |
| <b>Track Duration</b>     | Track<br>Duration                   |                                     |  |  |
| <b>Track Straightness</b> | Track<br>Straightness               |                                     |  |  |

**Supplemental Table 2 Patient information**

**Supplemental Table 3 List of primers used in this study**

| Primers       |                         |                         |
|---------------|-------------------------|-------------------------|
| <b>Mouse</b>  |                         |                         |
| Gene          | Forward (5'-3')         | Reverse (5'-3')         |
| <i>Vegfa</i>  | CTGCTGTAACGATGAAGCCCTG  | GCTGTAGGAAGCTCATCTCTCC  |
| <i>Il1b</i>   | ACCTTCCAGGATGAGGACATGA  | CTAATGGGAACGTCACACACCA  |
| <i>Cxcl1</i>  | CCCTGAAGCTCCCTTG GTTC   | TGTTGTCAGAAGCCAGCGTT    |
| <i>Cxcl2</i>  | TGTCAATGCCTGAAGACCCT    | AACTTTTTGACCGCCCTTGA    |
| <i>Cd274</i>  | GCTCCAAAGGACTTGTACGTG   | TGATCTGAAGGGCAGCATTTTC  |
| <i>Ccl3</i>   | TGCTTCTCCTACAGCCGGAA    | TGCCGGTTTCTCTTAGTCAGG   |
| <i>Hilpda</i> | TTCCGTGACTCCCCGAGA      | ATGCCCAGCACATAGAGGTT    |
| <i>Il6</i>    | TCGTGGAAATGAGAAAAGAGTTG | AGTGCATCATCGTTGTTCATACA |
| <i>Piezo1</i> | GCCCTCATCAAGTGGCTGTA    | AGGTGGTCAGTGTTGATGCC    |
| <i>Actb</i>   | GGCTGTATTCCCCTCCATCG    | CCAGTTGGTAACAATGCCATGT  |
| <b>Human</b>  |                         |                         |
| Gene          | Forward (5'-3')         | Reverse (5'-3')         |
| <i>Vegfa</i>  | TTGCCTTGCTGCTCTACCTCCA  | GATGGCAGTAGCTGCGCTGATA  |
| <i>Il1b</i>   | CAGAAGTACCTGAGCTCGCC    | CCTGGAAGGAGCACTTCATCT   |
| <i>Cxcl1</i>  | AGCTTGCCTCAATCCTGCATCC  | TCCTTCAGGAACAGCCACCAGT  |
| <i>Cxcl2</i>  | TCAATGTGACGGCAGGGAAAT   | TCTGCTCTAACACAGAGGGAAAC |
| <i>Ccl3</i>   | GCTCTCTGCAACCAGTTCTCT   | TCGCTTGGTTAGGAAGATGACA  |
| <i>Cd274</i>  | TGCCGACTACAAGCGAATTACTG | CTGCTTGTCCAGATGACTTCGG  |
| <i>Ptgs2</i>  | GAAAACCTGCTCAACACCGGA   | GCTTCCCAGCTTTTGTAGCC    |
| <i>Il6</i>    | GCCCACCGGGAACGAAAG      | CGAAGGCGCTTGTGGAG       |
| <i>Actb</i>   | CACCATTGGCAATGAGCGGTTC  | AGGTCTTTGCGGATGTCCACGT  |

**Supplemental Table 4 List of antibodies used immunofluorescent staining and intravital imaging**

| Antibodies for IF and IVM                      |             |                      |                          |            |
|------------------------------------------------|-------------|----------------------|--------------------------|------------|
| First/fluorophore directly conjugated antibody |             |                      |                          |            |
|                                                | Fluorephore | Catolog              | Titration                | Clone      |
| Ly6g                                           | APC         | Biolegend 127614     | 1: 200/ 7-10uL per mouse | 1A8        |
| Ly6g                                           | PE          | Biolegend 127608     | 1: 200/ 7-10uL per mouse | 1A8        |
| CD31                                           | /           | Servicebio GB11315   | 1: 300                   | polyclonal |
| CD66b                                          | AF647       | Biolegend 305109     | 1: 20                    | G10F5      |
| Vegfa                                          | /           | Invitrogen MA5-32038 | 1: 100                   | SP07-01    |
| rabbit anti RFP                                | /           | abcam ab62341        | 1: 100                   | polyclonal |
| Second antibody                                |             |                      |                          |            |
| anti rabbit AF488                              |             | Invitrogen A32731    | 1:1000                   |            |
| anti rabbit AF488                              |             | Cell Signaling 4421S | 1:1000                   |            |
| anti rabbit AF594                              |             | Cell Signaling 8889S | 1:1000                   |            |

**Supplemental movie 1. Intravital imaging of neutrophils in different tissues.** Intravital imaging was performed in indicated tissues in Ly6G<sup>tdTom</sup> mice. Mice were treated intravenously with FITC-dextran to label blood vessels. Representative of five independent mice per organ.

**Supplemental movie 2. Neutrophils display Ca<sup>2+</sup> transient while migrating across the lung.** Intravital imaging of lungs in Ly6G<sup>Salsa6f</sup> mice. Mice were treated intravenously with FITC-dextran (grey) to label blood vessels. Arrows indicate cells that display transient Ca<sup>2+</sup>. Representative of five independent mice.

**Supplemental movie 3. No Ca<sup>2+</sup> events in neutrophils in the spleen and liver.** Intravital imaging of spleen and liver in Ly6G<sup>Salsa6f</sup> mice. Representative of five independent mice.

**Supplemental movie 4. Comparison of pulmonary neutrophils migration behaviors and Ca<sup>2+</sup> signaling in *Piezo1<sup>fl/fl</sup>Salsa6f* (WT) and *Piezo1<sup>ΔVav1</sup>Salsa6f* (Piezo1-cKO) mice.** Intravital imaging of lungs in WT-*Salsa6f* and Piezo1-cKO-*Salsa6f* mice. Mice were treated intravenously with fluorescent anti-Ly6G to label neutrophils. Representative of five independent mice.

**Supplemental movie 5. Visualizing neutrophil migration through microfluid device.**  
CMFDA labeled neutrophils were perfused to passing through multiple confinements of the microfluidic system. Representative of five independent mice.

# Supplementary material for: PIEZO1 mediates mechanical reprogramming of neutrophils for proangiogenic specialization in the lung
**Source:** J Clin Invest. 2025 Jun 2;135(11):e183796. doi: 10.1172/JCI183796

Full gel for Figure 4D

pErk

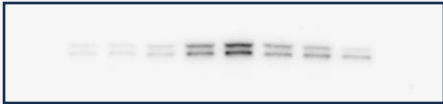

Erk

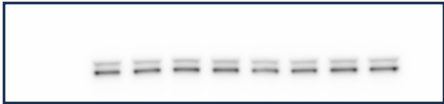

Full gel for Figure 4D

pNF-kB

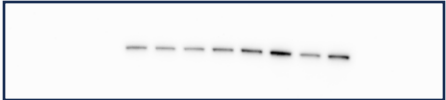

NF-kB

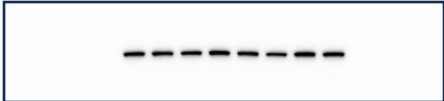

# Full gel for Supplemental figure 7D

Vav-cre PIEZO1

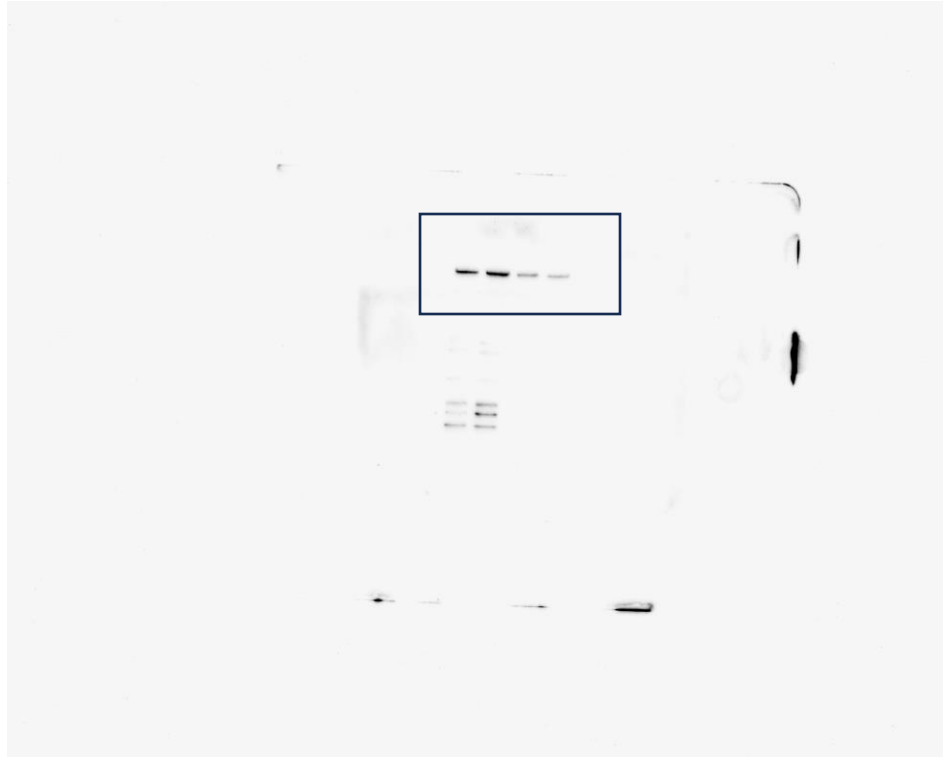

Vav-cre GAPDH

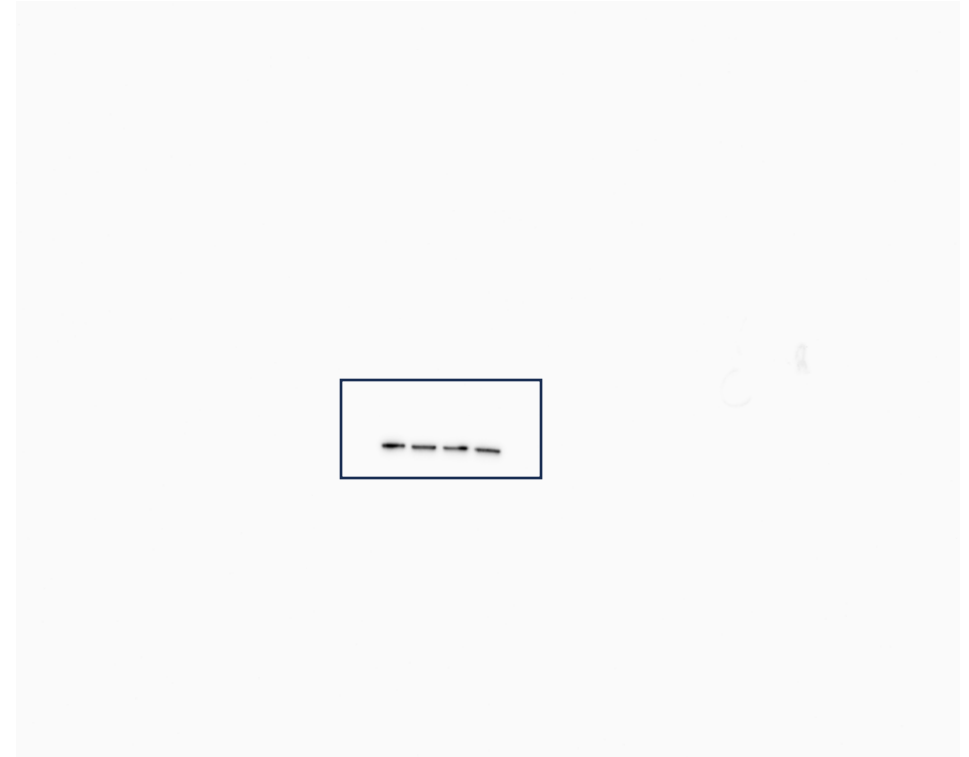

# Full gel for Supplemental figure 7D

S100a8-cre PIEZO1

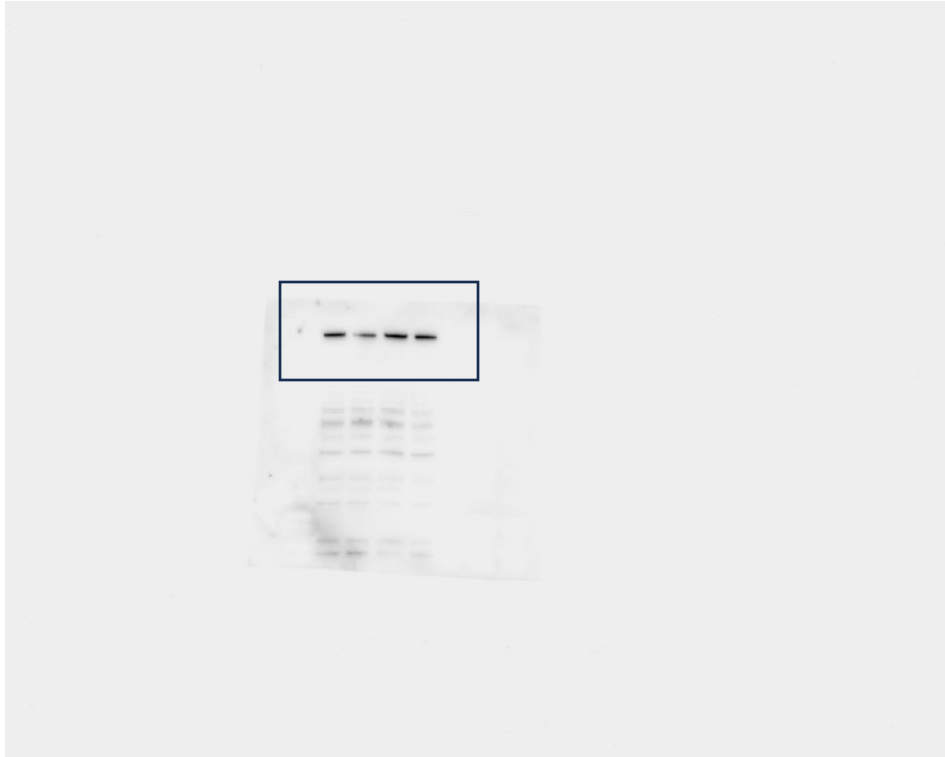

S100a8-cre GAPDH

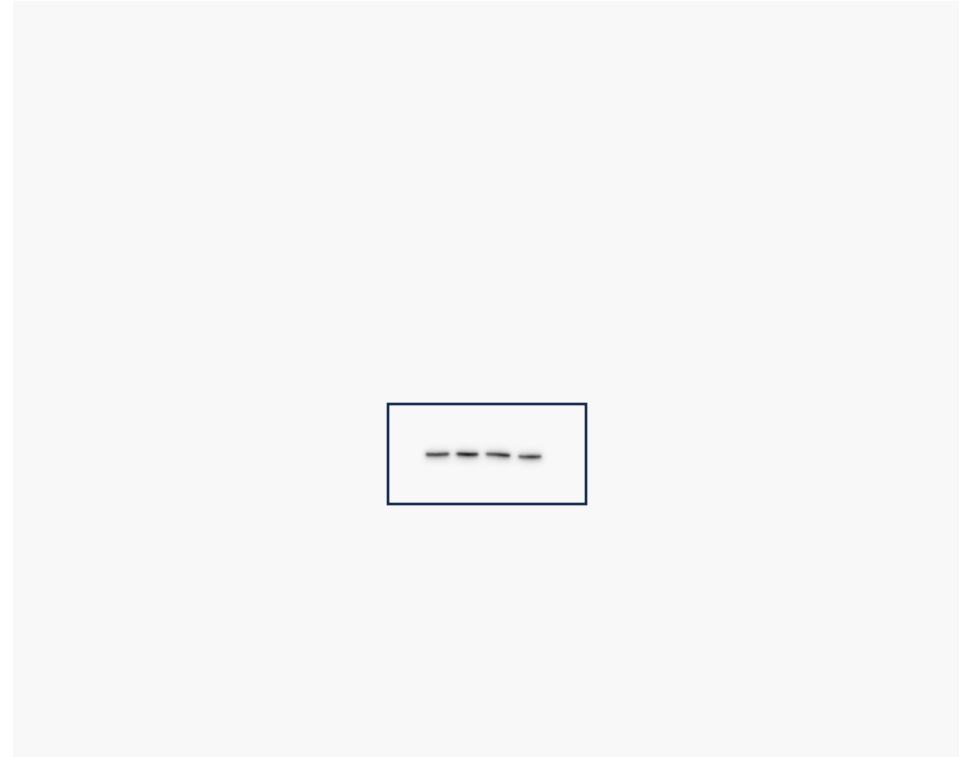

# Full gel for Supplemental figure 7D

Lyz2-cre PIEZO1

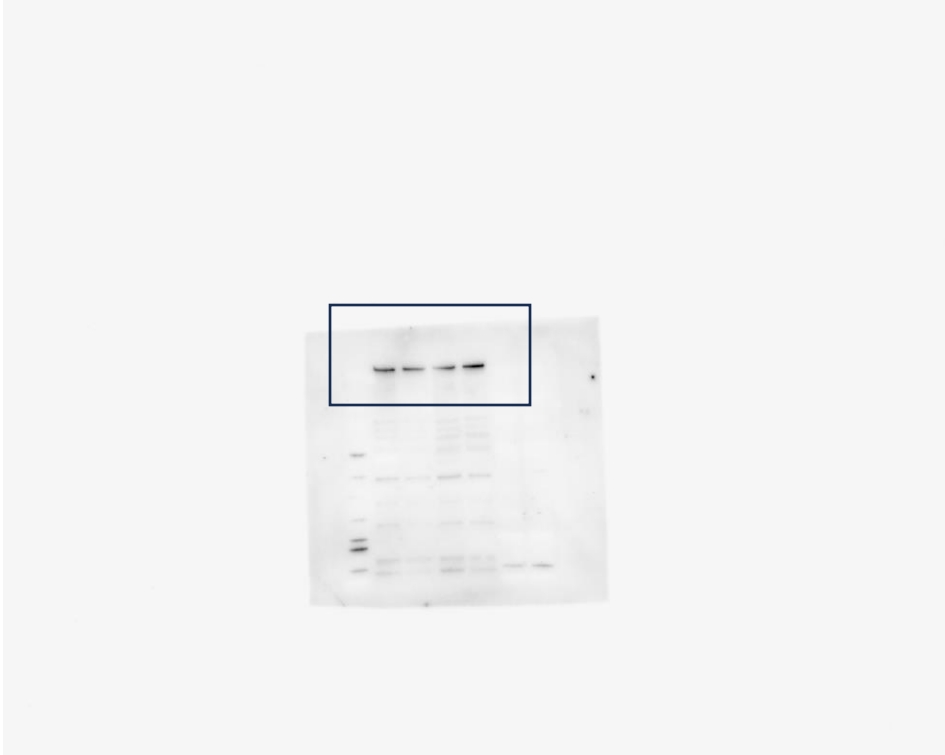

Lyz2-cre GAPDH

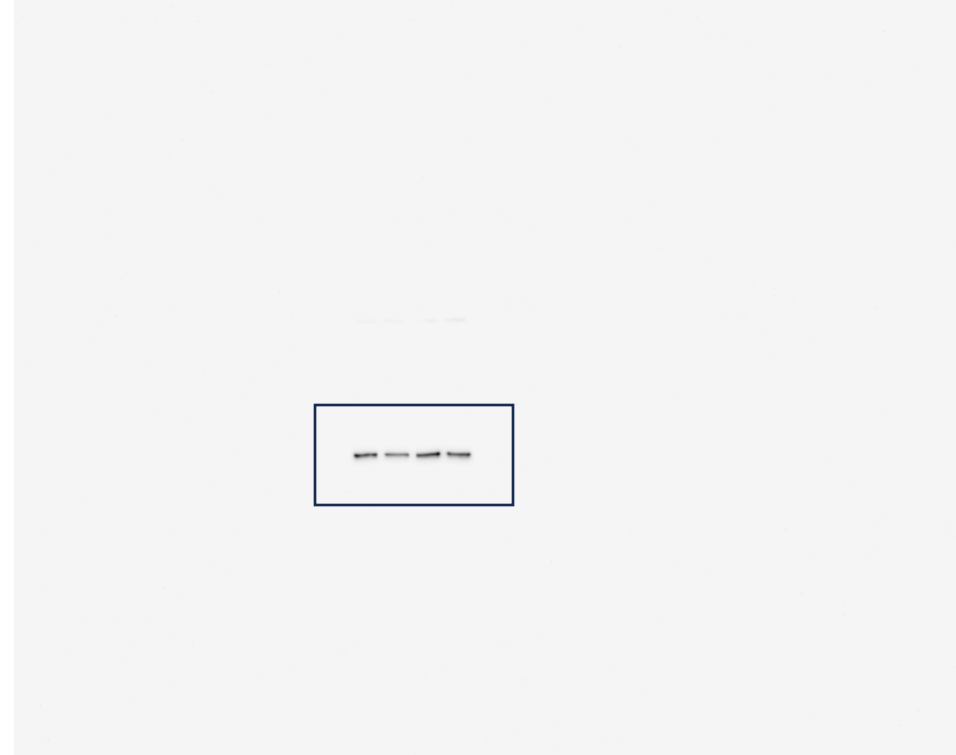

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

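Bulk RNA-Seq of 3 experiments was used: neutrophils sorted from lung, PB and BM of WT mice (3 libraries each), neutrophils sorted from lung and PB of WT and *Piezo1*-cKO mice (2 libraries each), and whole lungs of mice given an anti-Ly6G antibody or an isotype control (3 libraries each). Single-cell RNA-Seq, imaging and the other assays of the paper are not analysed here.

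As deposited, the values of all 3 experiments are FPKM per gene and library, which the authors made from 150 bp paired-end reads with fastp, HISAT2 and HTSeq-count, in versions that the paper's text does not name. FPKM summed to 405491.1 to 509863.7 per library in the tissue comparison and 508225.3 to 583509.7 in the Piezo1 experiment, so the values are not scaled to a fixed total, and the legend of Fig. 3F speaks of TPM. For the Piezo1 experiment the authors' tables also hold a signal per group, the mean of read counts divided by DESeq2 size factors, which was rebuilt within a relative difference of 1.09e-09. The fold change (a ratio of *Piezo1*-cKO over WT) and the p value and q value of each gene in these tables were made by the authors with DESeq2 on the counts. Genes are listed by symbol and NCBI gene identifier (21878 genes) or, for whole lung, by Ensembl identifier (55335 genes). Of symbols that a spreadsheet had turned into dates, the 27 of the sorted neutrophil tables were restored by NCBI gene identifier, and 26 stood in the whole-lung table. Positions are those of GRCm38.

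Reads per gene were recovered for the 17 libraries of sorted neutrophils, in which 100.0% of values were whole reads, and not for whole lung. A count of 0 there allows up to 3 reads, which is 0.155 to 0.182 reads per 1000000 in the tissue comparison and 0.200 to 0.312 in the Piezo1 experiment. Such limits cover counting error only, since the reads carry no molecular identifiers.

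Samples were grouped by the deposited labels. Each comparison used only the libraries of its 2 groups and was tested by limma-trend (limma 3.58.1 in R 4.3.3, eBayes with trend and robust) on log2(FPKM + 1), among genes with an FPKM of at least 1 in at least 3 libraries, or 2 in the Piezo1 experiment, with Benjamini-Hochberg adjustment. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1, or above 0.5 for whole lung. The plan for the Piezo1 experiment named edgeR if the tables held counts; they hold FPKM, so limma was used and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads were alternatives. The interaction of genotype and tissue was called on the adjusted p alone, with the fold change threshold as an alternative. With n = 2 per group the standard errors rest on the variance shared across genes.

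Distances between groups are Euclidean distances between centroids on log2(FPKM + 1), and PCA was centred and not scaled. Overlaps and GO terms were tested by one-sided Fisher exact tests, counts of DEGs between tissues and shares of genes by two-sided Fisher exact tests, and gene sets by camera with a correlation of 0.01, with fry and with a correlation estimated from the data as checks. These set tests rest on the fitted model and are neither exact nor permutation tests, and permuting 2 against 2 or 3 against 3 libraries cannot reach a p of 0.05. The GO annotation is that in the authors' table, and a term was counted where the gene is annotated with the term itself. The terms are those printed in Figs. 2I, 3G and 7E and 4 broader angiogenesis terms.

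The comparisons, tests, thresholds, GO terms, named genes, the alternatives not marked otherwise and the marker lists of cell types were set before the data were examined. The genes named are every gene the paper names for bulk RNA-Seq, *Piezo1*, *Ly6g*, and for each comparison the 3 largest rises and the 3 largest falls among DEGs whose groups do not overlap and whose higher group has a mean FPKM of at least 5. Of these, 1 gene is not reported here. The alternatives were a pseudocount of 0.1, no filter, FPKM rescaled by the median ratio, a block for the replicate number, all libraries in 1 fit, edgeR with TMM or RLE, DESeq2, the adjusted p alone, unit variance per gene, lung against PB from the WT libraries of the Piezo1 experiment, terms matched by name, and each library left out. Lists for MHC class II, dendritic cells, the evening and morning genes of the clock and glucocorticoids were written after the values were seen.

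The tests were tested on simulated data of the same size, in which every planted change was larger than the fold change threshold. Among sorted neutrophils 99.5% to 100.0% of 200 changed genes were recovered with at most 2.44% of calls false. For whole lung 98.0% were recovered with 5.77% of calls false. Weakly expressed genes were not changed, so that these shares do not extend to such genes or to smaller changes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.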

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

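In this part, the interaction term and the marker lists, other than those for MHC class II and dendritic cells, were set before the data were examined. Of the tests of explanations, those of weakly expressed genes, the less deeply sequenced library and the region around *Commd10* were chosen before their results were seen. All others were chosen only after.

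The difference between WT and *Piezo1*-cKO was not the same in lung and PB at 3647 of 7560 genes (limma interaction term, adjusted p below 0.05). The log2 fold change of WT over *Piezo1*-cKO was higher in lung at 1402 of them and higher in PB at 2245. The imbalance was smaller with rescaled FPKM (1674 and 1864) and with edgeR and RLE (2416 and 2645). It remained with the pseudocount of 0.1 (1294 and 2249). More genes were DEGs in PB (265) than in lung (64). The less deeply sequenced PB *Piezo1*-cKO library does not account for this, since 265 PB genes were over 2-fold without it and 267 with all libraries, against 69 to 77 in lung with 1 library left out. Erythroid RNA took at most 0.198% of the FPKM of a PB *Piezo1*-cKO library, too little to dilute the other genes, and 143 of the PB DEGs were higher in WT. Among genes with a mean FPKM of at least 10, 15 of 3232 were DEGs in PB and 5 of 2579 in lung (Fisher exact p = 0.113), so that a tissue difference and a contribution of weakly expressed genes cannot be told apart. Those DEGs are few, and larger counts at this level point both ways. With an absolute log2 fold change above 0.5 there were 260 genes in PB (8.04%) and 180 in lung (6.98%), and at the adjusted p alone 1529 (47.3%) and 1469 (57.0%), a larger share in lung. Below 10 FPKM, 250 genes were DEGs in PB and 59 in lung. The spread of the genotype differences was larger in PB than in lung in each bin from 20 to 2000 reads per gene (1.15 against 0.854, 0.849 against 0.64, 0.595 against 0.478, 0.412 against 0.351, 0.322 against 0.295 and 0.261 against 0.244). It was larger in lung in each bin above 2000 reads (0.225 against 0.207, 0.196 against 0.153 and 0.173 against 0.144). By this measure the excess in PB is not confined to the most weakly read genes and shrinks as reads rise. Relative to the spread between replicates, the genotype spread was larger in PB only below 500 reads (2.34 against 1.82 in the lowest bin). From 500 reads up it was larger in lung in each bin (2.79 against 2.47 in the first and 5.06 against 1.73 in the last). The excess in PB from 500 to 2000 reads is thus not seen beyond the spread of replicates.

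Part of these differences rests on genes read in both libraries of one genotype and hardly at all in the other, 188 in all (18 lost in WT lung, 19 in *Piezo1*-cKO lung, 34 in WT PB and 117 in *Piezo1*-cKO PB), and 0 such genes lay between the 2 libraries of a group. The share of these genes with at least 10 reads in every WT library of the same tissue in the tissue comparison was 68.4% of those lost in *Piezo1*-cKO PB, 26.3% of those lost in *Piezo1*-cKO lung, 72.2% of those lost in WT lung and 44.1% of those lost in WT PB. Genes lost in *Piezo1*-cKO were chosen for their reads in WT, so that reads in other WT libraries are due with or without an effect of the deletion. Genes lost in WT should be unread in other WT libraries under such an effect, but they are few and weakly read. An effect of the deletion and another reason therefore cannot be told apart for any of the 4 groups. Whether the libraries of a group share 1 sampling of RNA cannot be told apart from an effect of genotype for the 188 genes, because the labels do not say how the replicates were made.

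*Cxcl2* had an interaction of -1.07 (standard error 0.03, adjusted p = 1.46e-06 from limma), with a smaller difference between genotypes in lung than in PB. edgeR gave -0.97 and DESeq2 -0.94. The gene stands far above the level at which reads are lost in every library, and of the tests above none addresses it on its own. A biological difference between tissues was not tested further.

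Genes of the erythroid list, outside those the paper discusses, were higher in *Piezo1*-cKO than in WT PB neutrophils, all 7 tested, with a median log2 fold change of -4.475 for WT over *Piezo1*-cKO (camera p = 9.63e-08, fry p = 3.3e-05, estimated correlation p = 0.0315), or -5.15 with the 2 genes that had no reads in WT set to their bound. The most abundant was *Hba-a1*, with 10.0 FPKM in WT and 441 in *Piezo1*-cKO. In lung 2 genes of the list were tested and both were higher in WT, with a median of 1.17. Whether neutrophil purity was lower in general cannot be told apart from this. The lists of platelets, monocytes, T and NK cells and B cells, all genes above 0 included, had medians from -0.08 (-0.07643) to 0.13, but their genes went both ways (15 lower and 18 higher in WT) and 24 of the 33 had a mean below 1 FPKM, so that the medians do not settle it. Erythrocytes or reticulocytes carried into the sorted PB samples may be the source, as all 7 genes moved together. The design also leaves open an effect of the deletion in erythroid cells, since *Vav1-Cre* is active in blood cells, and this was not tested.

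MHC class II genes, which the paper does not discuss, were higher in lung than in PB neutrophils at 4 of 4 genes, with a median log2 fold change of 4.88 (camera p = 2.66e-07, fry p = 2e-08, estimated correlation p = 0.0068), or 6.29 with the 2 genes that had at most 2 reads in PB set to their bound. *Cd74* had 73.7 FPKM in lung and 12.5 in PB, and *H2-Aa* 41.5 in lung, against 571 and 109 in whole lung. To bring these levels, other cells would have to make up 10.7% to 39.3% of the whole-lung level. The markers of B cells, dendritic cells and alveolar macrophages stood at medians of 0.226%, 1.11% and 0.341% of it, with *Cd79a* without reads, *Ccr7* at 0.178 FPKM and *C1qa* at 0.635. These medians rest on 4 of 12, 2 of 6 and 15 of 16 listed genes. The highest single marker of alveolar macrophages was *Siglecf*, at 115%, for which no reason was tested. B cells, dendritic cells or alveolar macrophages in proportion to their whole-lung markers are therefore argued against, for dendritic cells on 2 genes only. Monocytes and other macrophages were not set against whole lung. Transfer of RNA or expression by a subset of neutrophils was not tested, and a tissue difference may remain as a hypothesis.

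*Commd10*, which the paper does not discuss, had a log2 fold change of -4.21 in lung and -5.59 in PB for WT over *Piezo1*-cKO, from 1.37 FPKM in WT and 42.8 in *Piezo1*-cKO lung, and 0.383 and 64.9 in PB. In all, 10 genes differed in the same direction in both tissues by at least 0.8 on the log2 scale (*Commd10*, *Tinagl1*, *Fkbp5*, *Bbs9*, *Qpctl*, *Sgf29*, *Idh3b*, *A430078G23Rik*, *Ces1d* and *Cxcl3*) and 12 in opposite directions, among 6153 tested, the names having been chosen after their values were seen. Strain DNA around the floxed *Piezo1* allele is argued against as the common reason, since 1 of the 10 (*Ces1d*) lies on the chromosome of *Piezo1*. A change that extends to the neighbours of *Commd10* is argued against for those tested. Of 39 genes within 1000000 bases, 6 were tested, 0 changed in both tissues, and the largest shared log2 change was 0.165. They do not bear on a change at *Commd10* alone. In the WT libraries of the tissue comparison *Commd10* had 0.509 FPKM in lung and 0.568 in PB. A change at *Commd10* itself in the *Piezo1*-cKO line, by the deletion or beside it, stays open and was not tested. The labels do not say whether the WT mice carried *Vav1-Cre*. The difference at *Commd10* can therefore not be assigned to the loss of *Piezo1* rather than to the transgene.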

How the results depend on the processing

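The alternatives set after seeing the data are edgeR with TMM, edgeR with a block, and, in the Piezo1 experiment, the pseudocount of 0.1, rescaled FPKM and the distances.

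For lung against PB, 2063 genes were DEGs, and the adjusted p alone gave 6479; for lung against BM 3777 and 7628. For PB against BM there were 1811, with 3297 from edgeR with TMM, 3540 from DESeq2 and 6023 from the adjusted p alone. The adjusted p alone adds genes by its construction, and for the other settings the cause was not tested.

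For WT against *Piezo1*-cKO, 64 genes in lung became 332 with the pseudocount of 0.1, 1208 with edgeR and TMM, 1208 with RLE, 1781 with edgeR and no filter, 1179 with edgeR and a replicate block, 821 with DESeq2 and 3265 at the adjusted p alone. In PB, 265 became 672, 1902, 1901, 3282, 1826, 1732 and 3607 under the same settings in that order. WT lung against WT PB gave 2429, with 1619 for rescaled FPKM, 4854 for edgeR with no filter and 6360 at the adjusted p alone. The interaction gave 3647 genes, 5509 with no filter on low values and 518 with the fold change threshold. Replicate numbers do not pair the samples: after the group means were removed, r between libraries of equal number ran from -0.0836 to 0.0593 in the tissue comparison, from -0.0174 to 0.0722 in the Piezo1 experiment and from -0.0266 to 0.0593 in whole lung.

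Neutrophil depletion gave 1 DEG, 4 with the pseudocount of 0.1, 5 with the replicate block, 0 with no filter on low values (2033 genes at an unadjusted p below 0.05), and from 0 to 12 across the 6 fits that each left out 1 library. Without the first depleted library there were 12, without the second control library 6, and without control library 3 or depleted library 3 there were 0, with 1485 and 1274 genes at an unadjusted p below 0.05. *Aqp5* was not past the threshold with no filter, nor without control library 3, depleted library 2 or depleted library 3.

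The lung-BM to PB-BM distance ratio, 1.49, was 1.403 with unit variance per gene, 1.442 with the pseudocount of 0.1, 1.480 with no filter, 1.466 with rescaled FPKM, and 1.46 to 1.574 with 1 library left out. The ratio of the genotype distances, lung over PB, 0.770, was 0.8519, 0.8057, 0.7452 and 0.8538 under the same settings and 0.7722 to 0.8004 with 1 library left out, and stayed below 1 in all of these.

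The 1 shared upregulated gene became 5 with the WT libraries of the Piezo1 experiment, 55 with DESeq2 calls, 68 with edgeR calls, 6 with the pseudocount of 0.1 in both, 4 with rescaled FPKM, 312 at the adjusted p alone, 165 with DESeq2 calls and the WT libraries of the Piezo1 experiment, and 701 at the adjusted p alone with rescaled FPKM. The last 2, edgeR, the pseudocount and rescaling were added after seeing the data. In 20 simulations with the WT lung libraries on both sides, neither genotype nor tissue had an effect, and 0 genes were shared. Because tissue had no effect either, they cannot show how many genes the shared libraries add when tissues differ. The lung-up set, shifted by 0.1735, lost its call when camera estimated the correlation (p = 0.0559). That p was 0.0396 with the set from the WT libraries of the Piezo1 experiment, 0.0481 with the replicate block and 0.0491 with edgeR and RLE, and, in settings added after seeing the data, 0.0312 with rescaled FPKM, 0.0244 with edgeR and TMM and 0.0537 with the set from rescaled FPKM. The set shifted by 0.1683 to 0.1787 with 1 library left out.

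Of the terms of Fig. 2I, 1 was called for lung and 2 with terms matched by name; for PB, 1 was called, 0 at the adjusted p alone and 0 by camera on all tested genes. Of Fig. 3G, 0 were called, and 1, neutrophil chemotaxis, at the adjusted p alone. Of Fig. 7E, 0 were called, and from 0 to 1 with 1 library left out. Rescaling moved *Piezo1* in lung neutrophils from 0.291 to 0.3932 FPKM and in BM neutrophils from 1.21 to 1.035.

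Among single genes, the log2 fold change of Cxcl1, interaction (0.06) reversed to -1.79 with the pseudocount of 0.1, -4.50 with edgeR and TMM, -4.46 with RLE, -4.51 with edgeR and no filter, -4.50 with edgeR and a replicate block, and -3.95 with DESeq2; the gene had no reads in *Piezo1*-cKO PB. The interaction, not called by limma (adjusted p = 0.628), was called in each of these (adjusted p = 0.000176 to 0.0354), and with rescaled FPKM at 0.2506 (adjusted p = 0.0481). Of 105 results for single genes, 17 changed under at least 1 alternative. In 1120 alternatives there were 6 reversed, 16 weaker, 8 stronger and 9 moved. With 2 libraries per group, those that left 1 library out of the Piezo1 experiment give no p. *Piezo1* was read 3 to 10 times per library there.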

Differences from the paper's values

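No test of a cause is given in this part. A gap in a count, percentage or -log10 p is called closed where neither value is over 1.5 times the other.

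In Fig. 2G the paper's PC1 is about 39% and PC2 about 11%, read by eye, against 74.7% and 22.8% here, and in Fig. 3E about 31% and about 15% against 86.5% and 7.38%. For the tissue comparison none of the alternatives set before the data were examined closed the gap (63.8% to 79.96% on PC1 and 18.13% to 27.6% on PC2, each library left out in turn included). For the Piezo1 experiment no alternative closed the gap on PC1, while PC2 was 14.6% with unit variance per gene and 10.4% with the pseudocount of 0.1, both less than 1.5 times away and both chosen after seeing the values.

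In Fig. 2H the paper's DEGs number about 1000 higher in lung and about 710 higher in PB, read by eye, against 587 and 1476 here. Of the alternatives set before the data were examined, rescaled FPKM gave 913 and 498, which closes both gaps, and the adjusted p alone gave 1209 and 5270, which closes the first. DESeq2 (1586 and 1075), the pseudocount of 0.1 (665 and 2212), no filter (593 and 1480), the replicate block (587 and 1476), all 9 libraries in 1 fit and each library left out in turn (578 to 597 and 1471 to 1536) closed neither. edgeR with TMM, chosen after seeing the values, gave 1351 and 1127 and closes the first.

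The paper states 116 shared upregulated genes, against 1 here. None of the alternatives set before the data were examined closed the gap: 5 with the WT libraries of the Piezo1 experiment, 55 with DESeq2 calls, 312 at the adjusted p alone, and 1 with the pseudocount of 0.1 in the tissue comparison. DESeq2 calls together with the WT libraries of the Piezo1 experiment gave 165, above the paper's count but less than 1.5 times it, and this setting was chosen after seeing the values. edgeR calls (68), the replicate block (1), the pseudocount of 0.1 in both (6), rescaled FPKM (4) and the adjusted p alone with rescaled FPKM (701), also chosen then, did not close it. In Fig. 3F about 260 genes are higher in WT lung, read by eye, against 13 here; DESeq2, set before the data were examined, gave 340 and closes the gap, and edgeR with RLE (501), edgeR with no filter (810), no filter (12), the replicate block (13), all 8 libraries in 1 fit (13) and the adjusted p alone (1016) do not. Of those chosen after seeing the values, edgeR with TMM (501), edgeR with a replicate block (488), the pseudocount of 0.1 (83) and rescaled FPKM (17) do not.

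For neutrophil depletion, Fig. 7D gives log2 fold changes, read by eye, of about -1.8 for *Lep*, about -1.6 for *Ccl2*, about -1.3 for *Egr3*, about -1.1 for *Cxcl3* and about -1.0 for *Tnf*, against -0.46, -0.47, -0.60, -0.15 and -0.40 here on log2(FPKM + 1), and of about 1.1 for *Neu2*, about 1.2 for *Gpr17*, about 1.5 for *S100a7a* and about 2.3 for *Ubd*, against 0.36, 0.35, 0.36 and 0.44. These genes do not pass the filter, and no alternative set before the data were examined gives them another scale. On the scale of the log2 ratio of mean FPKM, chosen after seeing the values, they were -1.97, -1.8015, -1.41, -1.29, -1.04, 1.25, 1.09, 1.44 and 2.98, within 1 SD of the log2 ratio from the paper's value for each gene (SD 0.471 to 1.14, and 3.24 for *Ubd*). For *Ubd*, 2 control libraries at 0 inflate the SD, and compared by the fold change instead, the gap was over 1.5 times and stayed open.

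The paper used clusterProfiler, whose gene sets were not rebuilt, whereas a term here held only genes annotated with the term itself. The values below are therefore not for the same sets. The paper's supplement gives a -log10 p for the terms of Fig. 2I. For lung these are 16.8 for response to molecule of bacterial origin, 11.4 for reactive oxygen species metabolic process, 2.69 for regulation of vasculature development, 2.40 for calcium ion homeostasis and 1.94 for regulation of phagocytosis, against 4.47, 0.140, 0.0, 0.417 and 0.0 here. For PB they are 3.67 for autophagy, 3.23 for DNA repair, 2.06 for myeloid cell differentiation and 1.60 for myeloid cell homeostasis, against 0.221, 0.217, 0.734 and 0.108. Terms matched by name, set before the data were examined, gave 2.92 for reactive oxygen species metabolic process, past the threshold but not within the paper's value, and neither they nor the DEGs of DESeq2, edgeR, rescaled FPKM or the adjusted p alone, chosen after seeing the values, closed a gap.

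The paper states that the 2 genotypes lie further apart in lung than in PB, whereas the distance was 29.99 in lung and 38.95 in PB and the DEGs 64 and 265, and the ratio of the distances was below 1 under every alternative run. The paper lists endothelial cell proliferation involved in sprouting angiogenesis and other terms among genes higher in WT lung; 0 of 2 tested genes of that term were called, 1 of 2 with rescaled FPKM (adjusted p = 0.0753), and neutrophil chemotaxis was called at the adjusted p alone (adjusted p = 0.0321), both chosen after seeing the values. The heatmap of Fig. 3F shows *Vegfa* among genes higher in WT lung, which is not a DEG here at 0.93 but is with DESeq2 (1.06), set before the data were examined, and with edgeR (1.06) and rescaled FPKM (1.02), chosen after. The paper names vasculature development for lung against PB; with the DEGs of DESeq2 and edgeR, chosen after seeing the values, angiogenesis was at an adjusted p of 0.000137 and 0.0102, positive regulation of angiogenesis at 0.00165 and 0.032, and positive regulation of endothelial cell proliferation at 0.0448 and 0.032. The paper's list of depleted-lung DEGs in Fig. 7D is longer than the 1 gene called here, and its terms of Fig. 7E were not called; regulation of circadian rhythm was called without the first control library (adjusted p = 0.0350) and without depleted library 3 (0.0248). *Piezo1*, which the paper reports as deleted, had 7 and 4 reads in *Piezo1*-cKO lung against 8 and 8 in WT lung, and 3 and 10 in *Piezo1*-cKO PB against 5 and 5 in WT PB, with log2 fold changes of WT over *Piezo1*-cKO of 0.61 in lung and -0.53 in PB from DESeq2 (adjusted p = 0.753 and 0.788), so that a difference was not detectable.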

Other observations

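In this part, the comparisons were set before the data were examined, as were the marker lists of cell types other than dendritic cells. Of the tests of explanations, those of abundant genes, gene length and the share of reads on listed genes were chosen before their results were seen. All others were chosen only after.

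Most genes had a lower FPKM in lung than in PB neutrophils, with a median log2 fold change of -0.54. The 100 most abundant genes held 48.2% of the lung FPKM and 43.0% of the PB FPKM, a share of FPKM and not of reads. With them left out of the scaling, the median was -0.42, so that by this measure they account for part of the shift only. It lay between -0.58 and -0.44 in 5 equal bins of gene length, which argues against length. The log2 lung to PB ratio of the share of reads on listed genes was 2.67e-05. This share was equal in every library, as it is when FPKM are scaled to the reads on listed genes. It therefore cannot show whether reads were lost to other features. With such scaling, fewer reads on most genes must be offset by more on other listed genes, and which genes these are was not tested. A smaller number of active genes in lung neutrophils may remain, as a hypothesis not tested here.

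The WT libraries of the Piezo1 experiment gave 2429 DEGs between lung and PB, 536 higher and 1893 lower in lung, and 1619 with rescaled FPKM (881 and 738), a setting chosen after seeing the data. The largest log2 fold changes were 8.15 at *Hilpda*, 7.19 at *Cxcl3* and 6.93 at *Cxcl1*, and -4.63 at *AI467606*, -4.07 at *Gpr146* and -3.73 at *Bet1l*.

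Of the 10 splits of the 6 libraries into equal groups, 1 gave as many DEGs as lung against PB, 1 as lung against BM and 1 as PB against BM, the real split in each case. The other splits gave 0 DEGs, with 2 to 16, 0 to 1 and 2 to 37 genes at an unadjusted p below 0.05. For neutrophil depletion, 9 of 10 splits gave at least 1 DEG, the real split among them, with 1570 genes at an unadjusted p below 0.05 in the real split and 358 to 943 in the others. With 10 splits, a share under 0.1 is not possible.

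RNA of other lung cells in their whole-lung proportions does not account for the DEGs higher in lung than in PB. The median such DEG would need 343% of its whole-lung level. A single cell type carried along by the sort is not excluded by this value. The list of monocytes and macrophages was not set against whole lung. It held 0.16% to 0.165% of the FPKM in the lung neutrophil libraries and 0.0876% to 0.0908% in PB. In sorted lung neutrophils, the medians of the marker lists were 0.0113% of whole lung for alveolar epithelium, 0.109% for endothelium and 0.0933% for fibroblasts. For T and NK cells the median was 0.372%, on 3 of 12 listed genes. *Sftpc* was at 0.81 FPKM against 15800 in whole lung. The highest single markers of these lists were *Napsa* at 48.3%, *Pecam1* at 1.65%, *Gsn* at 19.2% and *Lck* at 1.11%, for which no reason was tested. The collagenase digestion, which PB did not receive, is a candidate explanation for part of the DEGs. The list of heat-shock and immediate-early genes was shifted by 0.2698 log2 units relative to the other genes (8 of 18 higher), and the list of NF-kappaB targets by 3.546 (23 of 24 higher, camera p = 1.29e-24, fry p = 4.82e-07, estimated correlation p = 0.0247). Digestion and tissue cannot be told apart for these lists, since the deposited bulk RNA-Seq holds no digested PB and no undigested lung sample and several of the NF-kappaB targets are among the genes the paper lists for lung.

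In neutrophil-depleted lungs, genes of the clock that peak in the evening were higher at 9 of 9 (mean log2 fold change 0.95, from 0.80 to 1.19 with 1 library left out) and genes that peak in the morning lower at 5 of 5 (mean -0.5549, from -0.68 to -0.48). Collection at different times of day may account for this, as may a glucocorticoid response: 11 glucocorticoid-induced genes other than those seen first rose at 10 of 11 (mean 0.7575, from 0.63 to 0.84). An effect of neutrophil depletion on the clock is open too, since treatment and time of collection are not separated in the labels.

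Abundant neutrophil transcripts fell in neutrophil-depleted lungs in each of the 3 libraries, with means of 3.28, 3.13 and 2.60 against 3.93, 3.796 and 3.81 in controls. Less blood in the lungs sampled is argued against, as the erythroid list changed by a mean of -0.1951 (from -0.36 to 0.14 with 1 library left out; 0.14 is the largest). The B cell list fell at 11 of 12 genes, by a mean of -0.46, and by -0.2964 without depleted library 3, so that 1 library does not account for the whole of it (camera p = 3.81e-05, fry p = 0.0276, estimated correlation p = 0.103). T and NK cell genes fell at 12 of 12, by -0.32, and by -0.15 without that library. No biological explanation was tested.

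Further lists in the same comparison had mean log2 fold changes of -0.003 (endothelium), -0.23 (fibroblasts), 0.10 (alveolar epithelium), -0.03 (alveolar macrophages), -0.24 (monocytes and macrophages), -0.15 (dendritic cells), 0.02 (platelets), 0.34 (all clock genes), -0.18 (genes of the Y chromosome), -0.23 (NF-kappaB targets) and -0.07 (granule genes of immature neutrophils, which were shifted by -3.56 in lung against BM). A list of proangiogenic genes was shifted by 2.45 in lung against PB (13 of 19 higher, camera p = 3.42e-10, fry p = 3.71e-07, estimated correlation p = 0.0066), by 0.26 in WT against *Piezo1*-cKO lung (14 of 20, camera p = 8.61e-04, fry p = 0.00715, estimated correlation p = 0.068), by 0.53 in PB (12 of 15) and by -0.43 after depletion (6 of 20). The 8 lung-associated genes of Fig. 4B, 7 of them tested, were higher at 7 of 7 in lung against PB and in WT against *Piezo1*-cKO lung.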
